# Host-specific gene expression as a tool for introduction success in *Naupactus* parthenogenetic weevils

**DOI:** 10.1371/journal.pone.0248202

**Published:** 2021-07-30

**Authors:** Ava Mackay-Smith, Mary Kate Dornon, Rosalind Lucier, Anna Okimoto, Flavia Mendonca de Sousa, Marcela Rodriguero, Viviana Confalonieri, Analia A. Lanteri, Andrea S. Sequeira

## Abstract

Food resource access can mediate establishment success in invasive species, and generalist herbivorous insects are thought to rely on mechanisms of transcriptional plasticity to respond to dietary variation. While asexually reproducing invasives typically have low genetic variation, the twofold reproductive capacity of asexual organisms is a marked advantage for colonization. We studied host-related transcriptional acclimation in parthenogenetic, invasive, and polyphagous weevils: *Naupactus cervinus* and *N*. *leucoloma*. We analyzed patterns of gene expression in three gene categories that can mediate weevil-host plant interactions through identification of suitable host plants, short-term acclimation to host plant defenses, and long-term adaptation to host plant defenses and their pathogens. This approach employed comparative transcriptomic methods to investigate differentially expressed host detection, detoxification, immune defense genes, and pathway-level gene set enrichment. Our results show that weevil gene expression responses can be host plant-specific, and that elements of that response can be maintained in the offspring. Some host plant groups, such as legumes, appear to be more taxing as they elicit a complex gene expression response which is both strong in intensity and specific in identity. However, the weevil response to taxing host plants shares many differentially expressed genes with other stressful situations, such as host plant cultivation conditions and transition to novel host, suggesting that there is an evolutionarily favorable shared gene expression regime for responding to different types of stressful situations. Modulating gene expression in the absence of other avenues for phenotypic adaptation may be an important mechanism of successful colonization for these introduced insects.

## Introduction

### Invasiveness and diet breadth

Prevailing theories suggest that the majority of non-native species introduced to new habitats fail to establish due to travel stress, climate incompatibility, inadequate or inappropriate food resources, or small population size, among other factors [1]. For species that do successfully establish, their potential to dynamically adapt phenotypic expression to environmental conditions [2] is thought to be correlated with establishment success [3]. If the underlying biological causes behind invasion success were to be identified, global invasive control methods could be more targeted and efficient [4].

Food resource access can mediate invasive species establishment success [1]. Herbivorous invasive insect species are on a continuum with regard to their dietary specialization [5]. In general, species that feed on one or a few closely related plant species are considered to be monophagous “specialist” herbivores, whereas species that feed on more than one plant family are polyphagous “generalist” herbivores. Variation in species phenotype, including diet, can be caused by genetic and/or environmental factors [6]. It has been proposed that a species that consumes varied host plants must account for differentiation between plants and develop an all-purpose phenotype [3], whereas a species that consumes one to a few plants can specifically optimize its usage: this set of evolutionary tradeoffs is often summarized as ‘jack of all trades, master of none’ [5]. Other work has proposed that divergence in diet breadth is a byproduct of nonadaptive evolutionary forces such as drift [7]. Data on gene expression in generalist herbivores supports the trade-off idea, finding that generalist herbivores have less fine-tuned gene regulation responding to different host plant diets, and broader patterns of gene regulation occur in generalists compared to specialists [8]. In general, herbivorous insect generalists are thought to rely on transcriptional plasticity to respond to dietary variation [9,10].

### Invasiveness and asexuality

The general-purpose genotype hypothesis [3] has been applied to invasive asexual organisms to explain their success. This hypothesis (as proposed by [11]) postulates that asexually reproducing species tend to have less strict habitat requirements, which allows wider spatial and environmental ranges compared to related sexual species. Asexually reproducing species require only one individual to start a population, which is advantageous for establishment and invasiveness [11]. The twofold reproductive capacity of asexual organisms is a marked advantage for invasion [12,13].

Within the weevil tribe Naupactini, several flightless species have been found to reproduce parthenogenetically [11]. Reduced flight capacity has been hypothesized to be positively related to parthenogenetic species colonization in heterogeneous landscapes [13]. Furthermore, flightlessness and obligate parthenogenesis have been linked to extreme polyphagy in successfully invasive insects [12].

*Naupactus* weevils are a taxonomic group of approximately 170 species of medium-sized weevils, covering a native geographic range between Mexico and Argentina [14–16]. The asexual weevil species *Naupactus cervinus* and *N*. *leucoloma* reproduce via apomictic parthenogenesis, in which offspring are produced from unfertilized, diploid egg cells. Parthenogenetic species are thought to establish successfully due to their ability to preserve successful genotypes via clonal reproduction, as beneficial gene relationships are preserved under extreme linkage disequilibrium [17].

Fuller’s rose weevil, *Naupactus cervinus*, is a highly polyphagous species [12,18]. Native to South America, it has successfully established invasive populations in many countries via commercial trade, including the United States and Australia [19]. The white-fringed weevil, *Naupactus leucoloma*, is also parthenogenetic, invasive, and highly polyphagous [20]. Native to central and northern Argentina, southern Brazil and Uruguay, this species has successfully established populations in Chile, Peru, Australia, New Zealand, South Africa, and the United States [21]. Most damage to crops and other host plants by both weevil species is caused by larvae feeding on roots, while the damage caused by the leaf feeding adults is usually less significant [22].

Even in the absence of genetic variation, parthenogenetic species can still become successfully established invasive species. In that case, what kinds of genetic and/or transcriptional adaptation and acclimation do these parthenogenetic species employ to acclimate to a new environment?

### Differential gene expression in targeted gene categories

Prior initial sequencing of the transcriptomic differences of *N*. *cervinus* and *N*. *leucoloma* demonstrated that host plant produced a wider variance of differentially expressed genes than tissue effects (unpublished work). Thus, a comparative transcriptomic approach was employed to measure phenotypic variation of *Naupactus* weevils in response to host plant type, specifically focusing on differential expression of genes that mediate functions that may impact invasion success. We also explored changes in gene expression in the offspring, given that transgenerational and maternally influenced epigenetic modifications have been found to impact the expression of fundamental survival traits (i.e. lifespan and age at maturity) [23,24].

One well-documented group of genes important for finding suitable host plant species in herbivorous insects are host detection genes associated with olfaction and taste, such as odorant-binding proteins [25–27]. Another key functionality important for herbivore adaptation is that of detoxification and neutralization of plant secondary compounds; differential regulation of detoxification genes has been correlated with successfully feeding on new host plants [28]. Detoxification genes may form the short-term first line of defense for herbivorous insects introduced to a new host [29]. Moreover, detoxification of host plant defenses may continue to be a challenge given that a generalist’s longer-term response to a new host has been shown to include three times more differentially expressed genes related to detoxification [30]. Gene pathways known to be involved in the detoxification response of herbivorous insects include *cytochrome p450*, *gluthathione-S-transferases*, *UDP-glycosyltransferases*, *carboxylesterases*, *ABC transporters*, and *glutathione peroxidases* [26,31,32].

Generalist herbivores feeding on a variety of plants are also often exposed to a wider range of pathogens and toxins, which drives a stronger selective pressure on generalists’ immune systems [33]. Host plants of different nutritional qualities and defense capacities could alter herbivore immune defense response in a species-specific manner [33,34], or generalists may have evolved general immune defense upregulation mechanisms that do not vary between hosts [35]. Alternatively, resource investment in immune defense mechanisms could decrease as introduced invertebrates move away from their co-adapted pathogens [4]. According to the enemy release hypothesis [36], individuals in a new environment will reallocate resources associated with immune defense towards growth and reproduction.

Our analysis therefore includes five groups of contrasts as detailed below: two between weevils feeding on hosts from different plant families (Fabaceae, Rutaceae and Asteraceae in contrasts grouped as Legume vs. Other, Legume vs. Citrus); one between weevils feeding on the same host plant species under different cultivation conditions (Conventional vs Organic); one between weevils feeding on host plants within the same host plant family (including members from Rutaceae, Fabaceae, and Asteraceae); and finally, one between weevils feeding continuously on one host plant versus weevils that have been transferred onto a previously un-encountered, but edible host. In those contrasts we will explore differential regulation of genes related to olfaction and chemosensory cues, those related to detoxification of host plant secondary compounds, and those related to immune system response genes. We will explore differences in the number of upregulated genes, the intensity of the increased expression (measured in fold change and other indexes of differential expression), and numbers of uniquely differentially expressed genes in all three gene categories in both immature and adult tissues.

### Predictions for expression patterns in weevils feeding on legume hosts vs. other (non-legume) hosts

As potential host plants, legumes harbor a high diversity of defensive secondary metabolites, including alkaloids, amines, cyanogenic glucosides, and non-nitrogen-based compounds such as phenolics and terpenoids [37]. Cyanogenic glucosides in particular are lethal to most herbivores, as they can disrupt cellular respiration and effectively shut down cellular functionality. Nitrogen-based defensive compounds are fairly unique to Fabaceae due to their association with nitrogen-fixing rhizobia. High levels of nitrogen in host plants are preferred by insect herbivores [38], because insects cannot produce their own nitrogen and must derive nitrogen nutritionally [9,25]. Previous studies indicate that herbivorous insects perform best on plants with high levels of rhizobial interactions [38]. Because these legume-specific chemical defenses are damaging to herbivorous insects, there is a strong evolutionary pressure on legume-feeding species to develop adaptive mechanisms by which they can effectively break down these nitrogen-based defensive compounds [25]. In *Naupactus* specifically, *N*. *cervinus* larvae performed better on a legume host [18], and *N*. *leucoloma* has been shown to prefer legume species [39]. We predicted that when comparing differentially expressed genes between *N*. *cervinus* and *N*. *leucoloma* weevils feeding on legume host plants versus other (non-legume) host plants, there will be more differential regulation of genes in the three targeted categories in weevils feeding on legume host plants in both adult and immature tissues than in weevils feeding on non-legume host plants.

### Predictions for expression patterns in weevils feeding on legume hosts vs. citrus hosts

Citrus (family Rutaceae: subfamily Citrinae) also produce a variety of defensive secondary metabolite compounds, such as limonoids, flavonoids, alkaloids, carotenoids, and phenol acids [40]. As some of these defensive compounds are unique to citrus, successful citrus herbivore species must have some counteracting or defensive mechanisms to allow them to survive. Despite the systemic nature of many citrus species’ defense responses, some of the strongest chemical defenses produced by citrus, such as limonene, occur in the fruit itself, which *Naupactus* does not consume (ex. [41]). Because *Naupactus* larvae feed on root tissue while adults feed on leaf tissue, it is likely that the secondary metabolites produced by legumes will be more deleterious to *Naupactus* weevils than those produced by citrus. We predicted that when comparing differentially expressed genes between *N*. *cervinus* weevils feeding on legume host plants versus citrus host plants, there will be more differential regulation of genes in the three targeted categories in weevils feeding on legume host plants in both adults and immature tissues than on weevils feeding on citrus host plants.

### Predictions for expression patterns in weevils feeding on organically grown vs. conventionally grown oranges

There is inconsistent evidence regarding the effects of organic versus conventional farming techniques on agricultural pest burdens. Some research proposes that generalist diets predispose herbivorous insects towards evolving effective insecticide resistance, making feeding on conventional hosts less costly [7]. Regardless of herbivore diet breadth, the assumption is that applying insecticides to host plants will make insect feeding more difficult, and conversely, reducing chemical insecticide usage on plants will increase the pest burden [42]. However, no significant correlation was found between pest damage and farming management approaches for garden tomatoes [42]; it is possible that organically grown plants *not* exposed to insecticides are capable of synthesizing their own chemical defenses. The addition of insecticides to a conventionally raised plant may interfere with the natural defense response of the plant, and an organically raised plant may be able to upregulate its defensive response in ways that conventionally raised plants cannot. We predicted that when comparing differentially expressed genes between weevils feeding on organically treated host plants versus conventionally treated host plants, there will be more differential regulation of genes in the three targeted categories in weevils feeding on organically cultivated host plants in both adults and immature tissues than on weevils feeding on conventionally cultivated host plants.

### Predictions for expression patterns in weevils feeding on different host plants within the same host plant family

If it is true that legume and citrus hosts are more resource-taxing to herbivores compared to other hosts, it could be expected that herbivores that feed on highly chemically defended species will have more species-specific transcriptional responses, and that the weevils consuming these host plants have acclimated to these defenses.

Because of this acclimation, we predicted larger numbers of unique expression patterns between weevils feeding on citrus members (Rutaceae), and between those feeding on legume members (Fabaceae), than between those feeding on members of a non-citrus, non-legume group (Asteraceae), even though the degrees of phylogenetic relatedness between host plants within each family are not equivalent. Furthermore, there will be more differential regulation of genes in the three targeted categories in weevils feeding on legume and citrus host plant family members relative to those from the non-citrus, non-legume host plant family comparisons.

### Predictions for expression patterns in weevils feeding on their natal host plant vs. a novel host plant

In polyphagous herbivores that can consume several host plants, a shift from consuming one host plant to a different host plant has been previously associated with high transcriptional responses [8,9,29]. Although patterns of transcriptional response to short-term host plant switching are characterized by highly specific gene responses, these responses occur within a small number of gene families, indicating the potential for common pathways of host plant acclimation and adaptation in generalist arthropods. Some work in oligophagous leaf beetles has reached similar conclusions, demonstrating that only a few gene ontology (GO) terms were differentially expressed upon short-term host switching, such as acyl carrier protein hydrolases [43].

When comparing differentially expressed genes between *N*. *cervinus* weevils feeding on their natal host plant versus those feeding on a novel host plant, we predicted that that there will be more differential regulation of genes in the three targeted categories in weevils feeding on the novel host in both adults and immature tissues.

### Exploration of global expression patterns in all host plants and experimental contrasts

It is entirely possible that important aspects of weevil acclimation and/or adaptation to feeding on resource-taxing host plants, or on novel hosts, may involve differential regulation of genes beyond the three targeted gene categories of detection, detoxification and immune response. For example, a plastic response, as measured by a wider array of upregulated gene sets, was recorded in milkweed aphids feeding on novel host plants [44], and specific gene expression response trajectories were elicited in response to different sugar-mimic alkaloids in silk moths [45]. Other studies on herbivore transcriptional plasticity at the gene set level frequently identify categories associated with metabolic processes, transporter activity, digestion, membrane structure, and reproduction [46].

In insects, developmental gene networks are well-known and have been profiled in several species [47]; thus, it is not implausible to hypothesize that other tightly synchronized gene networks might exist. Metabolic pathways have also been found to be key in herbivore response to host plant defenses [48]. We use a global gene set enrichment approach to elucidate overall patterns of expression by gene family. Together with the observed patterns in the three targeted gene categories, the goal of these analyses is to understand the role of host plant acclimation and adaptation in introduced species.

We sought to profile the transcriptome of successfully invasive, but paradoxically asexual, insects, and determine how life stage, host plant, and environmental conditions affect gene regulation in these species. We have successfully established that gene expression response of weevils can be specific to particular host plants, and that elements of that response can be maintained in the offspring. We have gained understanding of how some host plants are more taxing to weevils eliciting strong and specific gene expression response. However, we also found commonalities to the response of taxing host plants and other stressful situations such as host plant cultivation conditions and/or a transition to a novel host.

## Results

### Weevils display host-specific gene expression responses in the three targeted gene categories

#### Legume host plants generate large transcriptional responses

For both *N*. *cervinus* and *N*. *leucoloma*, there were significantly more upregulated host detection (HD), detoxification (DTX), and immune defense (IM) genes in weevils feeding on legume host plants (Fig 1i). 

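RNA from weevil heads, abdomens and whole immatures was sequenced, and each library is 1 sample of a locality and host plant. The 52 libraries are 42 of *N. cervinus* (16 heads, 16 abdomens and 10 immatures) and 10 of *N. leucoloma* (5 heads, 3 abdomens and 2 immatures). By S3 Table the reads mapped per *N. cervinus* library were 9238910 to 58766318 in heads other than the Oleary72 aster head (median over all heads 17701832), 4625134 to 55429134 in abdomens (median 15173318) and 5772463 to 22697900 in immatures (median 19083010). In the Oleary72 head 3.61% of 6666371 reads mapped. In *N. leucoloma* they were 11262739 to 46026536 in heads (median 15378827), 10277422 to 37406678 in abdomens (median 13233093) and 11259889 and 11613381 in the immatures. The share of genes listed at 0 FPKM had a median of 42.0% in *N. cervinus* heads and 33.8% in abdomens. It was 96.9% in the Oleary72 aster head, 87.3% in the Byr68 aster abdomen, and 17.2% and 16.5% in the For67 kudzu head and abdomen. The authors assembled each species de novo, aligned the reads to the transcripts with Bowtie and gave FPKM per library from RSEM. Versions and builds are not given in the sources used here. Neither counts nor a depth behind an FPKM value are in the tables, apart from the mapped reads. The Legume vs. Other group has 11 contrasts in *N. cervinus* and 5 in *N. leucoloma*. Kudzu of *N. cervinus* came from For67 and Post70 (1 head and 1 abdomen each, and 1 immature from Post70). All 4 abdomen contrasts as deposited leave out the Post70 abdomen, so that numbers of abdomen DEGs rest on the For67 abdomen alone. The other hosts were Baccharis (3 localities), asters (2 localities), Prunella and Caprifoleacea (1 each) for adults, and aster, Paulownia and crepe myrtle for immatures. S1 Table gives kudzu as the host of 1 of the aster localities, Oleary72, and S2 Table was followed. In *N. leucoloma* the legumes were soybean (3 heads and 1 abdomen) and kudzu (1 head and 1 abdomen), set against 1 head and 1 abdomen from Spiraea. For these Ros77 libraries S1 Table gives *Poncirus trifoliata* as the host, and S2 Table was followed here too. By S1 Table the kudzu, aster, Paulownia and crepe myrtle localities of *N. cervinus* lie in the introduced range, and those of Baccharis, Prunella and Caprifoleacea in the native range. A difference between kudzu and these 3 hosts is therefore also one between ranges. In *N. leucoloma* Spiraea is from the native range, kudzu from the introduced range, and soybean from 2 native localities and 1 introduced one. A DEG is a transcript whose mean FPKM differs by more than 1 between the groups of a contrast and whose log2 fold change, weighted by expression as the authors did, is at least 1 in size. The paper's methods ask besides that a transcript of the 3 gene categories be present in both groups. The numbers of DEGs here do not ask for this, and numbers of genes above 0 FPKM in both groups, counted only after the data had been seen, are given beside the totals. The deposited fold changes were recomputed from the FPKM values for 45 contrasts, each within 1e-06. Of the 48 contrasts, 8 leave out at least 1 library that S2 Table lists, and 34 set 1 library against 1. Numbers of DEGs use the libraries the deposited contrasts used, and sum over contrasts, so a transcript counts once in each. Tests of single genes use every library of S2 Table. They fit limma to log2(FPKM + 1) for genes of at least 1 FPKM in 2 or more libraries, and all log2 fold changes outside the DEG rule are on that scale. Lists of genes were tested with camera, against the other genes of the contrast, at a preset correlation between genes. In contrasts of 1 library against 1 there are no replicates and no p. A list's median log2 fold change is then given with its percentile among 10000 random lists of as many genes matched on mean FPKM. Of 340 functional gene groups placed so, 145 lay outside the central 95% of random lists, and of 90 other lists 51 did, so a percentile near 0 or 100 is common in these contrasts.

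**Figure D1:**
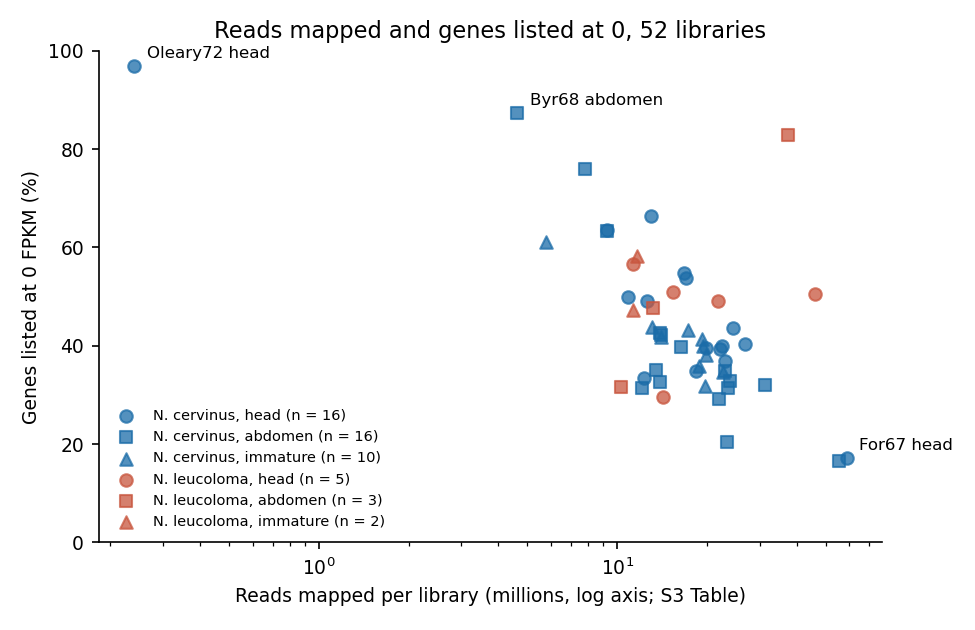
Reads mapped per library (log axis, S3 Table) against the percentage of genes listed at 0 FPKM, for 52 libraries by species and tissue. The Oleary72 head lies at 96.9% with 3.61% of its reads mapped, and the For67 head at 17.2% with 58766318 reads.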

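Odorant-binding proteins, chemosensory proteins and gustatory receptors, which take part in smell and taste, made 626 DEGs higher on legumes and 204 higher on other hosts in *N. cervinus*. Detoxification genes made 2298 and 793, and immune defense genes 1253 and 531. In *N. leucoloma* the numbers were 353 and 59 for HD, 1064 and 283 for DTX, and 733 and 195 for IM. Paired by contrast and functional gene group, legumes had the larger number in 28 of 31 HD pairs, 55 of 63 DTX pairs and 26 of 32 IM pairs in *N. cervinus*, pairs without a difference left out. A two-sided permutation test on the signed ranks gave p = 1e-05 for HD and for DTX, the smallest value 100000 resamples allow, and p = 9.1e-04 for IM. In *N. leucoloma* legumes had the larger number in 14 of 14 HD, 28 of 28 DTX and 15 of 15 IM pairs (permutation p = 1.6e-04, 1e-05 and 9e-05). With only genes above 0 in both groups counted the numbers in *N. cervinus* were 473 and 187 for HD, 1650 and 649 for DTX and 1026 and 476 for IM (permutation p = 1e-05, 1e-05 and 0.00117), and in *N. leucoloma* 269 and 46, 741 and 207, and 515 and 164 (3e-05, 1e-05 and 5e-05). Pairs share libraries, and both abdomen contrasts of *N. leucoloma* set the same Post70 abdomen against the same Ros77 abdomen, so that its abdomen numbers count 1 pair of libraries 2 times. Of the HD, DTX and IM DEGs of *N. cervinus* adults 79.9% were higher on kudzu, and 81.3% of all other DEGs were. In *N. leucoloma* the shares were 80.0% and 84.6%. With For67 as the only kudzu locality 84.7% of the HD, DTX and IM DEGs were higher on kudzu, and with Post70 as the only one 40.7% were. Of all other DEGs 85.3% and 37.0% were, in the same order. In libraries scaled by their median ratio, a choice made after the data had been seen, the IM numbers were 870 and 714 in *N. cervinus* and 585 and 344 in *N. leucoloma* (permutation p = 0.434 and 0.13), while HD and DTX stayed under 0.05 in both species (0.0031 and 0.00843, and 4e-04 and 4.1e-04). With 1 contrast per tissue the permutation p was 0.0704 for DTX and 0.289 for IM in *N. cervinus*, and with 1 pair per contrast it was 0.0625 for each category in *N. leucoloma*, the smallest value 5 contrasts allow in an exact test. The paper reasons from the larger numbers on legumes in both species that these weevils put more into detecting and handling legume secondary compounds. It proposes that legumes also draw a larger immune response, possibly related to their rhizobia.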

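Transcripts named odorant-binding proteins or odorant receptors made 497 DEGs higher on legumes in *N. cervinus*, against 80 for chemosensory proteins and 49 for gustatory receptors. Higher on the other hosts were 174, 17 and 13. Cytochrome P450s, enzymes that oxidize plant toxins, made 1174 of the DTX DEGs higher on legumes, followed by UDP-glycosyltransferases with 461, ABC transporters with 396, glutathione S-transferases with 227, glutathione peroxidases with 25 and carboxylesterases with 15. The numbers higher on the other hosts were 401, 140, 156, 87, 6 and 3 in the same order. Serine proteases and proteinases made 691 IM DEGs higher on legumes and 262 higher on other hosts, general immune response genes 344 and 216, and serpins 218 and 53. The lists behind these numbers hold 126 odorant-binding proteins and odorant receptors, 16 chemosensory proteins and 11 gustatory receptors, 302 cytochrome P450s, 145 ABC transporters, 138 UDP-glycosyltransferases and 172 serine proteases. In *N. leucoloma* the odorant-binding proteins and odorant receptors made 283 DEGs higher on legumes, the chemosensory proteins 50 and the gustatory receptors 20. Cytochrome P450s made 434, ABC transporters 244 and UDP-glycosyltransferases 229, and serine proteases made 372, immune response genes 215 and serpins 146. Across the 16 contrasts the share of these DEGs that was higher on the legume lay between 31.5% and 90.5%, and for all other genes between 34.3% and 89.6%. The 90.5% is kudzu against aster abdomens, as deposited For67 against Oleary72 alone, for which S1 Table gives kudzu as the host. Within a contrast the shares parted both ways, with 72.0% and 40.9% against crepe myrtle in immatures, and 66.0% and 80.1% against Baccharis in abdomens.

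**Figure D2:**
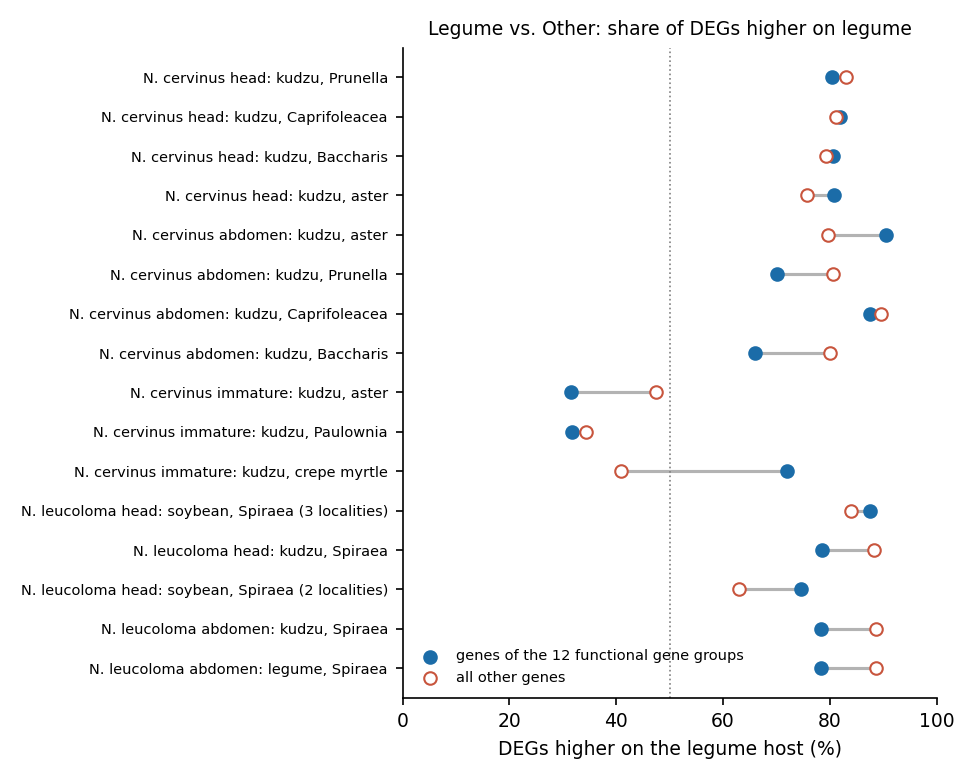
Percentage of DEGs higher on the legume host in each of the 16 Legume vs. Other contrasts (rows), for genes of the 12 functional gene groups (filled points) and for all other genes (open points). The lowest shares for the 12 groups were in *N. cervinus* immatures, 31.5% against aster and 31.7% against Paulownia, while crepe myrtle had 72.0%.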

In legume-feeding weevils, odorant-binding proteins were the most numerous HD genes overexpressed; *cytochrome P450* type genes were the most numerous DTX genes overexpressed; and serine proteases and proteinases were the most numerous IM genes overexpressed (Fig 1i). Furthermore, the differences in the numbers of upregulated genes between host plants in all three gene categories were significantly impacted by the different functional groups within each category, displaying significant interactions between Host:Functional Gene Group (Table 1). However, there was no discernible effect of tissue type for any of the three target gene categories, as evidenced by non-significant Host:Tissue interactions (Table 1). 

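Each functional gene group was tested as a list against the other genes of a contrast. In heads the 38 serpins, inhibitors of serine proteases, had a median log2 fold change of 0.97 between kudzu (n = 2) and Baccharis (n = 3), against 0.34 for all genes (adjusted p = 0.0125 from camera, adjusted p = 1 with an estimated correlation). In abdomens of the same hosts the 247 cytochrome P450s had a median of -0.47 (adjusted p = 8.16e-04, adjusted p = 1 with an estimated correlation), and the 39 serpins 0.42 (adjusted p = 0.00137, adjusted p = 1 with an estimated correlation). Against Prunella (n = 1) the 65 immune response genes had a median of -1.18 in abdomens (adjusted p = 1.59e-13, adjusted p = 1 with an estimated correlation), while against Caprifoleacea (n = 1) the 56 measured had 1.25 (adjusted p = 2.45e-17, adjusted p = 1 with an estimated correlation). Against asters (n = 2) the 45 odorant-binding proteins and odorant receptors had 2.59, the 130 cytochrome P450s 2.26 and the 55 immune response genes 2.26, where all genes had 0.65 (adjusted p = 8.01e-07, 1.44e-04 and 7.82e-06). With an estimated correlation these 3 had adjusted p = 1, 1 and 1. Of the 2 aster abdomens Byr68 had 87.3% of genes listed at 0. The deposited contrast leaves it out, together with the Post70 kudzu abdomen. The other aster abdomen is Oleary72, for which S1 Table gives kudzu as the host. In *N. leucoloma* heads the 70 odorant-binding proteins and odorant receptors had a median of 0.96 on soybean (n = 3) over Spiraea (n = 1), the 91 serine proteases 1.27 and the 65 immune response genes 2.31 (adjusted p = 2.34e-06, 8.85e-04 and 6.68e-04, and 1, 1 and 1 with an estimated correlation). A lone library on one side is taken to vary as the others do. Of 205 tests of functional gene groups with replicates, 30 passed at the preset correlation and 0 with an estimated one, where 2 had an unadjusted p under 0.05 in camera.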

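Heads of *N. cervinus* made 303 HD, 1016 DTX and 548 IM DEGs higher on kudzu, and 57, 227 and 156 higher on the other hosts. Abdomens made 229, 1033 and 583 higher on kudzu, and 56, 284 and 151 higher on the other hosts, with For67 as the only kudzu abdomen. With Post70 as the only one 1009 DEGs of the 3 categories were higher on kudzu and 1349 on the other hosts. That is 42.8% higher on kudzu, against 28.8% of all other DEGs. Immatures made 94, 249 and 122 higher on kudzu and 91, 282 and 224 higher on the other hosts. In *N. leucoloma* heads 221 HD, 632 DTX and 483 IM DEGs were higher on legumes against 39, 173 and 101, and in abdomens 132, 432 and 250 against 20, 110 and 94. Within Legume vs. Other of *N. cervinus*, kudzu and Baccharis have the most libraries in both adult tissues (2 and 3 localities). In heads 2 genes were higher on kudzu and 12 lower in limma. That count of 14 was 1 without the Nan79 or without the Tala81 Baccharis library, and 0 (2172 at an unadjusted p under 0.05) with the spread shared over all hosts. A limma test of whether the difference between kudzu and Baccharis changed between head and abdomen called 0 of 46279 genes, with 1214 at an unadjusted p under 0.05. That test left unpaired the head and abdomen of 1 pool, and with the pool as a block, added after the data had been seen, it called 0 with 2003 unadjusted.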

Finally, when exploring the interaction of tissue effects and functional group effects on differentially expressed gene (DEG) differences between host plants, we found that both factors significantly impacted the expression of DTX genes only in *N*. *cervinus*.

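In *N. cervinus* heads the DTX DEGs higher on kudzu were 524 cytochrome P450s, 206 UDP-glycosyltransferases, 162 ABC transporters and 107 glutathione S-transferases, against 111, 38, 47 and 27 higher on the other hosts. In abdomens the numbers were 521, 210, 190 and 96 higher on kudzu and 153, 45, 59 and 26 higher on the other hosts, where heads have 2 kudzu libraries and abdomens 1 (For67). Immatures had 129 cytochrome P450s, 45 UDP-glycosyltransferases, 44 ABC transporters and 24 glutathione S-transferases higher on kudzu, and 137, 57, 50 and 34 higher on the other hosts. In *N. leucoloma* heads 262 cytochrome P450s and 132 ABC transporters were higher on legumes against 92 and 15, and in its abdomens 172 and 112 against 58 and 8. The kudzu head of this species had 2221 plant-named transcripts of at least 1 FPKM, against 68 to 88 in its other heads. Gene lists were made by name whatever the organism, so part of these counts may not be of weevil genes. Carboxylesterases were few in every tissue, with 6 and 1 in *N. cervinus* heads, 7 and 0 in abdomens and 2 and 2 in immatures. The *N. cervinus* list holds 4 of them by the names used and 239 with broader names, so these small numbers go with a narrow list.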

**Fig 1:**
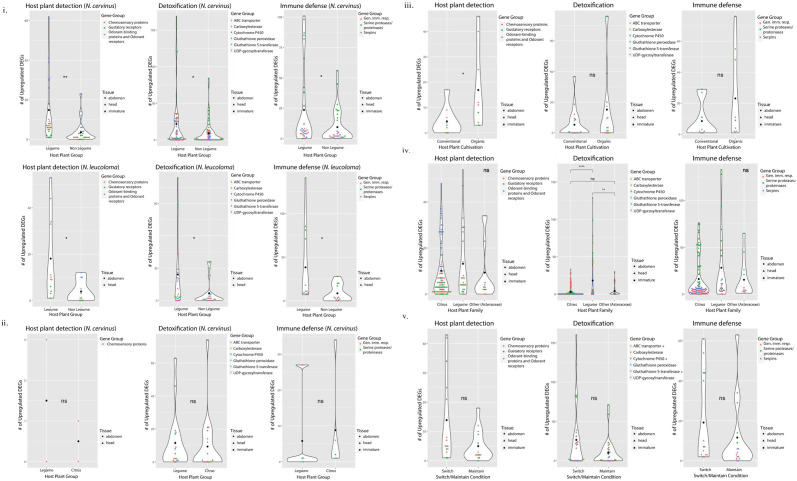
Number of differentially upregulated genes in three targeted gene categories from weevil species feeding on different host plants or in different experimental conditions. Categories analyzed include genes related to host plant detection (HD), host plant detoxification (DTX) and immune defense (IM) when comparing: (i) weevils feeding on Legume vs. Other in *N*. *cervinus* and *N*. *leucoloma*; (ii) *N*. *cervinus* weevils feeding on Legume vs. Citrus; (iii) *N*. *cervinus* weevils feeding on oranges grown under Conventional vs. Organic farming methods; (iv) weevils feeding within the same host plant family: Citrus (Rutaceae: Citrinae), Legume (Fabaceae), or Other (Asteraceae) host plants; (v) *N*. *cervinus* weevils maintained on the natal host plant or switched from that host to a novel host—Switch vs. Maintain. Each point represents a separate pairwise comparison in the set; i.e. one triangle represents the number of DEGs from a head tissue comparison that belongs in the group ‘Legume vs. Citrus’ for each gene group within the three targeted categories. “+” after a gene group name indicates significant differences in the number of DEGs between the two host plants or treatments for that particular gene group.

**Table 1:** Summary of comparisons of the numbers of differentially upregulated genes in three gene categories for weevil species feeding on different host plants or experimental conditions.

Host plant contrasts	Species	Functional Gene Group	Differences between #s of upregulated genes when feeding on different host plants	Interaction		
				Host: Tissue	Host: Functional Gene Group	Tissue: Functional Gene Group
Legume vs. Other	*N*. *cervinus*	HD	<0.05*	NS	<0.05*	NS
		DTX	<0.05*	NS	<0.01**	<0.01**
		IM	<0.05*	NS	<0.01**	NS
	*N*. *leucoloma*	HD	<0.05*	NS	<0.01**	NS
		DTX	<0.05*	NS	<0.01**	NS
		IM	<0.05*	NS	<0.01**	NS
Legume vs. Citrus	*N*. *cervinus*	HD	NS	NS	NS	<0.05*
		DTX	NS	NS	<0.01**	NS
		IM	NS	NS	NS	<0.01**
Conventional vs. Organic	*N*. *cervinus*	HD	<0.05*	NS	<0.05*	NS
		DTX	NS ‡	NS	<0.01**	NS
		IM	NS	NS	<0.01**	NS
Within-host Family (Citrus, Legume, Other)	*N*. *cervinus*, *N*. *leucoloma*	HD	NS	NS †	NS	NS
		DTX	<0.05* **(C-L; L-O)**; NS (C-O)	<0.01**†	<0.01**	<0.05*
		IM	NS	NS †	<0.01**	<0.01**
Switch vs. Maintain	*N*. *cervinus*	HD	NS	NS	<0.01**	NS
		DTX	<0.05*‡	NS	<0.01**	NS
		IM	NS	NS	<0.01**	NS

Results are displayed by prediction, species and gene category (HD: Host detection; DTX: Host detoxification and IM: Immune defense). *P*-values displayed indicate significance for contrasts between host plants (Wilcoxon signed-rank test). ANOVA interaction terms were calculated between host effects and those of tissue (Host:Tissue) and functional gene groups within each gene category (Host:Functional Gene Group) and between tissues and functional gene groups (Tissue:Functional Gene Group) (Robust rank-based ANOVA in package Rfit, derived from [49,50].

^†^ indicates Kruskal-Wallis.

^‡^ indicates several individually significant functional gene groups.

*, ** indicate significance at *p* = 0.05 and *p* = 0.01, respectively.

Heatmaps revealed not only the number of upregulated genes, but also the intensity of expression for the DEGs that were differentially regulated. 

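In *N. cervinus* abdomens cytochrome P450 CYP6DE3 (TRINITY_DN137618_c3_g1) fell on kudzu, at 12.4 and 0.373 FPKM in the 2 kudzu libraries and 807, 1289 and 303 in the 3 Baccharis libraries (log2 fold change -7.31 (standard error 1.00, adjusted p = 0.0117)). Cytochrome P450 CYP9z18 (TRINITY_DN142463_c1_g2) fell too, from 904, 1085 and 40.0 FPKM on Baccharis to 1.83 and 0 on kudzu (log2 fold change -7.67 (standard error 1.26, adjusted p = 0.0262)). A UDP-glucuronosyltransferase (TRINITY_DN140678_c0_g3), of a family that couples sugars to toxins, was listed at 0 in both kudzu libraries and at 297, 247 and 34.7 FPKM on Baccharis (adjusted p = 0.0207). Serine protease inhibitor 3/4 (TRINITY_DN141669_c1_g1) was at 215 and 68.7 FPKM on kudzu and listed at 0 in all 3 Baccharis libraries (adjusted p = 0.0457). Peritrophic matrix protein 5-B (TRINITY_DN104880_c0_g2), of the layer that lines the insect midgut, was at 59.0 and 748 FPKM on kudzu and listed at 0 on Baccharis (adjusted p = 0.0355). Titin (TRINITY_DN144961_c3_g1), a protein of muscle, rose on kudzu from 6.09, 5.99 and 6.81 FPKM to 483 and 172 (log2 fold change 5.31 (standard error 0.90, adjusted p = 0.0361)). The kudzu libraries come from the introduced range and the Baccharis libraries from the native range, so each of these changes goes with range as well as with host. The second kudzu value of each gene is from the Post70 abdomen, where most genes are listed at 0. The deposited contrast leaves that library out, so For67 is its only kudzu abdomen. In limma 8 genes rose and 49 fell of 36899. Among 504 DTX genes 0 rose and 7 fell (3 and 19 adjusted over the list alone), among 236 IM genes 1 rose and 0 fell (4 and 8), and among 96 HD genes 0 were called with 10 at an unadjusted p under 0.05. The count of 57 was 1 without the Tala81 Baccharis library and 2815 without the For67 kudzu library, and it was 1 with the spread shared over all hosts. Over all 4 abdomen contrasts, with For67 as the only kudzu library (n = 1), the median weighted log2 fold change of DEGs was 2.25 for DTX genes higher on kudzu and 2.20 for those higher on the other hosts, and 2.5 and 2.69 for IM genes.

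**Figure D3:**
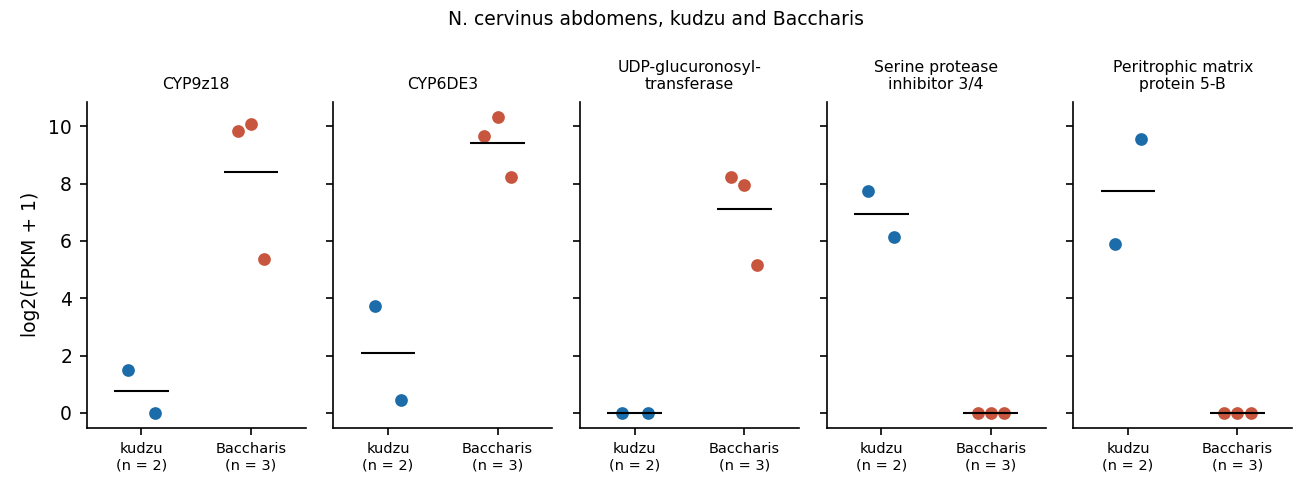
Expression as log2(FPKM + 1) of 5 genes in *N. cervinus* abdomens on kudzu (n = 2) and Baccharis (n = 3), 1 point per library with the mean as a line. CYP9z18, CYP6DE3 and the UDP-glucuronosyltransferase lie higher on Baccharis, and serine protease inhibitor 3/4 and peritrophic matrix protein 5-B are listed at 0 in all 3 Baccharis libraries.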

For *N*. *cervinus*, there was strong expression intensity for both DTX and IM genes in legume-feeding weevil abdomen samples (composite Fig 2i and individual heatmaps S1ia Fig). Immature tissue also showed upregulation of DTX and IM genes, but expression intensity was high from both legume-feeding and other-feeding parents (Fig 2i and S1ia Fig). 

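Immatures from kudzu-fed and from other-fed parents each had strongly expressed genes of these groups. A defensin (TRINITY_DN137389_c0_g1), an antibacterial peptide, was at 2.99 FPKM in the kudzu immature and 4131 in the Paulownia immature. Another defensin (TRINITY_DN133364_c0_g2) was at 8.12 against 4522 FPKM and coleoptericin 2 (TRINITY_DN131651_c0_g1) at 2.82 against 1463 in the same order. The 62 immune response genes had a median log2 fold change of -1.77 between these libraries (percentile 0 of random lists), where all genes had -0.24. Against the crepe myrtle immature the 49 measured had 0.76 (percentile 100), the 128 cytochrome P450s 0.49 (percentile 100) and the 74 odorant-binding proteins and odorant receptors 0.47 (percentile 100), where all genes had -0.14. An odorant-binding protein (TRINITY_DN127654_c0_g1) was at 5458 FPKM on kudzu and 157 on crepe myrtle, and serine protease inhibitor 3/4 (TRINITY_DN140899_c0_g1) at 418 against 151. Against the 2 aster immatures the 48 immune response genes had a median of -0.79 (adjusted p = 1.90e-05 from camera, adjusted p = 1 with an estimated correlation), and all genes 0.12. DEGs had a median weighted log2 fold change of 2.06 for DTX genes higher on kudzu and 2.26 for those higher on the other hosts, and 2.27 and 3.43 for IM genes. The Oleary72 aster immature had 61.2% of genes listed at 0.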

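In *N. leucoloma* heads odorant-binding protein 7 (TRINITY_DN188859_c0_g6) was at 3789.7 FPKM on kudzu and 609.8 on Spiraea, and cytochrome P450 CYP345A1 (TRINITY_DN195025_c0_g2) at 436 against 66.4. A UDP-glucuronosyltransferase (TRINITY_DN193282_c2_g4) was at 1144 against 114 FPKM and serpin I/II (TRINITY_DN187937_c0_g1) at 796 against 65.6, while an antimicrobial peptide (TRINITY_DN189118_c0_g1) was at 26.1 against 356. In abdomens chemosensory protein 6 (TRINITY_DN190172_c1_g1) was at 395 FPKM on kudzu and 26.5 on Spiraea, and a UDP-glucuronosyltransferase (TRINITY_DN193389_c2_g7) at 433 against 20.1. Cytochrome P450 CYP6BS2 (TRINITY_DN162880_c0_g1) was at 598 FPKM on kudzu and listed at 0 on Spiraea. Glutathione S-transferase epsilon (TRINITY_DN192342_c0_g1) was listed at 0 on kudzu in both tissues and was at 406 FPKM in the head and 1283 in the abdomen on Spiraea. A carboxylesterase (TRINITY_DN192854_c3_g2) was at 16.7 FPKM on kudzu and 105 on Spiraea abdomens. Over the head contrasts the median weighted log2 fold change of DEGs higher on legumes was 4.59 for HD, 3.58 for DTX and 4.22 for IM, and of DEGs higher on Spiraea 1.93, 2.40 and 2.46. In abdomens the medians were 3.25, 2.96 and 3.17 for DEGs higher on kudzu and 2.27, 2.58 and 2.35 for those higher on Spiraea. In limma on soybean (n = 3) and Spiraea (n = 1) heads 0 of 16097 genes were called, with 133 at an unadjusted p under 0.05. The kudzu head had 29.7% of genes listed at 0 and the other *N. leucoloma* heads 49.0% to 56.6%.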

For *N*. *leucoloma*, a clearer pattern was visualized wherein HD, DTX, and IM genes all had higher expression intensities in head tissue from legume-feeding weevils, but all three gene classes had higher expression intensities in abdominal tissue from other-feeding weevils (Fig 2i and S1ia Fig).

**Fig 2:**
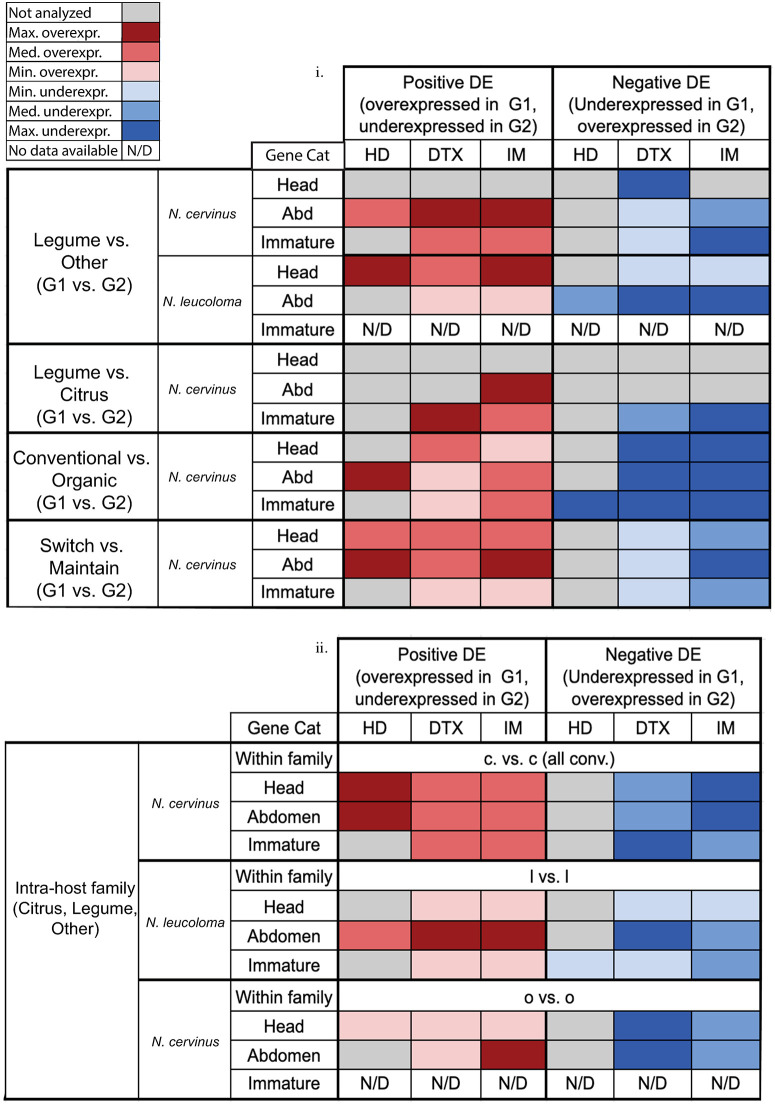
Composite heatmap showing expression intensity of significantly up- and downregulated genes in three gene categories including all available tissue types for weevils feeding on different host plants or in different experimental conditions. Results are displayed by prediction, species and tissue for each gene category (host detection (HD), host detoxification (DTX) and immune defense (IM)) and each direction of expression compiled from individual heatmaps (S1 Fig). (i) contrasts when feeding on different plant families, farming methods and experimental conditions (S2ia–S2id Fig), (ii) feeding within the same host plant family: Citrus (Rutaceae: Citrinae) (c vs. c); Legume (Fabaceae) (l vs. l); and Other (Asteraceae) (o vs. o) (S2ii Fig). Shades of red indicate relative levels of upregulation in Group 1 while shades of blue indicate relative levels of upregulation in Group 2.

#### Citrus host plants elicit similar numbers of herbivore DEGs relative to legumes, with interesting patterns in pre-feeding immatures

Very few HD and IM genes made the cutoff criteria in these comparisons, and the number of upregulated genes is not significantly different between host plants. 

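The Legume vs. Citrus contrasts of *N. cervinus* set kudzu against citrus in heads and in abdomens (2 libraries against 4) and in immatures (1 against 4). The kudzu libraries are those of For67 and Post70. By S1 Table these localities lie in the southeast of the USA and all citrus localities on its west coast. Host and region can therefore not be told apart in these contrasts. The citrus libraries come from organic oranges, conventional oranges, pummelo and rough lemon, and the rough lemon weevils are the ones switched to sweet potato by S1 Table. The citrus heads had 19832481 to 26854258 reads mapped (median 23311537) and the citrus abdomens 21917658 to 31216916 (median 23662017), against 13006476 and 58766318 in the kudzu heads and 7817463 and 55429134 in the kudzu abdomens. The citrus immatures had 13106290 to 22697900 (median 19521561) and the kudzu immature 17334231. The citrus adults and all immatures share a set of tables of their own, which lists 54366 genes where the tables of the other adult contrasts list 36469 and 39482. In adults the set of tables goes with the host, so these cannot be told apart either. The values of each library are equal in every table that holds it, over 171 columns compared. A ribosomal protein L22 transcript (TRINITY_DN133997_c0_g2) was at 47.2 FPKM or more in all 20 libraries of that set and was listed at 0 in 17 of the 22 others. The 2 other transcripts followed (TRINITY_DN137833_c0_g1 and TRINITY_DN133997_c0_g1) were listed at 0 in none of the 22. No transcript was at 0 in every library of one side and at 10 FPKM or more in every library of the other, in either direction.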

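Odorant-binding, chemosensory and gustatory transcripts made 145 DEGs higher on kudzu and 78 higher on citrus, and kudzu had the larger number in 5 of 9 pairs of contrast and functional gene group (exact two-sided permutation test on the signed ranks, p = 0.441). Serine proteases, serpins and immune response genes made 319 higher on kudzu and 156 higher on citrus, with kudzu larger in 6 of 9 pairs (exact permutation p = 0.0977). The HD numbers were 137 and 70 and the IM numbers 306 and 134 among genes above 0 in both groups (exact permutation p = 0.441 and 0.0742). In libraries scaled by their median ratio, chosen after the data had been seen, more were higher on citrus, with 98 and 105 for HD, where the signed ranks turned too (exact permutation p = 0.672), and 186 and 202 for IM (0.82). In heads heat shock 70 protein (TRINITY_DN145101_c2_g1), a chaperone, rose on kudzu from 0, 0.839, 1.28 and 0.896 FPKM to 116 and 309 (log2 fold change 6.82 (standard error 0.61, adjusted p = 0.00763)). Carbonic anhydrase (TRINITY_DN143782_c1_g3) was listed at 0 on kudzu and was at 467, 321, 243 and 275 FPKM on citrus (adjusted p = 0.00107), and Tribbles-like protein 2 (TRINITY_DN93606_c0_g2) was listed at 0 and at 417, 192, 335 and 198 (adjusted p = 0.00151). An NADP alcohol dehydrogenase (TRINITY_DN142237_c4_g5) was listed at 0 on kudzu and was at 67.1, 79.7, 35.8 and 44.1 FPKM on citrus (adjusted p = 0.00657). In limma 50 genes rose and 32 fell of 31529 in heads. Neither an HD gene nor an IM gene was called over all genes, and adjusted over the list alone 1 HD gene rose. Without the KerOne citrus head 13 genes were called, and without the Post70 kudzu head 1780. The paper proposes, from the intensities seen in immatures from both hosts, that the offspring of legume-fed and citrus-fed weevils differ in which DTX and IM genes they express.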

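Cytochrome P450s made 267 DEGs higher on kudzu and 153 higher on citrus. ABC transporters, which pump toxins out of cells, made 132 and 39, UDP-glycosyltransferases 120 and 53, glutathione S-transferases 47 and 39, glutathione peroxidases 7 and 4, and carboxylesterases 7 and 0. In total 580 DTX DEGs were higher on kudzu and 288 higher on citrus, and kudzu had the larger number in 13 of 17 pairs (two-sided permutation test on the signed ranks, p = 0.0847). They were 523 and 227 among genes above 0 in both groups (permutation p = 0.0557), and 388 and 397 in libraries scaled by their median ratio (permutation p = 0.789). All DEGs together were 23237 higher on kudzu and 2720 higher on citrus in heads, 23372 and 3465 in abdomens, and 3854 and 11909 in immatures. Of DEGs in the 12 functional gene groups 84.8% were higher on kudzu in heads, 67.1% in abdomens and 29.8% in immatures, and of all other DEGs 89.6%, 87.5% and 24.3%.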

A larger number of DTX genes made the cut-off criteria but neither the aggregate data, nor the data analyzed by gene, yielded significant differences between host plants (Fig 1ii). Despite the non-significant effects of host plant in all gene categories, we found that the differences in the numbers of upregulated DTX genes between host plants was significantly impacted by the different functional groups within that category (with a significant Host:Functional Gene Group interaction). 

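Among detoxification groups in abdomens, the 242 cytochrome P450s had a median log2 fold change of -0.08 between kudzu (n = 2) and citrus (n = 4), where all genes had 0.24 (adjusted p = 0.0448 from camera, adjusted p = 1 with an estimated correlation). The 48 glutathione S-transferases had 0.05 (adjusted p = 0.322), the 106 UDP-glycosyltransferases 0.06 (adjusted p = 0.521) and the 95 ABC transporters 0.37 (adjusted p = 0.633). In heads the 229 cytochrome P450s had 0.41 and the 81 ABC transporters 0.63, where all genes had 0.48 (adjusted p = 0.555 and 0.769). In immatures the 154 cytochrome P450s had -0.33 and the 38 glutathione S-transferases -0.22, where all genes had -0.32 (adjusted p = 0.961 and 0.792). Among 499 DTX genes tested in abdomens with limma 0 rose and 1 fell, glutathione S-transferase 1 (TRINITY_DN138026_c0_g2), which was listed at 0 in both kudzu libraries and was at 101, 29.4, 107 and 89.3 FPKM on citrus (adjusted p = 0.0258).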

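Kudzu heads of *N. cervinus* had 71 HD, 321 DTX and 164 IM DEGs higher and 14, 54 and 32 lower than citrus heads. In abdomens 58, 216 and 116 were higher on kudzu and 27, 103 and 61 higher on citrus. Immatures had 16, 43 and 39 higher on kudzu and 37, 131 and 63 higher on citrus. A limma test of whether the difference between kudzu and citrus changed between head and abdomen called 13 of 45147 genes, the lowest adjusted p = 0.00584. With the pool that gave both tissues as a block, added after the data had been seen, it called 0 in limma (3588 at an unadjusted p under 0.05, lowest adjusted p = 0.174). Serine protease inhibitor 3/4 (TRINITY_DN141669_c1_g1) and a transcript named NB-ARC domain disease resistance protein (TRINITY_DN107102_c0_g3) were among the 13, with adjusted p of 0.186 and 0.19 in the paired fit.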

Again, there was no discernible effect of sampled tissue type, as evidenced by a non-significant Host:Tissue interaction (Table 1). Interestingly, the interaction of tissue effects and functional gene group effects on the DEG differences between host plants was significant for the expression of HD genes, but not for DTX genes in *N*. *cervinus*.

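In heads 59 odorant-binding proteins and odorant receptors, 5 chemosensory proteins and 7 gustatory receptors were DEGs higher on kudzu, and 14, 0 and 0 were higher on citrus. In abdomens the numbers were 49, 6 and 3 on kudzu and 18, 7 and 2 on citrus. In immatures 13, 2 and 1 were higher on kudzu and 28, 6 and 3 on citrus. The 105 odorant-binding proteins and odorant receptors tested had a median log2 fold change of 0.46 in heads (adjusted p = 0.812 from camera) and the 81 tested in abdomens 0.25 (adjusted p = 0.643). A single gustatory receptor fell in abdomens when adjusted over the list alone, of 10 tested.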

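Heat shock proteins had a median log2 fold change of -2.07 over 63 genes between the immature from kudzu-fed parents (n = 1) and the 4 from citrus-fed parents, where all genes had -0.32 (adjusted p = 1.35e-16 from camera, adjusted p = 0.783 with an estimated correlation). Genes of muscle had a median of 0.77 over 85 genes (adjusted p = 9.17e-15, adjusted p = 0.216 with an estimated correlation). Among IM genes the 35 serpins had 0.10 (adjusted p = 0.0157, adjusted p = 1 with an estimated correlation). Of the DTX DEGs those higher in the kudzu immature had a median weighted log2 fold change of 1.93 and those higher on citrus 1.93. For IM DEGs the medians were 1.71 and 2.08, and for HD DEGs 2.45 and 2.17. By functional gene group 17 cytochrome P450s, 20 serine proteases and 11 immune response genes were higher in the kudzu immature, and 70, 26 and 26 in the citrus immatures. The spread among kudzu immatures is unknown, since 1 library was made, and these p take it to vary as the citrus ones do.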

Heatmaps revealed that the weighted median expression intensity of DTX and IM genes in immature tissue with legume-feeding as well as citrus-feeding parents was quite high (Fig 2i and S1ii Fig), indicating that both host conditions elicited differential expression in a similar number of genes of different identities. 

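In abdomens serine protease inhibitor 3/4 (TRINITY_DN141669_c1_g1) was at 68.7 and 215 FPKM in the kudzu libraries (n = 2) and listed at 0 in the 4 citrus libraries (adjusted p = 0.0259). MOG interacting and ectopic P-granules protein 1 (TRINITY_DN137835_c1_g1) rose on kudzu from 1.87, 2.11, 2.02 and 1.76 FPKM to 102 and 88.5 (log2 fold change 5.03 (standard error 0.64, adjusted p = 0.037)). Endo-beta-1,4-glucanase (TRINITY_DN141546_c1_g1), which digests cellulose, was listed at 0 on kudzu and was at 364, 164, 277 and 59.2 FPKM on citrus (adjusted p = 0.0178). Cathepsin B-like cysteine protease form 1 (TRINITY_DN138546_c4_g1) was listed at 0 and at 149, 51.2, 166 and 42.3 FPKM (adjusted p = 0.0259). Heat shock proteins had a median log2 fold change of 1.5 over 82 genes (adjusted p = 1.47e-13 from camera, adjusted p = 0.216 with an estimated correlation). The 135 serine proteases had -0.04, where all genes had 0.24 (adjusted p = 0.0191, adjusted p = 1 with an estimated correlation). Of 248 IM genes 1 rose and 0 fell in limma (2 and 0 adjusted over the list alone), and of all 34360 genes 8 rose and 20 fell. Without the For67 kudzu abdomen 10534 genes were called, without the Post70 one 6825, and without the KerOne citrus abdomen 6. The IM DEGs higher on kudzu had a median weighted log2 fold change of 2.31 and those higher on citrus 2.35, against 2.01 and 2.16 in heads.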

There was also strong expression of IM genes in abdominal tissues of legume-feeding adults (Fig 2i).

#### Organically raised host plants elicit higher numbers of some herbivore host detection and detoxification genes relative to conventionally raised hosts

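Weevils of *N. cervinus* from conventionally and organically grown orange trees gave 1 library per group in each of 3 tissues. Adults on conventional oranges came from TulTwo (19832481 reads mapped in the head and 23501370 in the abdomen) and on organic oranges from KerOne (24487282 and 31216916). The immatures came from TulOneTwo (13106290) and KerTwo (19732458). Each difference between cultivation methods is therefore also a difference between localities, and the cultivation method and the locality cannot be told apart. Fold changes are conventional over organic, and all genes had a median log2 fold change of 0.10 in heads, 0.08 in abdomens and -0.77 in immatures.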

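Odorant-binding proteins and odorant receptors made 133 DEGs higher on organic oranges and 44 higher on conventional oranges. Chemosensory proteins, small carriers of odorants and pheromones, made 27 and 6, and gustatory receptors 14 and 5. In total 174 HD DEGs were higher on organic oranges and 55 on conventional oranges. Organic oranges had the larger number in 7 of 8 pairs of tissue and functional gene group (exact two-sided permutation test on the signed ranks, p = 0.0234, where 0.00781 is the smallest possible). Without the weight on expression the exact permutation p was 0.0703, and with 1 pair per contrast it was 0.25, the smallest 3 contrasts allow. Of genes above 0 in both groups 153 HD DEGs were higher on organic and 44 on conventional oranges (exact permutation p = 0.0234). By tissue the organic and conventional numbers were 60 and 19 in heads, 37 and 31 in abdomens and 77 and 5 in immatures. Of DEGs in the 12 functional gene groups 40.0% were higher on conventional oranges in heads, 28.1% in abdomens and 10.7% in immatures, and of all other DEGs 59.5%, 52.3% and 14.5%. The paper proposes that organically raised hosts challenge weevils more, and the authors recognise the limits of their sample size.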

As expected, there was a significantly higher number of HD-related olfaction and chemosensory genes upregulated in weevils feeding on organically cultivated host plants (Table 1 and Fig 1iii). 

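Cytochrome P450s made 285 DEGs higher on organic oranges and 95 higher on conventional oranges, glutathione peroxidases 9 and 0, and glutathione S-transferases, which couple toxins to glutathione, 69 and 16. UDP-glycosyltransferases made 128 and 41, ABC transporters 70 and 48 and carboxylesterases 1 and 1. In total 562 DTX DEGs were higher on organic and 201 on conventional oranges, with organic larger in 14 of 17 pairs (two-sided permutation test on the signed ranks, p = 0.00498), and among genes above 0 in both groups 481 and 141 were (permutation p = 0.0028). Percentiles follow, and over all contrasts of 1 library against 1, 145 of 340 functional gene groups lay outside the central 95% of random lists. In abdomens the 216 cytochrome P450s had a median log2 fold change of -0.62 (percentile 0 of random lists), the 43 glutathione S-transferases -0.76 (percentile 0) and the 94 UDP-glycosyltransferases -0.70 (percentile 0). In immatures the 160 cytochrome P450s had -0.95 (percentile 0.18) and the 39 glutathione S-transferases -0.88 (percentile 17.6). A glutathione peroxidase (TRINITY_DN139171_c1_g2), which removes peroxides, was at 1406 FPKM on conventional and 2042 on organic oranges in heads, 289.5 against 523 in abdomens and 218 against 660.3 in immatures. With 1 pair per contrast the exact permutation p was 0.5.

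**Figure D4:**
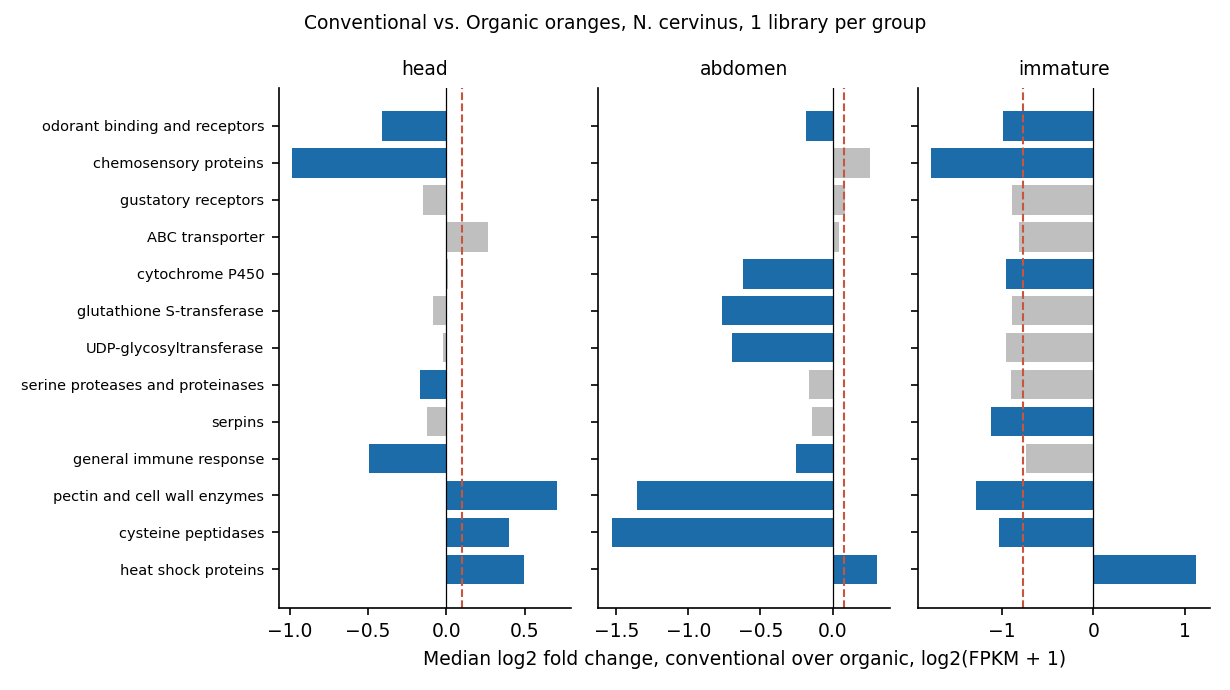
Median log2 fold change, conventional over organic oranges on log2(FPKM + 1), of 13 gene lists in *N. cervinus* head, abdomen and immature (1 library per group), with the median of all genes as a dashed line and bars outside the central 95% of 10000 matched random lists in blue. In abdomens the cytochrome P450s lie at -0.62 and the cysteine peptidases at -1.53.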

There was no significant difference between number of DTX genes when analyzed as an aggregate, but weevils feeding on organically grown oranges showed significantly larger numbers of upregulated genes in three specific DTX gene functional groups (*cytochrome p450*, *glutathione peroxidase* and *glutathione S-transferase*). Despite non-significant host effects on the number of upregulated genes in the IM gene category, there was a significant interaction in the Host:Functional group for all three gene categories (Table 1).

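Serine proteases and proteinases made 144 DEGs higher on organic oranges and 64 higher on conventional oranges, general immune response genes 91 and 24, and serpins 52 and 9. In total 287 IM DEGs were higher on organic and 97 on conventional oranges, with organic larger in 9 of 9 pairs (exact two-sided permutation test on the signed ranks, p = 0.00391, the smallest possible), and among genes above 0 in both groups 268 and 84 were, with the same p. With 1 pair per contrast the exact permutation p was 0.25. In heads a defensin (TRINITY_DN133364_c0_g2) was at 10.1 FPKM on conventional and 354 on organic oranges, and prophenoloxidase activating enzyme-I (TRINITY_DN142381_c0_g3), of the pathway that makes melanin, at 357 against 703. Trypsin (TRINITY_DN140892_c0_g2), a digestive protease, was at 3793 against 107 FPKM in abdomens, and a lysozyme (TRINITY_DN126789_c0_g1), which breaks bacterial cell walls, at 306 against 902 in immatures. The 66 immune response genes had a median log2 fold change of -0.50 in heads (percentile 0 of random lists) and -0.26 over 63 in abdomens (percentile 1.55).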

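In immatures chemosensory protein 6 (TRINITY_DN92472_c0_g1) was at 2595 FPKM from parents on conventional oranges and 10280.1 from parents on organic oranges, and odorant-binding protein 7 (TRINITY_DN138895_c1_g1) at 18434 against 33594. In heads odorant-binding protein 7 was at 12881 against 21917 FPKM and chemosensory protein 10 (TRINITY_DN134112_c0_g1) at 1014 against 1507. In abdomens odorant-binding protein 28 (TRINITY_DN133885_c0_g1) was at 683 against 1630.3 FPKM. The 12 chemosensory proteins had a median log2 fold change of -1.77 in immatures (percentile 0 of random lists) and -0.98 over 13 in heads (percentile 0), and 0.26 in abdomens (percentile 93.8). The odorant-binding proteins and odorant receptors had -0.98 in immatures (percentile 1.48), -0.41 in heads (percentile 0) and -0.18 in abdomens (percentile 2.2). HD DEGs had a median weighted log2 fold change of 2.24 for those higher on organic and 1.94 for those higher on conventional oranges in immatures, 1.98 and 2.09 in abdomens and 2.20 and 2.42 in heads.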

Heatmaps revealed a high intensity of expression for HD genes in immature tissue from larvae produced by weevils feeding on organically raised oranges, as well as in abdominal tissue from weevils feeding on conventional oranges (Fig 2i and S1ic Fig). 

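In abdomens cytochrome P450 CYP6DJ1 (TRINITY_DN144289_c0_g2) was at 31.6 FPKM on conventional and 848 on organic oranges, and another cytochrome P450 (TRINITY_DN84155_c0_g1) at 5.15 against 373. A glutathione S-transferase (TRINITY_DN144008_c0_g1) was at 597 against 1228 FPKM and a UDP-glucuronosyltransferase (TRINITY_DN144052_c2_g2) at 47.9 against 164. In immatures cytochrome P450 CYP9z18 (TRINITY_DN138485_c0_g1) was at 23.2 against 208 FPKM and glutathione S-transferase 1 (TRINITY_DN132411_c0_g1) at 65.4 against 214. In heads glutathione S-transferase 1 (TRINITY_DN138531_c2_g1) was at 211 against 851 FPKM. The DTX DEGs numbered 114 higher on conventional and 111 higher on organic oranges in heads, 64 and 214 in abdomens, and 23 and 237 in immatures. Their median weighted log2 fold change was 1.85 and 1.86 in heads, 1.73 and 2.40 in abdomens, and 1.78 and 2.5 in immatures. In heads 24 ABC transporters were higher on conventional and 7 on organic oranges, and in immatures 3 and 47.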

DTX genes had a higher median expression intensity in organically-feeding weevils compared to conventionally-feeding weevils in abdominal and immature tissues, although this did not hold true for all tissues; higher expression intensity was detected in head tissue of conventionally-feeding weevils.

#### Within host plant family contrasts revealed stronger detoxification response in weevils feeding on different legumes

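The within-family contrasts are 15 among citrus hosts (Rutaceae, 5 each in heads, abdomens and immatures of *N. cervinus*), 4 between kudzu and soybean (Fabaceae, all in *N. leucoloma*) and 2 between Baccharis and aster (Asteraceae, heads and abdomens of *N. cervinus*). The Rutaceae contrasts set 1 library against 1, from conventional oranges, organic oranges, pummelo and rough lemon, with 13106290 to 31216916 reads mapped, and the rough lemon weevils are those switched to sweet potato. The Fabaceae contrasts use the Post70 kudzu libraries (14237533 reads mapped in the head, 10277422 in the abdomen and 11259889 in the immature) and soybean libraries of Eli80, Sol82 and Fair74, with 11262739 to 46026536. The Fair74 abdomen had 82.8% of genes listed at 0. The Asteraceae contrasts set 3 Baccharis libraries against 2 aster libraries in S2 Table, and 3 against 1 as deposited, without the Oleary72 head and without the Byr68 abdomen. The aster side of the abdomen contrast as deposited is thus Oleary72 alone, for which S1 Table gives kudzu as the host. The Baccharis localities lie in the native range and the aster localities in the introduced range. Baccharis libraries had 13921545 to 23323202 reads mapped, and aster libraries 9238910 in the Byr68 head, 3.61% of 6666371 in the Oleary72 head, and 9255163 and 4625134 in abdomens. Numbers of DEGs count both directions. Families were compared with a permutation test on the Kruskal-Wallis statistic that moves family labels over whole contrasts.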

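Contrasts within Fabaceae had a mean of 95.2 HD DEGs each, those within Asteraceae 75.5 and those within Rutaceae 70.1 (permutation p = 0.0482 over 21 contrasts). For IM genes the means were 230.2, 171 and 135.6 (permutation p = 0.00725). Odorant-binding proteins and odorant receptors made 182 DEGs higher on kudzu and 127 higher on soybean. Immune response genes made 116 and 165, serine proteases 247 and 218, and serpins 87 and 88. Transcripts outside the 12 functional gene groups made a mean of 22937 DEGs per contrast within Fabaceae, 21941.5 within Asteraceae and 16893 within Rutaceae. Among genes above 0 in both groups the order turned for HD and for IM (permutation p = 0.253 and 0.636). In libraries scaled by their median ratio the permutation p was 0.0553 for HD and 0.0134 for IM. With 1 contrast per tissue it was 0.299 for HD and 0.0926 for IM. The paper reasons that the legume contrasts, with their large numbers, fit the pattern of a generalist, and states that the contrasts involve 2 species, so that differences may come from the biology of each.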

Quantities of both HD and IM genes were not significantly different in contrasts within each host plant family (citrus, legumes, and asters), although there was a slightly higher number of both IM and HD genes upregulated in intra-legume comparisons (Fig 1iv). 

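Contrasts within Asteraceae had a mean of 332.5 DTX DEGs each, those within Fabaceae 312 and those within Rutaceae 256 (permutation p = 0.0672 over 2, 4 and 15 contrasts). Within Fabaceae cytochrome P450s made 316 DEGs higher on kudzu and 198 higher on soybean, and ABC transporters 226 and 59. Within Asteraceae cytochrome P450s made 274 higher on Baccharis and 76 higher on aster. Asking for a weighted log2 fold change of at least 2 turned the order of families (permutation p = 0.00152) so that Fabaceae had the highest mean, as did a difference over 5 FPKM (permutation p = 9.9e-04). Among genes above 0 in both groups the means were 187.5 within Asteraceae, 122.75 within Fabaceae and 208.27 within Rutaceae (permutation p = 0.19). In libraries scaled by their median ratio they were 334, 306.75 and 246.33 in that order (permutation p = 0.0313). Leaving out the contrasts that S2 Table lists with Oleary72 leaves none within Asteraceae, though the head contrast as deposited already lacks its library. Fabaceae against Rutaceae alone gave a permutation p of 0.0295. Without transcripts named after plants, microsporidia, fungi or Wolbachia the Fabaceae mean was 1.13 times that of Rutaceae, and 1.22 times with them.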

When all DTX genes were considered in the aggregate, comparisons done between weevils feeding on different legume hosts had a significantly higher number of differentially expressed DTX genes. This also holds true when DTX genes are considered separately (Fig 1iv). 

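By functional gene group and tissue, Fabaceae heads had 143 cytochrome P450s higher on kudzu and 142 higher on soybean, 132 and 38 ABC transporters, 73 and 65 UDP-glycosyltransferases and 45 and 40 glutathione S-transferases. Abdomens had 128 and 2 cytochrome P450s, 67 and 7 ABC transporters, 61 and 0 UDP-glycosyltransferases and 34 and 2 glutathione S-transferases. Immatures had 45 and 54, 27 and 14, 22 and 29, and 16 and 16 in that order. Within Asteraceae heads 109 cytochrome P450s were higher on Baccharis and 54 on aster, and in abdomens 165 and 22. UDP-glycosyltransferases numbered 22 and 34 in heads and 56 and 9 in abdomens.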

While the interaction of Host:Tissue was not significant for HD or IM genes, there was a significant interaction between tissue and host, and between tissue and functional gene group for DTX genes, suggesting that gene expression was influenced by the sampled tissue type for this class of genes (Table 1).

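DTX DEGs within Fabaceae numbered 411 higher on kudzu and 296 higher on soybean in heads, 299 and 11 in abdomens, and 113 and 118 in immatures. Within Asteraceae 177 were higher on Baccharis and 128 on aster in heads, and 294 and 66 in abdomens. Within Rutaceae the first-named host had 862 and the second 459 in heads, 700 and 820 in abdomens, and 453 and 546 in immatures. In abdomens the 222 cytochrome P450s had a median log2 fold change of 2.34 between Baccharis (n = 3) and aster (n = 2), where all genes had 1.28 (adjusted p = 2.92e-06 from camera, adjusted p = 1 with an estimated correlation). Adjusted over the list alone 72 of 444 DTX genes rose on Baccharis and 0 fell, 63 of them cytochrome P450s. In heads 0 of the DTX genes were called by limma, also over the list alone. A limma test of whether the difference changed between head and abdomen called 0 of 38174 genes, with 2016 at an unadjusted p under 0.05 (0 and 1793 with the pool of weevils as a block). The Byr68 aster abdomen had 87.3% and the Oleary72 aster head 96.9% of genes listed at 0.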

Heatmaps demonstrated that different host plant families required different degrees of species-specific attenuation for weevils, even if the hosts belong to the same group. 

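In *N. leucoloma* heads an antimicrobial peptide (TRINITY_DN189524_c0_g1) was at 165 FPKM on kudzu (Post70) and 65217 on soybean (Fair74). Serpin I/II (TRINITY_DN187937_c0_g1) was at 796 against 16992 FPKM, the serine protease easter-like (TRINITY_DN184869_c0_g1) at 71.5 against 5461 and a cytochrome P450 (TRINITY_DN191851_c0_g3) at 171 against 10812. Odorant-binding protein 3 (TRINITY_DN187715_c0_g4) was listed at 0 on kudzu and was at 226449.9 FPKM on soybean. The 93 immune response genes had a median log2 fold change of -5.56 (percentile 0 of random lists), the 60 serpins -3.85 (percentile 0) and the 156 serine proteases -3.09 (percentile 0), where all genes had 1.25. Against the other 2 soybean heads (Eli80 and Sol82) the 58 immune response genes had -0.55, where all genes had 0.81 (adjusted p = 8.16e-04 from camera, adjusted p = 1 with an estimated correlation). In abdomens a glutathione peroxidase (TRINITY_DN193485_c0_g1) was at 186 against 16.3 FPKM and a glutathione S-transferase (TRINITY_DN194056_c0_g1) at 462 against 187, which turned to a log2 fold change of -1.34 when the libraries were scaled by their median ratio. All genes had a median of 3.85. Transcripts named viral polyproteins (TRINITY_DN195283_c3_g1 and TRINITY_DN195031_c0_g1) were at 91953 and 98875 FPKM in the soybean abdomen and 1.54 and 8.52 in the kudzu abdomen. In immatures a trypsin-like serine proteinase (TRINITY_DN185962_c1_g2) was at 5.13 against 3578 FPKM and odorant-binding protein 7 (TRINITY_DN188859_c0_g3) at 22879 against 2709. The median weighted log2 fold change of head DEGs higher on kudzu was 3.98 for HD, 3.37 for DTX and 3.33 for IM, and of those higher on soybean 6.24, 4.86 and 7.34. In abdomens the medians were 6.89, 5.66 and 5.34, and 4.56, 11.30 and 3.15.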

For legume-legume comparisons, there was high expression intensity of DTX and IM genes but not of HD genes for adult tissues. 

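A defensin (TRINITY_DN133364_c0_g1) was at 3796 FPKM in the head that these contrasts count as rough lemon, from weevils switched to sweet potato, and at 55.0 in the head maintained on rough lemon, which they leave out. It was at 167 in the pummelo head, 324 in the organic orange head and 52.7 in the conventional orange head. Immune response genes had a median log2 fold change of -1.01 between pummelo and rough lemon, -1.06 between conventional orange and rough lemon and -0.80 between organic orange and rough lemon heads (switched), each at percentile 0 of random lists. An odorant-binding protein (TRINITY_DN136390_c0_g1) was at 3439 FPKM in the conventional orange head, 21922 in the switched rough lemon head and 4661 in the maintained one. In abdomens another odorant-binding protein (TRINITY_DN136151_c0_g1) was at 48.7 FPKM on organic oranges, 44.0 on conventional oranges and 5364 on pummelo. Chemosensory protein 2 (TRINITY_DN133902_c0_g1) was at 1428 FPKM on organic oranges and 381 on rough lemon. Chemosensory proteins had a median of 1.70 between those abdomens (percentile 99.99) and 1.15 between conventional orange and rough lemon abdomens (percentile 100). In immatures cytochrome P450s had -0.91 and chemosensory proteins -1.40 between conventional orange and pummelo (percentiles 0.04 and 0.06). The median weighted log2 fold change of DEGs higher on the first-named host was 2.57 for HD, 2.31 for DTX and 2.51 for IM in heads, 2.54, 2.29 and 2.09 in abdomens, and 1.97, 1.84 and 1.96 in immatures. For DEGs higher on the second host the medians were 2.41, 2.05 and 2.39 in heads, 2.93, 2.20 and 2.22 in abdomens, and 2.34, 2.19 and 2.05 in immatures.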

For citrus-citrus comparisons, there were marked differences for expression intensity in HD and IM gene groups in both adult tissues, and in DTX genes only in immature tissues. For other-other (aster-aster) comparisons, there were strong expression intensity differences in IM and DTX genes in adult tissues (Fig 2ii and S1ii Fig).

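In abdomens 63 of 222 cytochrome P450s rose on Baccharis over aster and 0 fell when adjusted over the list alone, and 8 of 112 serine proteases, 2 of 34 serpins and 1 of 67 immune response genes rose. Over all 30834 genes limma called 1, the cytochrome b transcript TRINITY_DN127181_c1_g2. This transcript was at 15009.9 FPKM or more in all 10 native-range adult libraries and listed at 0 in 30 of 32 introduced-range libraries. Baccharis comes from the native range and aster from the introduced range, so changes between them go with range as well as with host. The mitochondrial genes NADH dehydrogenase subunit 4L (TRINITY_DN98513_c0_g2), cytochrome c oxidase subunit 2 (TRINITY_DN74917_c0_g1) and cytochrome c oxidase subunit 3 (TRINITY_DN136599_c1_g1) rose in heads, with log2 fold changes of 3.17 (standard error 0.33), 2.03 (0.21) and 1.40 (0.14), at adjusted p = 0.0408, 0.0407 and 0.0392 from limma with 3 Baccharis and 2 aster libraries. In all 6 genes rose and 0 fell of 26088 in heads, none of them in the 12 functional gene groups. All genes had a median log2 fold change of 1.30 in heads and 1.28 in abdomens. Without the Oleary72 aster head 7 genes were called, 1 of them among the 6, and the 3 mitochondrial genes named had adjusted p of 0.153, 0.221 and 0.238 in limma. Without the Byr68 aster head 9144 genes were called and without the Tala81 Baccharis head 0, and without the Tala81 abdomen 8002 and without the Otta78 abdomen 0. Head DEGs had a median weighted log2 fold change of 3.13 for IM genes higher on Baccharis and 2.46 for those higher on aster, 2.61 and 2.46 for DTX, and 2.80 and 2.74 for HD. In abdomens it was 4.97 and 2.35 for IM, 3.58 and 2.84 for DTX, and 3.05 and 2.99 for HD. Higher on Baccharis were 32 immune response genes in heads and 44 in abdomens, against 17 and 12 on aster.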

#### Switching host plants increases herbivore expression of host detection and detoxification genes in adults and pre-feeding immatures

The number of upregulated genes between weevils in the natal versus novel host plants was not significantly different for HD genes (Fig 1v). 

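The Switch vs. Maintain contrasts of *N. cervinus* set weevils moved to sweet potato against weevils kept on their natal host. Those of Quin71 came from Paulownia (1 head and 1 abdomen per condition) and those of TulThree from rough lemon (1 head, 1 abdomen and 1 immature per condition). The Quin71 libraries had 10880968 and 13939995 reads mapped in the switched head and abdomen and 12334230 and 12159820 in the maintained ones. The TulThree libraries had 26854258 and 21917658 in the switched and 22423932 and 22911466 in the maintained head and abdomen, and 19310664 and 19785491 in the switched and maintained immatures. Fold changes are switched over maintained, as the titles of the libraries give the conditions. A transcript named cytochrome b (TRINITY_DN127181_c1_g2), chosen after its values were seen, was at 133138 and 22992 FPKM in the maintained Quin71 head and abdomen and listed at 0 in both switched ones. Among the other localities it was found only in the 10 adult libraries of the native range. The Quin71 libraries compared thus differ in this transcript as well as in host. Single genes were tested in heads and in abdomens over both localities (2 libraries against 2). Pairs of a locality can be fitted as a block, and the correlation of a locality's 2 libraries around the condition means was 0.25 in heads and 0.23 in abdomens.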

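Odorant-binding proteins and odorant receptors made 196 DEGs higher in maintained weevils and 62 higher in switched weevils, chemosensory proteins 27 and 10, and gustatory receptors 16 and 10. In total 239 HD DEGs were higher in maintained and 82 in switched weevils, and maintained weevils had the larger number in 13 of 15 pairs of contrast and functional gene group (two-sided permutation test on the signed ranks, p = 0.00188). With 1 pair per contrast the exact permutation p was 0.0625, the smallest 5 contrasts allow, and with 1 contrast per tissue it was 0.0586. Without the Quin71 contrasts 142 HD DEGs were higher in maintained and 47 in switched weevils (exact permutation p = 0.00781). Over all 5 contrasts these were 201 and 69 among genes above 0 in both groups (permutation p = 0.0016). Of 86 HD genes tested in abdomens with limma 0 were called, and in heads 0 were called with 3 at an unadjusted p under 0.05. The paper proposes that detoxification genes are a first line of short-term defense on a new host.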

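In abdomens a glutathione S-transferase (TRINITY_DN145710_c0_g1) was listed at 0 in both switched libraries (n = 2) and was at 953 and 78.9 FPKM in the maintained libraries (n = 2), adjusted p = 0.00182. Glutathione S-transferase epsilon (TRINITY_DN141787_c0_g2) fell from 1086 and 98.9 FPKM in maintained to 1.76 and 4.36 in switched weevils (log2 fold change -6.42 (standard error 1.27, adjusted p = 0.00976)). A UDP-glucuronosyltransferase (TRINITY_DN144052_c2_g1) fell from 424 and 22.5 to 1.59 and 0.367 FPKM (log2 fold change -5.73 (standard error 1.34, adjusted p = 0.0319)), and a neighbour of the same component (TRINITY_DN144052_c2_g2) from 911 and 194 to 1.76 and 32.2 (log2 fold change -5.46 (standard error 1.29, adjusted p = 0.0339)). Of 459 DTX genes tested 0 rose and 4 fell (0 and 7 adjusted over the list alone). With locality as a block, and with the other pseudocount, 0 genes were called in abdomens. By the DEG rule 971 DTX genes were higher in maintained weevils and 375 in switched weevils, and maintained had the larger number in 21 of 26 pairs (two-sided permutation test on the signed ranks, p = 3e-05). Of genes above 0 in both groups 781 and 293 were (permutation p = 2e-05).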

When the number of upregulated DTX genes between the two conditions was analyzed as an aggregate (comparing the total number of DE genes in each treatment rather than the distribution of DE genes in each of the six detoxification genes as shown in Fig 1v), there were higher numbers of DTX genes upregulated in the switch condition (*p<*0.01). Additionally, some of the DTX genes showed significantly higher numbers of upregulated genes in the switch condition, such as *ABC transporters*, *cytochrome P450s*, and *glutathione S-transferases* (*p<*0.05 for each gene labelled as + in Fig 1v). 

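Cytochrome P450s made 172 DEGs higher in switched weevils and 502 higher in maintained weevils, ABC transporters 103 and 148, and glutathione S-transferases 37 and 114. UDP-glycosyltransferases made 56 and 197, glutathione peroxidases 4 and 7 and carboxylesterases 3 and 3. Without the Quin71 contrasts 281 DTX DEGs were higher in switched and 456 in maintained weevils (permutation p = 0.00171). In the Quin71 abdomens the 205 cytochrome P450s had a median log2 fold change of -2.27 (percentile 0 of random lists), the 88 UDP-glycosyltransferases -1.87 (percentile 0) and the 44 glutathione S-transferases -1.67 (percentile 0), where all genes had -0.02. In the TulThree abdomens the 231 cytochrome P450s had -0.07 (percentile 58.5) and the 91 UDP-glycosyltransferases -0.45 (percentile 0.1). In Quin71 heads cytochrome P450s had -1.35 and glutathione S-transferases -1.46 (percentiles 0 and 0), where all genes had -0.44. An ABC transporter of subfamily F (TRINITY_DN144750_c0_g1) was at 66.1 against 376 FPKM in switched and maintained Quin71 heads.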

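In abdomens a trypsin-like serine proteinase (TRINITY_DN132641_c0_g1) fell from 46.1 and 1115 FPKM in maintained (n = 2) to 0 and 2.65 in switched weevils (n = 2), log2 fold change -6.91 (standard error 1.35, adjusted p = 0.00976). Another (TRINITY_DN124668_c0_g1) fell from 385 and 531 to 0.227 and 37.7 FPKM (log2 fold change -6.04 (standard error 1.33, adjusted p = 0.023)). Of 236 IM genes tested 0 rose and 5 fell, all of them serine proteases (0 and 24 adjusted over the list alone). A defensin (TRINITY_DN133364_c0_g1) differed by locality, at 144 against 2919.6 FPKM in switched and maintained abdomens of Quin71 and 649 against 52.7 in those of TulThree. By the DEG rule 405 IM genes were higher in maintained and 272 in switched weevils, with maintained larger in 10 of 15 pairs (two-sided permutation test on the signed ranks, p = 0.173), and of genes above 0 in both groups 349 and 247 were (permutation p = 0.285). With 1 contrast per tissue the exact permutation p was 0.00391. Immune response genes made 104 DEGs higher in switched and 135 in maintained weevils, serpins 50 and 53 and serine proteases 118 and 217.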

For IM genes, the number of upregulated genes was not significantly different between the two conditions (Fig 1v). There was no identifiable interaction of sampled tissue type for any of the three target gene categories, as evidenced by non-significant Host:Tissue and Tissue:Functional Gene Group interactions (Table 1).

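Switched heads had 42 HD, 145 DTX and 103 IM DEGs higher and maintained heads 124, 390 and 159. In abdomens 30, 182 and 154 were higher in switched and 67, 460 and 160 in maintained weevils, and in immatures 10, 48 and 15 against 48, 121 and 86. Of DEGs in the 12 functional gene groups 18.4% were higher in switched weevils in Quin71 heads, 20.1% in Quin71 abdomens, 42.0% in TulThree heads, 49.8% in TulThree abdomens and 22.3% in TulThree immatures, and of all other DEGs 38.6%, 49.3%, 29.3%, 48.6% and 25.4%. Cytochrome P450s made 70 and 202 in heads, 84 and 241 in abdomens and 18 and 59 in immatures, switched first. A limma test of whether the difference between conditions changed between head and abdomen called 0 of 41010 genes, with 1345 at an unadjusted p under 0.05 (0 and 2819 with the pool of weevils as a block).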

In the natal/novel heatmaps, red coloration indicates positive expression intensity for weevils in the switch condition, whereas blue coloration indicates positive expression intensity in the maintained condition. 

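In heads odorant-binding protein 7 (TRINITY_DN138895_c1_g1) was at 14334 FPKM in switched and 8333 in maintained weevils of Quin71, and chemosensory protein 10 (TRINITY_DN134112_c0_g1) at 1839 against 3264. In TulThree heads an odorant-binding protein (TRINITY_DN136390_c0_g1) was at 21922 against 4661 FPKM, chemosensory protein 10 at 612 against 1824 and gustatory receptor candidate 59 (TRINITY_DN124838_c0_g1) at 44.9 against 142. In abdomens odorant-binding protein C13 (TRINITY_DN131915_c0_g3) was at 857 against 1919.6 FPKM in Quin71. In immatures an odorant-binding protein (TRINITY_DN127654_c0_g1) was at 4036 against 17134 FPKM and chemosensory protein 6 (TRINITY_DN92472_c0_g1) at 8242 against 16754. The median weighted log2 fold change of HD DEGs was 2.82 for those higher in switched and 2.71 for those higher in maintained weevils in heads, 1.36 and 2.58 in abdomens, and 2.33 and 1.82 in immatures. The odorant-binding proteins and odorant receptors had a median log2 fold change of -1.04 in Quin71 heads (percentile 0 of random lists) and -0.49 in TulThree heads (percentile 3.31).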

HD genes showed upregulation in the switched weevils (Fig 2i and S1d Fig), suggesting that although the number of HD genes was not elevated in the switched weevils (Fig 1v), the expression intensity of those DEGs was elevated. DTX gene expression intensities were also different, with all three tissue types registering higher median expression intensities in the switched condition. 

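Cytochrome P450 CYP345B1 (TRINITY_DN143905_c0_g1) was at 11.8 FPKM in the switched and 894 in the maintained Quin71 head, and a UDP-glucuronosyltransferase (TRINITY_DN139579_c1_g1) at 1.55 against 131. In Quin71 abdomens cytochrome P450 CYP9z18 (TRINITY_DN142463_c1_g2) was at 66.3 against 641 FPKM and a glutathione S-transferase (TRINITY_DN138937_c6_g1) at 481 against 4296. In TulThree cytochrome P450 CYP4g55 (TRINITY_DN144206_c1_g3) was at 383 against 114 FPKM in switched and maintained heads and 319 against 85.6 in abdomens. A glutathione S-transferase (TRINITY_DN138937_c7_g1) was at 186 against 1010.4 FPKM in those heads and 543 against 1003 in the abdomens. In immatures cytochrome P450 CYP9z18 (TRINITY_DN138485_c0_g1) was at 182 against 378 FPKM and a sigma glutathione S-transferase (TRINITY_DN137625_c0_g1) at 118 against 222. DTX DEGs had a median weighted log2 fold change of 2.23 for those higher in switched and 2.19 for those higher in maintained heads, 1.91 and 2.62 in abdomens, and 1.96 and 1.80 in immatures.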

There were roughly equal levels of expression in IM genes for head and immature tissue between the switched vs. maintained weevils, indicating that similar numbers of different IM genes were expressed in both conditions at similar intensities. 

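In TulThree heads a defensin (TRINITY_DN133364_c0_g1) was at 3796 FPKM in the switched and 55.0 in the maintained library, and serine protease H2 (TRINITY_DN140284_c1_g1) at 570.5 against 265. In Quin71 heads another defensin (TRINITY_DN137389_c0_g2) was at 295 against 1003 FPKM and serine protease inhibitor 3/4 (TRINITY_DN144487_c3_g1) at 202 against 1201. In immatures defensins were at 2.22 against 95.3 FPKM (TRINITY_DN133364_c0_g2) and 121 against 310.5 (TRINITY_DN137389_c0_g2). The 71 immune response genes had a median log2 fold change of 0.67 in TulThree heads (percentile 100 of random lists), -1.0 over 73 in Quin71 heads (percentile 0.35) and -0.71 over 57 in immatures (percentile 0). The median weighted log2 fold change of IM DEGs was 2.49 for those higher in switched and 2.16 for those higher in maintained heads, 1.76 and 1.96 in immatures, and 2.05 and 3.81 in abdomens.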

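Cathepsin L 1 (TRINITY_DN140996_c0_g1), a digestive cysteine protease, fell in abdomens of switched weevils from 4983 and 2227 FPKM to 0 and 1.49 (2 libraries per condition, log2 fold change -11.04 (standard error 1.21, adjusted p = 2.14e-06)). The lysosomal GILT-like protein (TRINITY_DN135931_c1_g2) fell from 4862 and 11405 FPKM to 0.148 and 317 (log2 fold change -8.61 (standard error 1.57, adjusted p = 0.00642)). Lysosomal acid phosphatase (TRINITY_DN141779_c3_g1) rose from 13.2 and 0 FPKM to 124 and 162 (log2 fold change 5.24 (standard error 1.29, adjusted p = 0.0437)), and heat shock protein 68a (TRINITY_DN145101_c2_g5) was at 1152 and 4.39 FPKM in switched and listed at 0 in maintained weevils (adjusted p = 0.0466). Of enzymes that digest plant tissue, 37 of 109 cysteine peptidases and 32 of 118 pectin and cell wall enzymes were lower and 0 higher. Adjusted over the list alone 72 and 85 were lower and 0 and 3 higher. In limma 4 genes rose and 198 fell of 33303 in abdomens, against 0 of 27935 in heads with 1060 at an unadjusted p under 0.05. Leaving out a library in turn gave 23 to 696 genes, and 0 were called with locality as a replicate block, with libraries scaled by their median ratio, with the other pseudocount or with a shared spread.

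**Figure D5:**
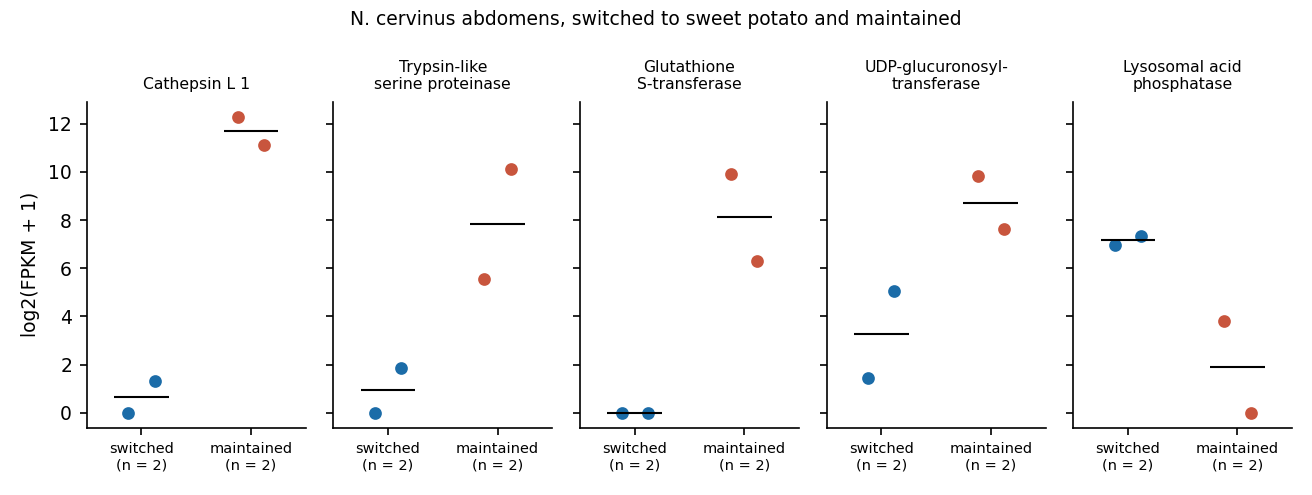
Expression as log2(FPKM + 1) of 5 genes in *N. cervinus* abdomens switched to sweet potato (n = 2) and maintained on the natal host (n = 2), 1 point per library with the mean as a line. The glutathione S-transferase is listed at 0 in both switched libraries, and cathepsin L 1 has a log2 fold change of -11.04.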

Abdominal tissue had a noticeably higher expression intensity than other tissue types in both the switch and maintain conditions (Fig 2i).

#### Common herbivore DEG patterns in the three targeted gene categories across different host plants and tissues

*Expected and unexpected tissue-specific expression patterns in the three targeted gene categories*. Expression of HD genes across weevil tissues presents a puzzling pattern. 

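More genes of smell and taste rose than fell in heads against abdomens of the same *N. cervinus* localities. Odorant-binding protein 13 (TRINITY_DN133781_c0_g1) had a median of 2537 FPKM in heads (range 146 to 24909) and 0.48 in abdomens (0 to 102), over 16 libraries each (log2 fold change 9.54 (standard error 0.68, adjusted p = 1.05e-13)). Odorant-binding protein 6 (TRINITY_DN134369_c0_g1) had 1354 FPKM in heads (range 356 to 33811) and 0.276 in abdomens (0 to 43.1), log2 fold change 8.99 (standard error 0.61, adjusted p = 3.67e-14). A chemosensory protein (TRINITY_DN135087_c0_g1) had 185 FPKM in heads (range 12.0 to 386) and 1.11 in abdomens (0 to 21.9), log2 fold change 5.66 (standard error 0.48, adjusted p = 1.21e-11). Gustatory receptor candidate 59 (TRINITY_DN124838_c0_g1) had 56.1 FPKM in heads (range 0 to 142) and 10.2 in abdomens (0 to 27.1), log2 fold change 2.23 (standard error 0.53, adjusted p = 0.00231). Of 148 HD genes 57 rose in heads and 4 fell (64 and 5 adjusted over the list alone), among them 47 and 2 of 122 odorant-binding proteins and odorant receptors, 7 and 2 of 15 chemosensory proteins and 3 and 0 of 11 gustatory receptors. Over all 51438 genes 3198 rose and 6157 fell in limma. That fit, which gave the values above, left the head and abdomen of a pool unpaired. With the pool of weevils as a replicate block 13055 genes were called, and without Oleary72 10080 were. Random splits of the 32 libraries into groups of mixed tissue called 1 gene at most, and splits that parted each pool's pair called 514 at most.

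**Figure D6:**
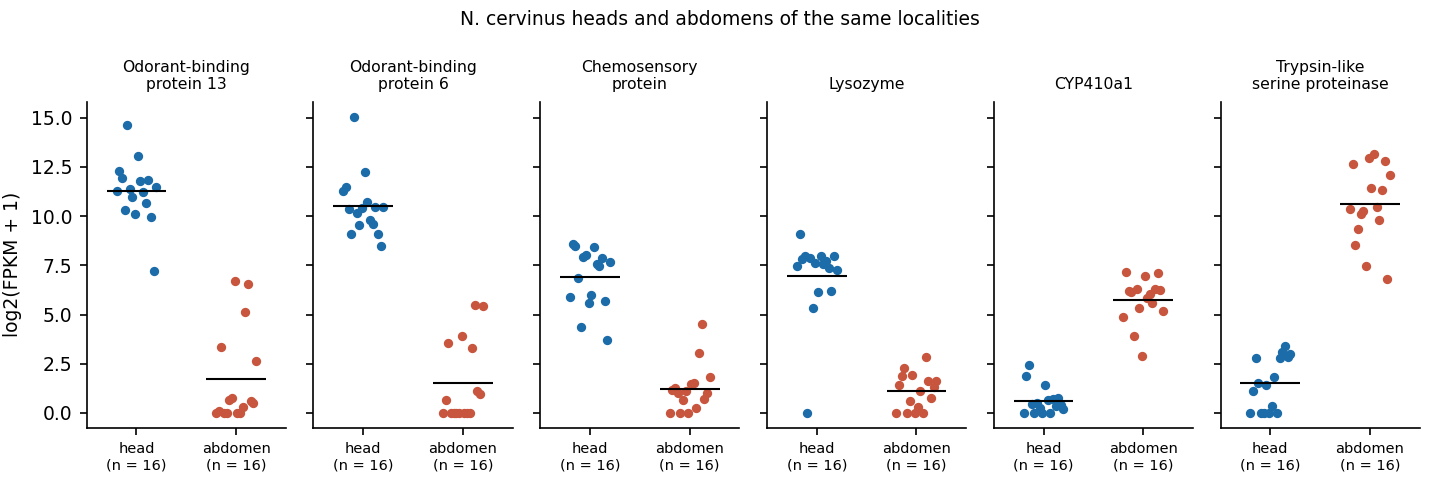
Expression as log2(FPKM + 1) of 6 genes in *N. cervinus* heads (n = 16) and abdomens (n = 16), 1 point per library with the mean as a line. Odorant-binding proteins 13 and 6, the chemosensory protein and the lysozyme lie higher in heads, and CYP410a1 and the trypsin-like serine proteinase higher in abdomens.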

We expected expression to be more pronounced in adult head tissues, and that is true in *N*. *leucoloma* when feeding on legumes and when switching host plants (Fig 2i). However, we observed higher expression levels in abdomen tissues in conventionally grown citrus and when switching host plants. 

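Among odorant-binding proteins and odorant receptors, abdomens had 22 DEGs higher on conventional oranges and heads 17, and of chemosensory proteins 6 and 0. In Switch vs. Maintain, heads had 34 odorant-binding proteins and odorant receptors higher in switched and 101 in maintained weevils, and abdomens 21 and 55. Chemosensory proteins numbered 5 and 13 in heads and 4 and 7 in abdomens, and gustatory receptors 3 and 10, and 5 and 5.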

Interestingly, there was also strong expression of HD genes in immature tissues when parents fed on organically grown oranges.

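In immatures 58 odorant-binding proteins and odorant receptors, 11 chemosensory proteins and 8 gustatory receptors were DEGs higher with organic oranges, and 5, 0 and 0 were higher with conventional oranges. In heads the numbers were 45, 12 and 3 with organic oranges, and in abdomens 30, 4 and 3.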

Weevils feeding on different species of citrus host plants displayed higher expression levels of HD genes in all adult tissues relative to those feeding on different species of legume host plants (Fig 2ii). Interestingly, the number of DEGs was significantly larger in the legume to legume contrasts (Fig 1iv).

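Several detoxification enzymes were higher in abdomens than in heads of the same *N. cervinus* localities. A cytochrome P450 (TRINITY_DN142048_c0_g2) had a median of 0.0785 FPKM in heads (range 0 to 8.12) and 136 in abdomens (0.454 to 664), over 16 libraries each (log2 fold change -5.86 (standard error 0.56, adjusted p = 2.30e-10)). Cytochrome P450 CYP410a1 (TRINITY_DN136454_c1_g1) had 0.364 FPKM in heads (range 0 to 4.38) and 67.0 in abdomens (6.39 to 141), log2 fold change -5.12 (standard error 0.37, adjusted p = 1.30e-13). UDP-glucuronosyltransferase 2C1 (TRINITY_DN142101_c1_g1) had 1.52 FPKM in heads (range 0 to 11.1) and 31.0 in abdomens (6.63 to 126), log2 fold change -3.61 (standard error 0.35, adjusted p = 4.13e-10). Glutathione S-transferase 1 (TRINITY_DN139456_c1_g1) had 42.3 FPKM in heads (range 0 to 876) and 352 in abdomens (47.7 to 4121), log2 fold change -3.12 (standard error 0.76, adjusted p = 0.00284). A glutathione peroxidase (TRINITY_DN139171_c1_g2) was higher in heads, with 1094 FPKM in heads (range 162 to 3911) and 296 in abdomens (60.8 to 603), log2 fold change 2.12 (standard error 0.37, adjusted p = 5.98e-05). Of 636 DTX genes 56 rose in heads and 86 fell (60 and 96 adjusted over the list alone). The cytochrome P450s split into 27 higher and 40 lower in heads of 296, the UDP-glycosyltransferases into 13 and 20 of 135, the ABC transporters into 10 and 14 of 140 and the glutathione S-transferases into 5 and 12 of 55.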

As expected, expression of DTX genes was more prevalent in abdominal tissues when feeding on almost every host plant, including legumes, organically grown oranges and when switching host plants. However, we also saw strong expression of these genes in head tissues when feeding on non-legumes and on organically grown oranges. There was also strong expression of DTX genes in immature tissues when parents fed on legumes, organically grown oranges or on different species of conventionally grown citrus.

The expression of IM genes was expected to be equally prominent in both adult tissues (head and abdomen). That pattern is not seen in weevils feeding on legumes when contrasted with feeding on non-legumes, or on conventional citrus, where there is no measurable difference in expression in head tissues (Fig 2i). However, we saw generalized expression of IM genes in all adult tissues when feeding on conventional or organic oranges, on different species of citrus (Fig 2ii), or when switching to a novel host plant or maintaining the natal host plant (Fig 2i). We also observed widespread expression of IM genes to intermediate or high levels in immatures; this is true for almost all host plant contrasts (including within family contrasts) and experimental conditions.

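In adults of *N. cervinus* lysozyme (TRINITY_DN32793_c0_g1) had a median of 189 FPKM in heads (range 0 to 538) and 1.33 in abdomens (0 to 6.28), over 16 libraries each (log2 fold change 5.85 (standard error 0.54, adjusted p = 1.28e-10)). Gram-negative bacteria binding protein 1 (TRINITY_DN132935_c0_g2), a receptor for bacteria, had 0 FPKM in heads (range 0 to 0.635) and 38.7 in abdomens (0 to 196), log2 fold change -4.08 (standard error 0.60, adjusted p = 2.61e-06). A trypsin-like serine proteinase (TRINITY_DN140850_c0_g1) had 1.76 FPKM in heads (range 0 to 9.59) and 1345 in abdomens (111 to 9235), log2 fold change -9.08 (standard error 0.57, adjusted p = 2.89e-15), and the serine protease inhibitor dipetalogastin (TRINITY_DN131776_c0_g1) 0.479 FPKM in heads (range 0 to 1.92) and 151 in abdomens (12.8 to 441), log2 fold change -6.38 (standard error 0.38, adjusted p = 1.10e-15). Of 303 IM genes 46 rose in heads and 57 fell (61 and 63 adjusted over the list alone). Serine proteases split into 22 higher and 49 lower in heads of 169, serpins into 13 and 3 of 44 and immune response genes into 11 and 5 of 90. In immatures IM DEGs numbered 65 higher on kudzu and 159 on soybean within Fabaceae, and 209 on the first and 313 on the second host within Rutaceae. Immune response genes made 18 and 54 of the Fabaceae ones, and serpins 11 and 33.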

*Detoxification DEGs are more host-specific than host detection and immune defense DEGs*. 

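Each DEG was given the annotation name of its transcript, and a name was counted once per group of contrasts over both species. For host detection 21 names were found in Legume vs. Other alone, of them 15 odorant-binding proteins and odorant receptors, 1 chemosensory protein and 5 gustatory receptors. Of 95 HD names found as DEGs in any of the 4 groups, Legume vs. Other had 93, Legume vs. Citrus 72, Switch vs. Maintain 63 and Conventional vs. Organic 61. All of the 21 are names that no *N. cervinus* transcript of the category carries, and Legume vs. Other is the only group with *N. leucoloma* libraries. When libraries were assigned to hosts at random 100 times, the number found in Legume vs. Other alone had a median of 21 (range 19 to 26), and 86 of 100 assignments gave as many. Names of *N. leucoloma* alone can fall in no other group under any assignment, so these draws cannot show whether host matters. By transcript in *N. cervinus* alone the number was 0, and among genes above 0 in both groups it was 13.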

For host detection genes, the Legume vs. Other comparisons had the highest number of uniquely expressed genes, with 17 unique genes. Conventional vs. Organic and Switch vs. Maintain contained considerable overlaps with Legume vs. Other comparisons (31 and 37 genes, respectively) (Fig 3i). 

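Legume vs. Other shared 59 HD names with Conventional vs. Organic, where 59.1 would be shared if the sets were independent, and 61 with Switch vs. Maintain, where 61.0 would be. These pairs count every shared name, whether or not another group has it as well. Legume vs. Other had 93 of the 96 names in the lists, so these overlaps were nearly fixed and cannot show whether a response is shared.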

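Odorant-binding proteins and odorant receptors made 36 of the 51 HD names that all 4 groups of contrasts had as DEGs, chemosensory proteins 9 and gustatory receptors 6. Random assignment of the libraries gave a median of 55 (range 44 to 62), and 84 of 100 gave as many. The number was 31 with a weighted log2 fold change of at least 2, 33 with a difference over 5 FPKM, 28 with the authors' adjusted p and 94 by transcript in *N. cervinus* alone.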

A set of 34 host detection genes were shared between all four comparison groups.

**Fig 3:**
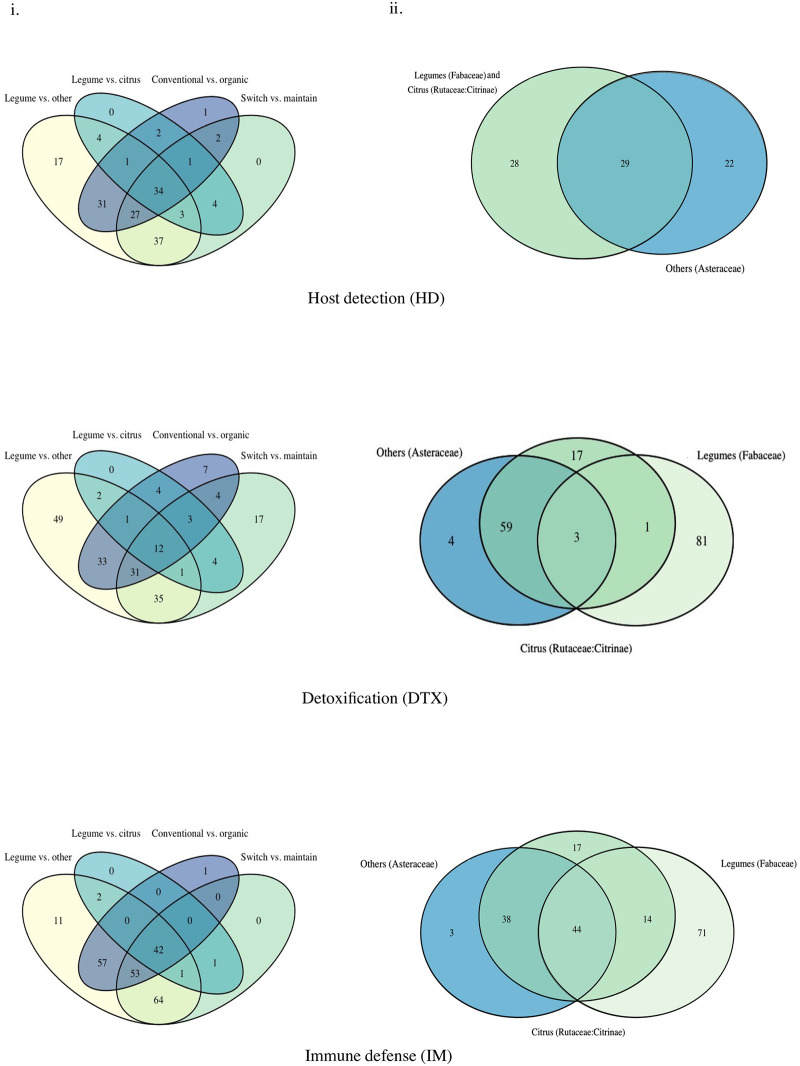
Number of unique and shared differentially expressed genes (DEGs) associated with host detection, host detoxification and immune defense between comparisons. Venn diagrams show overlaps or uniqueness in the identity of differentially expressed transcripts in either direction between comparisons. (i) four-way Venn diagrams including: Legume vs. Other, Legume vs. Citrus, Conventional vs Organic, and Switch vs. Maintain for host detection-related DEGs (HD), host detoxification-related DEGs (DTX) and immune defense-related DEGs (IM). (ii) three-way Venn diagrams including comparisons within the same host plant family: Citrus (Rutaceae: Citrinae); Legumes (Fabaceae); and Others (Asteraceae).

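Of 94 HD names found as DEGs in within-family contrasts, 23 were found within Fabaceae alone and 12 within Rutaceae alone, and 4 were shared by these families and not by Asteraceae. The Fabaceae contrasts are all in *N. leucoloma*, and 22 of the 23 names are carried by no *N. cervinus* transcript of the category. Annotation of the HD groups gives 74 names in *N. cervinus* and 56 in *N. leucoloma*, with 34 in both. Among genes above 0 in both groups 13 names were found within Fabaceae alone.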

Venn diagrams for DEG identity in within host-family contrasts showed that there were no unique differentially expressed host detection genes for legume-legume (Fabaceae) nor citrus-citrus (Rutaceae) comparisons that were not shared between these two groups, which appears as a total overlap of 28 genes between the two families (Fig 3ii). 

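Asteraceae contrasts alone had 3 HD names as DEGs, and shared 23 with Rutaceae contrasts that Fabaceae contrasts did not have. Both of these families are represented by *N. cervinus* alone, in 2 and 15 contrasts.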

There was an unexpectedly high number of host detection genes unique to the aster-aster host plant comparisons (22 genes) (Fig 3ii). Overall, there was a core set of 29 differentially expressed genes in common between all the included comparisons (Fig 3ii).

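All 3 families shared 29 HD names. Dropping the contrasts that S2 Table lists with Oleary72 drops the whole Asteraceae family, so the number is then 0 by construction. The Asteraceae head contrast as deposited holds no Oleary72 library and need not have been dropped.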

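For detoxification 81 names were found as DEGs in Legume vs. Other alone, of them 50 ABC transporters, 18 cytochrome P450s, 9 glutathione S-transferases, 2 UDP-glycosyltransferases and 2 carboxylesterases. Legume vs. Citrus alone had 7, Switch vs. Maintain alone 1 and Conventional vs. Organic alone 1, of 278 names in all. Of the 81, 77 are carried by no *N. cervinus* transcript of the category. Random assignment of the libraries gave a median of 79 in Legume vs. Other alone (range 75 to 85), and 28 of 100 assignments gave as many. As for HD, names of *N. leucoloma* alone nearly fix this number, so the draws cannot show whether host matters. With 1 contrast per tissue the number was 52, among genes above 0 in both groups 45, and by transcript in *N. cervinus* alone 7.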

For detoxification genes, the Legume vs. Other comparisons had the highest number of uniquely expressed genes, with 49 unique genes, followed by Switch vs. Maintain comparisons, with 17 unique genes. Legume vs. Other and Switch vs. Maintain comparisons shared 35 detoxification genes. 

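Legume vs. Other had 262 DTX names as DEGs and Switch vs. Maintain 170, and they shared 167, where 157.9 would be shared if the sets were independent. Of these 8 were in neither of the other groups. The lists hold 282 DTX names, so most of this overlap was fixed by the size of Legume vs. Other.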

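Cytochrome P450s made 66 of the 132 DTX names that all 4 groups had as DEGs, ABC transporters 45, glutathione S-transferases 13, UDP-glycosyltransferases 5, carboxylesterases 2 and glutathione peroxidases 1. Random assignment of the libraries gave a median of 146 (range 127 to 163), and 97 of 100 gave as many. The number was 84 with a weighted log2 fold change of at least 2, 66 with a difference over 5 FPKM, 69 with the authors' adjusted p and 353 by transcript in *N. cervinus* alone.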

A set of 12 genes was shared between all four comparison groups (Fig 3i). As seen in other gene categories, the identities of many of the detoxification DEGs in weevils introduced to novel hosts overlap with those overexpressed in the legume contrasts.

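Of 267 DTX names found as DEGs in within-family contrasts, 78 were found within Fabaceae alone, 23 within Rutaceae alone and 4 within Asteraceae alone. Of the 78, 77 are carried by no *N. cervinus* transcript of the category. Annotation gives 203 DTX names in *N. cervinus* and 175 in *N. leucoloma*, with 96 in both. Among genes above 0 in both groups 31 were found within Fabaceae alone.

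**Figure D7:**
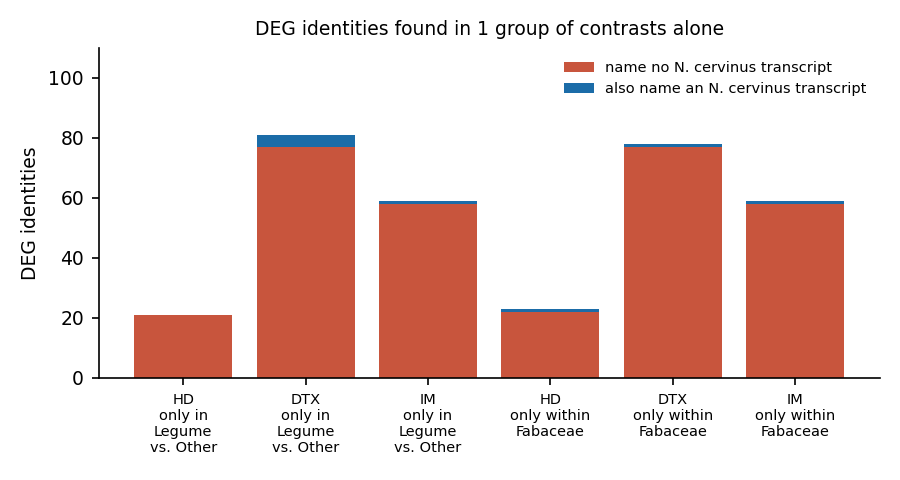
Number of HD, DTX and IM names found as DEGs in Legume vs. Other alone and within Fabaceae alone, with the part carried by no *N. cervinus* transcript in red and the rest in blue. That part is 77 of 81 for DTX in Legume vs. Other and 77 of 78 within Fabaceae.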

In within-family comparisons, legume-legume contrasts had the most unique differentially expressed genes, with 81 genes falling into that category, followed by citrus-citrus comparisons with 17 (Fig 3ii). 

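Asteraceae and Rutaceae contrasts shared 67 DTX names that Fabaceae contrasts did not have, and Fabaceae and Rutaceae contrasts shared 16 that Asteraceae contrasts did not have.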

Interestingly, 59 genes were shared between other-other and citrus-citrus comparisons (Fig 3ii). 

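All 3 families had 79 DTX names as DEGs. Dropping the contrasts that S2 Table lists with Oleary72 leaves no Asteraceae contrast, so the number is then 0 by construction.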

There was a small core of detoxification genes shared by all comparisons (3 DEGs), contrasting with the high numbers of legume-specific DEGs (81 DEGs).

For immune defense genes, the Legume vs. Other comparisons again had the highest number of uniquely expressed genes, with 11 unique genes. 

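For immune defense 59 names were found as DEGs in Legume vs. Other alone, of them 27 serine proteases, 18 immune response genes and 14 serpins, and Legume vs. Citrus alone had 4, of 197 names in all. Of the 59, 58 are carried by no *N. cervinus* transcript of the category. Random assignment of the libraries gave a median of 59 (range 56 to 62), and 71 of 100 assignments gave as many. Here too names of *N. leucoloma* alone nearly fix the number, so the draws cannot show whether host matters. With the broad name lists the number was 94, and by transcript in *N. cervinus* alone 5.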

There was a large number of shared genes between Legume vs. Other, Conventional vs. Organic and Switch vs. Maintain (57 and 64 genes, respectively). 

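Legume vs. Other had 190 IM names as DEGs and shared 115 with Conventional vs. Organic, which had 117, and 123 with Switch vs. Maintain, which had 125. If the sets were independent 111.2 and 118.8 would be shared. The lists hold 200 IM names, so these overlaps were nearly fixed too.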

A core of 42 genes was shared between all four comparison groups (Fig 3i).

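Serine proteases made 59 of the 107 IM names that all 4 groups had as DEGs, immune response genes 29 and serpins 19. Random assignment of the libraries gave a median of 110 (range 97 to 121), and 72 of 100 gave as many. The number was 55 with a weighted log2 fold change of at least 2, 65 with a difference over 5 FPKM, 58 with the authors' adjusted p and 196 by transcript in *N. cervinus* alone.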

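Of 190 IM names found as DEGs in within-family contrasts, 59 were found within Fabaceae alone, 15 within Rutaceae alone and 3 within Asteraceae alone. Of the Fabaceae ones 58 are carried by no *N. cervinus* transcript of the category. Annotation gives 141 IM names in *N. cervinus* and 133 in *N. leucoloma*, with 74 in both. With the broad name lists 97 were found within Fabaceae alone.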

The comparisons of differentially expressed immune defense genes between weevils feeding on legumes had the most unique differentially expressed genes (77 DEGs), followed by citrus-citrus comparisons (17 DEGs); the Asteraceae (other) host plant comparisons had the fewest (3 DEGs) (Fig 3ii). There was also a core of 44 differentially expressed genes common to all comparisons (Fig 3ii).

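All 3 families shared 67 IM names, Rutaceae and Asteraceae alone 40, Fabaceae and Rutaceae alone 5, and Fabaceae and Asteraceae alone 1. With the contrasts that S2 Table lists with Oleary72 dropped no Asteraceae contrast is left, so the number shared by all 3 is 0 by construction.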

### Exploration of transcriptome-wide expression patterns reveals common expression of GO terms between different host plants and treatments

To see if and how changes in global GO term enrichment were unique, or specific, to each comparison condition, Venn diagrams for GO identity uniqueness were constructed for both positive and negative enrichment directions. Positively enriched gene sets shared between comparisons of Legume vs. Other (enriched in legume-feeding weevils relative to weevils feeding on other hosts) and Legume vs. Citrus (enriched in legume-feeding weevils relative to citrus-feeding weevils) included GO terms for “ribosome”, “ribosomal construction”, “translation”, “chitin metabolic process”, and “chitin binding” (Fig 4i). 

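Ribosomal proteins, which build the machinery of translation, were higher on kudzu than on Baccharis, with a median log2 fold change of 1.06 over 179 genes (adjusted p = 3.62e-16 from camera, adjusted p = 0.906 with an estimated correlation) in heads, where all genes had 0.34, and 0.94 over 183 genes (adjusted p = 1.25e-13 from camera, adjusted p = 0.783 with an estimated correlation) in abdomens, where all genes had -0.00. Against citrus their median was 0.24 over 181 genes (adjusted p = 0.229 from camera) in heads and 0.40 over 182 genes (adjusted p = 0.302) in abdomens. In immatures, with 1 kudzu library, it was -0.60 over 174 genes. All genes had 0.48, 0.24 and -0.32 in these tissues. Genes of chitin metabolism had 0.41 over 62 genes (adjusted p = 0.00636 from camera, adjusted p = 0.906 with an estimated correlation) against Baccharis in abdomens. Against citrus in abdomens they had -0.62 over 64 genes (adjusted p = 0.019 from camera, adjusted p = 0.906 with an estimated correlation). Against aster in immatures, with 1 kudzu library, they had -1.25 over 35 genes. Cuticle proteins were higher on kudzu than on Baccharis, with 1.29 over 59 genes (adjusted p = 3.18e-06 from camera, adjusted p = 0.783 with an estimated correlation) in heads and 0.63 over 61 genes (adjusted p = 1.12e-05 from camera, adjusted p = 0.783 with an estimated correlation) in abdomens, and against citrus had 1.01 over 66 genes (adjusted p = 0.00799 from camera, adjusted p = 0.906 with an estimated correlation) in heads. Of 90 tests of these other lists 46 passed at the preset correlation and 0 with an estimated one, where 3 had an unadjusted p under 0.05 in camera.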

Although one might expect that genes enriched in legumes would be entirely shared between these two comparison groups, because the Group 2 (other hosts vs. citrus hosts) is different, there were also different GO terms exclusive to the two comparison groups (8 and 7 exclusive GO terms for Legume vs. Other and Legume vs. Citrus, respectively) (Fig 4i). 

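Histones had a median log2 fold change of 1.41 over 17 genes between kudzu and Baccharis heads (adjusted p = 3.05e-07 from camera, adjusted p = 0.896 with an estimated correlation) and 1.33 over 15 between kudzu and citrus heads (adjusted p = 2.24e-04, adjusted p = 0.906 with an estimated correlation). Heat shock proteins were higher on kudzu against both hosts, with 1.24 over 66 genes (adjusted p = 1.24e-09 from camera, adjusted p = 0.906 with an estimated correlation) in heads and 1.15 over 84 genes (adjusted p = 5.94e-15 from camera, adjusted p = 0.216 with an estimated correlation) in abdomens against Baccharis, and 1.35 over 61 genes (adjusted p = 6.14e-08 from camera, adjusted p = 0.906 with an estimated correlation) in heads against citrus. Adjusted over the list alone 20 of 66 heat shock proteins rose in heads and 27 of 84 in abdomens against Baccharis, and 24 of 61 and 33 of 82 against citrus, and 0 fell.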

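Ribosomal proteins were nearer to the switched side than all genes were in TulThree weevils, with a median log2 fold change of -0.06 over 178 genes (percentile 99.98) in heads and -0.18 over 175 genes (percentile 100) in immatures, where all genes had -0.39 and -0.36 and the percentile is among random lists. In abdomens they had -0.13 over 183 genes (percentile 94), where all genes had -0.00. Genes of chitin metabolism had 0.47 over 62 genes (percentile 100) in TulThree abdomens, and a median of -0.57 over 58 genes in abdomens of both localities, where all genes had -0.02.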

Interestingly, there was also an overlap of five enriched GO terms between the Legume vs. Citrus comparisons and the Switch vs. Maintain comparisons (enriched in weevils switched to feeding on a novel host relative to weevils maintained on their natal host). 

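Genes of fat body and yolk were higher in switched TulThree weevils, with a median log2 fold change of 1.18 over 28 genes (percentile 100) in abdomens and 0.49 over 27 genes (percentile 100) in heads. Heat shock proteins had -0.49 over 45 genes (percentile 23.2) in heads and 0.28 over 75 genes (percentile 99.8) in abdomens. In Quin71 heads a heat shock protein 70 (TRINITY_DN124645_c0_g2) was at 861 FPKM in switched and listed at 0 in maintained weevils, and a small heat shock protein (TRINITY_DN139658_c0_g2) was at 902 against 0.243.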

There were 11 GO terms unique to the Switch vs. Maintain comparison group, indicating enrichment exclusive to the switched weevils, which is a much larger set of unique GO terms compared to other contrasts (Fig 4i). Interestingly, all of the unique enriched GO terms in Switch vs. Maintain were found in adult tissues (Fig 2i).

**Fig 4:**
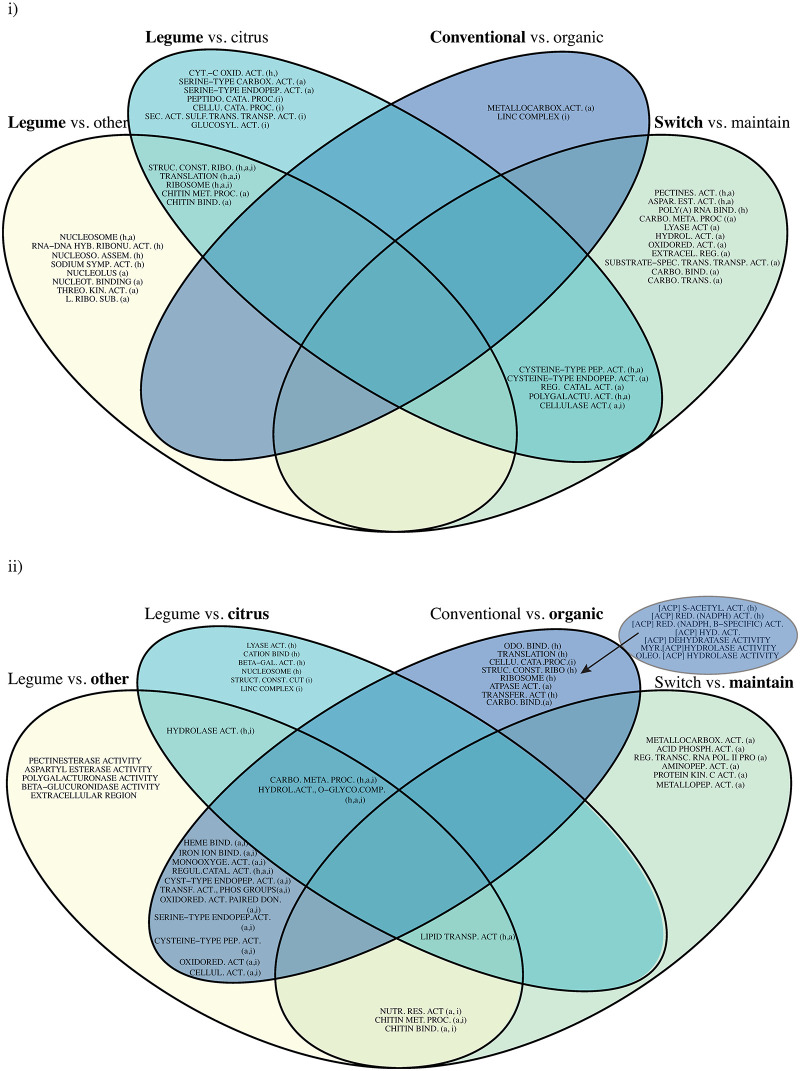
Exploration of generalized expression changes specific to particular host plants or experimental conditions. (i) Identity of upregulated Gene Ontology (GO) terms in G1; (ii) Identity of upregulated GO terms in G2, unique and/or shared between host plant contrasts and experimental conditions. Bold indicates the direction of the contrast, or which host plant group is overexpressing transcripts in that GO term. Parentheses after GO term descriptions contain the tissues where DE was found for each GO term (h: Head, a: Abdomen, and i: Immature). Numerical identifiers, GO categories and statistics for GO term abbreviations can be found in S4 Table.

Negatively enriched GO terms (indicating enrichment in Group 2, rather than Group 1, for a given comparison group) also contained overlapping enriched GO terms (Fig 4ii). 

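Pectin and cell wall enzymes, glycosyl hydrolases among them that digest plant polysaccharides, were lower on kudzu than on Baccharis in abdomens, with a median log2 fold change of -2.09 over 126 genes (adjusted p = 2.20e-26 from camera, adjusted p = 0.835 with an estimated correlation), where all genes had -0.00. Of them 0 rose and 4 fell in limma (1 and 37 adjusted over the list alone). In immatures on kudzu (n = 1) against aster (n = 2, Oleary72 with 61.2% of genes at 0) they had -1.89 over 52 genes. Against citrus in abdomens they had -0.70 over 126 genes (adjusted p = 3.33e-05 from camera, adjusted p = 0.958 with an estimated correlation). Between conventional and organic oranges their median was -1.35 over 110 genes (percentile 0) in abdomens and -1.28 over 55 genes (percentile 0.01) in immatures, lower on conventional oranges, and 0.71 over 101 genes (percentile 100) in heads. All genes had 0.08, -0.77 and 0.10 in these tissues.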

Two GO terms, those for “carbohydrate metabolic process” and “hydrolase activity on O-glycosyl compounds”, were shared enriched terms between Legume vs. Other, Conventional vs. Organic, and Legume vs. Citrus (enriched in citrus-feeding weevils relative to legume-feeding weevils) comparisons (Fig 4ii). The more general GO term for “hydrolase activity” was an enriched shared term when either Citrus or Other were contrasted with Legumes (Legume vs. Citrus and Legume vs. Other) (Fig 4ii). 

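Cysteine peptidases, digestive hydrolases of many beetles, were lower on kudzu in abdomens, with a median log2 fold change of -1.55 over 111 genes (adjusted p = 4.54e-14 from camera, adjusted p = 0.835 with an estimated correlation) against Baccharis and -1.19 over 115 genes (adjusted p = 5.82e-11 from camera, adjusted p = 0.906 with an estimated correlation) against citrus. In heads they had -0.38 over 96 genes (adjusted p = 3.61e-04 from camera, adjusted p = 0.966 with an estimated correlation) against Baccharis and -0.22 over 106 genes (adjusted p = 6.32e-06 from camera, adjusted p = 0.948 with an estimated correlation) against citrus, where all genes had 0.34 and 0.48. Adjusted over the list alone 0 rose and 13 fell of 111 against Baccharis, and 0 rose and 9 fell of 115 against citrus in abdomens. Genes of midgut digestion had -0.46 over 370 genes (adjusted p = 1.56e-06 from camera, adjusted p = 0.906 with an estimated correlation) against citrus. For Legume vs. Citrus S4 Table gives cysteine-type peptidases as enriched in group 1 in heads and abdomens, which the paper reads as legumes. The direction against citrus here is the opposite. S2 Table lists citrus as group 1 of these contrasts.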

Legume vs. Citrus comparisons contained a further 6 uniquely enriched GO terms (Fig 4ii). The Switch vs. Maintain contrast produced 7 uniquely enriched GO terms. 

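Pectin and cell wall enzymes had a median log2 fold change, switched over maintained, of -2.68 over 122 genes (percentile 0) in TulThree abdomens and -1.28 over 98 genes (percentile 0) in TulThree heads. Cysteine peptidases had -2.41 over 115 genes (percentile 0) in the abdomens and -0.57 over 102 genes (percentile 2.42) in the heads. All genes had -0.00 and -0.39. Over both localities the median was -4.49 for 118 pectin and cell wall enzymes and -4.22 for 109 cysteine peptidases in abdomens, and 46 of 348 genes of midgut digestion fell and 0 rose in limma (118 and 2 adjusted over the list alone). With locality as a block, scaled libraries, log2(FPKM + 0.1) or a spread shared by all libraries of the tissue, limma called 0 genes in abdomens (2771, 2572, 1847 and 1294 at an unadjusted p under 0.05).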

Although it is difficult to identify why these terms are uniquely enriched in weevils maintained on their natal host, it is possible that transcripts that fall into these categories are instead underexpressed in weevils switching to a novel host plant.

Finally, Conventional vs. Organic comparisons contained the highest number of unique GO terms, with 15 terms enriched in weevils feeding on organically cultivated hosts. These included a highly interlinked set of acyl carrier proteins, which occurred in two different EnrichmentMaps with some modification (S2 Fig). 

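Fatty acid synthases, which carry an acyl carrier domain, had a median log2 fold change, conventional over organic oranges, of -1.32 over 18 genes (percentile 0.53) in immatures, where all genes had -0.77. In heads they had -0.42 over 21 genes (percentile 0.5) and in abdomens 0.25 over 17 genes (percentile 86), where all genes had 0.10 and 0.08. Cysteine peptidases had -1.53 over 111 genes (percentile 0) in abdomens and 0.40 over 103 genes (percentile 100) in heads, and heat shock proteins 1.13 over 65 genes (percentile 100) in immatures and 0.49 over 54 genes (percentile 99.99) in heads.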

The same network occurred again in immature tissue from citrus-citrus comparisons, as above but with the addition of two more GO terms (S2 Fig).

## Discussion

Several arthropod species show transcriptional plasticity in response to different host plant profiles [9,48]. In the same vein, this series of analyses sought to understand the processes of acclimation and adaptation to non-native host plants in two asexual *Naupactus* weevil species, as evidenced in their gene expression patterns.

Even though our focus here is on the resulting gene expression differences among herbivores feeding on different host plants, if these were sexually reproducing species it would be entirely possible that some of those herbivore transcriptional differences, interpreted as host plant effects, would be largely due to underlying genetic differences between the herbivore populations themselves [51]. Given that both *N*. *cervinus* and *N*. *leucoloma* reproduce through apomictic parthenogenesis, and that mitochondrial and nuclear DNA data points to extremely homogeneous populations within the introduced range (Sequeira et. al., unpublished data), our work here highlights host plant-based transcriptome differences, assuming that genetic differences are minimized.

### Taxing natal and novel host plants require highly specific transcriptional responses from herbivores

#### Legume and citrus host plants

Because legumes contain nitrogen-fixing rhizobia and generally have diverse repertoires of chemical defenses, there is a strong evolutionary pressure on legume-feeding herbivores to overcome these defenses in order to derive nitrogen for their own nutrition [25]. This can result in a demonstrable preference for legume hosts [18], even though these legume species tend to require more energy-intensive herbivore responses to overcome the host’s defense response. Evidence of the extra cost imposed on legume-feeding weevils appears to be reflected in their gene expression profiles. The numbers of upregulated host detection genes, detoxification genes, and immune genes were significantly higher in legume-feeding weevils in both *N*. *cervinus* and *N*. *leucoloma* (Figs 1 and 2). This follows the prediction that both species invest more resources in detecting and dealing with secondary compounds of legumes, and that legumes elicit a larger immune response, possibly related to their associated rhizobia.

The identity of the overexpressed transcripts in legume-feeding weevils points to a legume-specific response. When examining both upregulated and downregulated host detection genes, detoxification genes, and immune genes, legume-feeding weevils had the highest number of unique differentially expressed transcripts (Fig 3i and 3ii), suggesting that the weevil’s transcriptional response pattern is highly specific to that host plant group. However, there were also strong overlaps in differentially expressed genes in comparisons between legume and other comparisons (Fig 3), suggesting that there are potentially shared mechanisms of responding to these particular host plants/growing conditions at the gene level. Previous work has hypothesized that host plant response specificity in herbivores may be exacerbated by the microbial communities specific to a host plant species, as ingesting microbes present on the leaf alters insect immunity [52]. Adult *Naupactus* weevils feed on foliage and can encounter such leaf microbes.

#### Organically cultivated host plants

While the body of work contrasting transcriptional levels of defense compounds on conventional versus organic crops is not large, there is evidence that the production of some plant defensive compounds increases when plants are treated using organic rather than conventional approaches [53]. Additionally, specific pathways related to RNA regulation and biotic stress have been found to be part of the variation in gene expression due to agricultural practices, with those pathways enhanced in organically fertilized or protected crops [54]. In transcriptomes from weevils feeding on the same host species under different regimes of cultivation, there was a significantly higher quantity of upregulated host detection genes and specific categories of detoxification genes from weevils feeding on organically grown host plants (Fig 1iii and Table 1). The expression intensity for differentially expressed immune genes was high across all three tissue types in both positive and negative directions (Fig 2). Taken as a whole, adult weevils feeding on organically raised hosts tend to elicit more upregulated genes in detoxification and host detection, with a slight trend in immune defense, supporting the hypothesis that organically cultivated host plants are associated with more differential gene regulation.

Even though organically raised host plants appear to challenge herbivores to a larger degree than their conventionally grown counterparts, the observed response in the three targeted gene categories is not unique to organically grown hosts. There was a notable overlap in the number of shared DEGs for host detection, detoxification and immune defense genes between Legume vs. Other and farming method comparisons (Fig 3). A greater degree of transcriptional plasticity and changes in genes associated with the metabolism of secondary compounds has been found as a response to exposure to stress in some aphids and other specialist insects [44,55]. The evolution of a conserved mechanism for both more toxic host plants and exposure to other forms of stress would be the least evolutionarily costly [56], and would be especially beneficial for this polyphagous species.

The pathway-level response to feeding on organically grown host plants included enriched GO terms in oxidation/reduction pathways, potentially linked to oxidative stress responses (S2iiia Fig). Transcripts involved in ribosome construction, translation, and basic structure and metabolic function were also found to be significantly enriched (S2iiia Fig), as previously found in other population-specific host adaptation studies in general [46]. It may be the case that the enrichment of these terms points to an increase in translation of certain transcripts in response to xenobiotic compounds from resource-taxing host plants that require a change in weevil expression in basic metabolic pathways in order to clear these potentially life-threatening substances, as has been shown in *Helicoverpa armigera*, the polyphagous cotton bollworm [8].

Although the function of acyl carrier proteins in insect cells specifically is largely unknown [57], the uniquely citrus-specific enriched cluster of acyl carrier proteins found in organic-feeding weevils (Fig 4ii and S2iiia and S2ivc Fig) is known to be linked to fatty acid biosynthesis and glycolytic pathways [58], and has been previously identified in oligophagous beetles after short-term host switches [43]. This upregulation may indicate that the host plant defenses of organically treated oranges are more stressful for herbivores than those of conventionally treated oranges. Similar results have been proposed as a clear link between exposure to stress and increased transcriptional plasticity, including regulation of transcription and translation processes [44].

While these are interesting findings, and many of the genes identified here have also been identified in similar host treatment studies, albeit over different time scales [30], we do recognize our limited ability to make powerful inferences due to the inherent limitations of sample size for the comparisons in this group.

#### Short-term acclimation to a novel host plant

The important contribution of *cytochrome P450s* to the success of herbivore establishment on novel host plants has been previously documented in spider mites [28]. In our experimental host plant switch, numbers of upregulated *ABC transporter*, *cytochrome P450*, and *glutathione S-transferase* genes were significantly higher in the switch condition (Fig 1v and Table 1).

A possible interpretation of the bidirectional nature of the expression of immune genes (Fig 2i) could be that the new host plant presents a new set of natural enemies, and as an herbivore feeds on a host where new natural enemies or parasites are present, immune genes associated with those pressures are regulated in one direction. Genes specific to the old host plant appear as regulated in the opposite direction, when in fact they may be simply maintained in weevils feeding on the old host relative to downregulation in weevils feeding on the new host. Support for the idea that herbivore detoxification and immune challenges are larger in newly colonized host plants is supported by the elevated herbivore diversity and load on native hosts relative to non-native hosts found in forty-seven different woody plant species [36].

While host detection and immune defense genes were entirely shared with other comparisons, a suite of 17 detoxification DEGs were uniquely specific to the Switch vs. Maintain contrasts (Fig 3). The length of host plant attenuation may explain the results described here; a host-plant specific set of detoxification genes may form the first line of short-term defense for a weevil introduced to a new host, as identified in the transcriptomic response of spider mites challenged with a novel host without prior exposure [59]. On the other hand, long-term attenuation to a host plant may occur through host plant detection and immune pathways over longer timescales without exhibiting or requiring short-term specificity. It is possible that the investment needed to differentially regulate immune and host detection genes may come later as a long-term adjustment, whereas detoxification genes are differentially regulated early on to ensure survival on that new host. This is supported by other work indicating that a generalist’s short-term transcriptional response to a new host is detoxification-based, with the longer-term response including three times more differentially expressed genes across the genome [30].

Our results also present a set of 11 GO terms enriched exclusively in the switched weevils, providing a window into other pathways potentially involved in early acclimation to a new host plant. Some of these GO terms have been shown in other species to be highly variable and involved in stress responses to new environmental conditions [60]. Other terms are implicated in the post-transcriptional regulation of mRNA maturation and export from the nucleus [61]. This suggests that there are some upregulated GO terms related to responding to immediate environmental stress and the rapid adjustment of regulatory mechanisms that are enriched after a host plant transition. For parthenogenetic weevil species and other species with low genetic variation, an immediate response modulated by gene expression and epigenetic modification would be a useful way of acclimating quickly to new environmental conditions [62,63]. More generally, other arthropod studies that have examined new and old host plant adaptations in polyphagous insects have reported distinct transcriptional plasticity patterns during acclimation to such hosts [9,29].

### Different modes of gene expression response: Narrowly targeted vs. widespread

Even though our focus species have the potential to be polyphagous [64], individual weevil populations produce larvae that drop from the foliage to burrow into the soil to feed on the same host plant roots, which may result in the extension of a specific host plant preference as a maternal effect, regardless of polyphagous ability. Because of this dichotomy between potential and actual diet breadths, the expression of host-related genes in these weevils could take divergent modalities. Their patterns of gene expression may manifest as a widespread regulation of several common genes, as expected in a generalist species, or as a specific and targeted regulation of a few highly host-specific genes, as expected in a specialist species [8].

Citrus hosts appeared to elicit a narrow, targeted expression response of host detection genes in weevils feeding on different species of citrus hosts (Fig 2ii). One explanation for the targeted expression of host detection genes for citrus is the phylogenetic closeness of the citrus hosts examined here. Further research that corrects for this potentially confounding variable would be productive for more concretely identifying the source of this effect. However, this trend in highly specific, targeted expression for citrus hosts is replicated in other comparisons, and this pattern may be the result of acclimation to the unique chemical defenses of the host clade as well. Some research has found that the consequences of transfer to a new related host versus a new, distantly related host utilizes similar pathways [29]. Following this idea of specialist, targeted expression, weevils feeding on a novel host plant increased expression intensity, but not number, of host detection and immune genes; such a targeted response was only observed in head and abdominal tissue, and may constitute the first signs of acclimation to the new host (Fig 2i).

It is important to note that the within-family comparisons involved two weevil species, with legume-feeding *N*. *leucoloma* compared against aster-feeding and citrus-feeding *N*. *cervinus*. Thus, for this particular set of comparisons, differences may be due to species biology rather than host plant attenuation. However, it is then interesting that host plant detection DEGs overlap entirely between two species feeding on legume and citrus host plants (Fig 3); either these species are very alike and the other results included in the host plant family analysis are credible, or the genes associated with host plant detection are highly conserved between species while the differentially expressed detoxification and immune defense genes have diverged. Host detection genes such as odorant-binding proteins are generally highly divergent between insect clades [65], suggesting that our results are probably due to genuine alterations in gene regulation patterns.

The contrasts between legume host plants show a pattern that appears to follow what would be expected for a generalist insect, with a high-intensity response involving large numbers of upregulated genes. This is particularly noticeable in detoxification genes, where the quantity of upregulated detoxification genes is significantly higher between weevils feeding on different legumes than in contrasts in the other two host plant groups (Fig 1iv). Even though the modality of expression involving larger numbers of genes may appear like that of a generalist, the identity of the transcripts that are differentially expressed shows a large degree of specificity. Legume-feeding weevils had more total differentially expressed unique detoxification genes than either the citrus-feeding weevils or the aster-feeding (non-citrus, non-legume) weevils (Fig 3). This data supports the idea that observed differences in gene expression are highly dependent on the chemical characteristics of a specific host or plant family, or in this case, differences between members of the same host plant family. Legumes are not unique in eliciting specific defensive responses from herbivores; studies on Coleoptera and Lepidoptera feeding on Brassicaceae also respond specifically to the chemical defense profile of that host clade [66].

### Resource allocation and maternal effects on gene expression

Transgenerational and maternal, host quality-dependent effects have been observed in insect herbivores before, as parental modulation of offspring phenotype can better adapt that progeny to different host plant qualities [67].

The intensities of gene expression for detoxification and immune defense genes were particularly interesting in comparing transcriptomes between immatures derived from legume-feeding versus citrus-feeding parents. In this case, the intensity of expression was strong in both upregulated and downregulated immune and detoxification genes (Fig 2i), suggesting that there are different sets of immune and detoxification genes that are differentially expressed between the offspring of legume-feeding weevils and citrus-feeding weevils. Overexpression of *cytochrome P450s* in larval stages has been reported in other citrus-feeding arthropods, such as the citrus red mite, but the role of this major detoxification enzyme has been linked to resistance to insecticides rather than to citrus-specific defenses [68]. Legumes have the unique potential for rhizobia-mediated augmentation of host plant defenses [38,69], and because of this, differences between immune gene regulation in legumes versus citrus were expected. However, this effect was only identifiable in immature tissue, which suggests that this pattern is potentially specific to this life stage.

From the GSEA results of weevils feeding on legumes versus non-legumes, it appears that GO terms associated with “ribosome assembly” and “nucleosomes” are enriched solely in adult tissues (Fig 4 and S2ia, S2ib, S2iia and S2iib Fig). The immature comparison yielded primarily downregulated gene sets, which may be the effect of resource allocation towards adult survival rather than host-priming of offspring (Fig 4). If the adult stage must dedicate its energy to surviving on a difficult host plant, previous research has suggested that this triggers the diversion of energetic resources away from reproduction and towards survival [70,71], so that gene sets are less modulated in immatures from these adults relative to immatures from adults feeding on less well-defended host plants. In our experimental set-up, where immatures were processed before they were able to feed and therefore not yet exposed to the challenges presented by their host plants, the decreased parental investment in offspring priming would be more prominent. This would follow the above findings of generally higher numbers and combined expression indices of upregulated immune, detoxification, and host detection genes in adult weevils from both species that fed on legumes.

We see high expression intensity in immatures from parents feeding on organically raised host plants across all three gene groups, despite no significant difference in number of DEGs across these three categories, with the exception of HD genes (Fig 2). Because an organic host is not as difficult as a legume host, feeding on organic hosts allows for the parent to maintain any investment in reproduction and offspring host priming, rather than reallocating that energetic resource to immediate survival. The very low number of enriched gene sets in the immature comparison (S2iii Fig) from parents feeding on organically raised host plants could indicate that host plant cultivation may have less of an effect on regulation at the gene pathway level than host plant groups, as more enriched gene sets were observed in host plant group comparisons. Previous work has shown a highly specific gene response but common gene family response during an herbivore’s long-term acclimation to a particular host plant [29], and the low number of enriched pathways but significant difference of DEG number and expression intensity in this set of comparisons may support this finding. As noted in Results, this particular group of comparisons was limited by sample size; however, with such interesting preliminary results, the possibility for further exploration in this direction with larger replicate sizes looks promising.

A set of 11 enriched GO terms exclusive to those weevils that have fed on a new host plant are found only in adult tissues. It appears that maternal effects on offspring expression at the pathway level are not generalized, although at the gene level, a small effect was observed for detoxification and immune genes. This is surprising, because it would be reasonable to assume that any transmission of the parent’s acclimated phenotype specific to a new host plant through maternal effects could help the offspring be better poised to face those same conditions. Transgenerational and maternal effects of environmental conditions have been recorded in asexual colembolan species and sexually reproducing grass moths [24,67]. However, it is also possible that a multi-pathway enrichment through maternal effects may not be immediately needed, and that the more specific priming in the form of increased expression of specific detoxification and immune genes is enough of an advantage for offspring to survive.

### Closing remarks

Our results have shown that the gene expression response of some *Naupactus* weevils can be specific to particular host plants, and that elements of that response can be maintained in the offspring. Moreover, some host plant groups, such as legumes, appear to be more taxing to weevils as they elicit a complex gene expression response which is both strong in intensity and specific in identity. However, the weevil response to the secondary metabolites of taxing host plants shares many attributes (i.e., identity of upregulated transcript and enriched GO terms) with other stressful situations such as host plant cultivation conditions and/or a transition to a novel host, leading us to believe that there is an evolutionarily favorable core shared gene expression regime for responding to different types of stressful situations. Modulating gene expression in the absence of other avenues for phenotypic adaptation may be an important mechanism for successful host plant colonization for these introduced asexual insects.

## Experimental procedures

### Weevil collection and rearing

Field collection was facilitated and authorized by personnel at NFREC-Quincy, FL, Lindcove Research and Extension Center, University of California, the USDA-ARS Appalachian Fruit Research Station, West Virginia, the USDA Southeastern Fruit and Tree Nut Research Laboratory in Georgia, the IFAS Extension, University of Florida in Homestead, Florida, and the Auburn University Gulf Coast and Chilton Research and Extension Centers in Alabama. Weevils were collected from Argentina in Buenos Aires and Entre Rios Provinces (7 localities) and within the United States in Georgia, Florida, Alabama (6 localities), and California (4 localities) (S1 Table). Permissions to collect were obtained in each area: samples Quin71C and Fair74L were collected in fields belonging to research stations where we worked with station managers and directors to obtain permission to collect in the station’s fields (NFREC-Quincy, FL, USDA Southeastern Fruit and Tree Nut Research Laboratory, Georgia and Auburn University Gulf Coast and Chilton Research and Extension Centers in Alabama); samples Ker_OneC, Ker_twoC, Tul_OneC, Tul_twoC and Tul_threeC were collected in orchards working in partnership with the Lindcove Research and Extension Center, University of California where station personnel applied to the owners for permission to collect; samples For67C, Post70C,L, Olear72C, Ros77C,L, Nan79C, Eli80C, Tala81C and Sol82L were collected in privately owned lots where obtained permission directly from the owners; Per76C and Otta78C were collected in Argentine natural areas and/or reserves where we obtained permits from Argentine authorities (permit “Confalonieri RNO” from CRCE (Coordinación Centro Este de la Administración de Parques Nacionales) and “Lanteri” provided by OPDS (Organismo Provincial para el Desarrollo Sostenible) de la Provincia de Buenos Aires.

Adult weevils were maintained in temperature-controlled environmental rooms with 12:12 dark/light cycles at 24–28°C and 50% humidity (after [72]) for a three-week acclimation period. Each set of weevils was fed their natal host plant obtained at its original location. Weevil rearing boxes were checked daily for eggs, and juvenile specimens were separated, allowed to develop for 7–10 days, and frozen before active feeding on plant matter began. Adults were processed three weeks after the acclimation period. For a set of experimental host switch trials, individual adults were randomly assigned to continue consuming their natal host or to switch to a novel host plant (grown in greenhouse conditions) after the three-week acclimation period and processed after an additional three weeks.

### Sample preparation, RNA extraction, and quality control

While a given tissue from a specimen pool representing a given locality was sequenced only once in this format, the differential expression analysis consists of comparisons of several of these pooled RNA samples.

RNA sequencing, transcriptome assembly, and initial GSEA results were completed by SeqMatic (Fremont, CA) from each of the 52 samples. The RNA-Seq libraries were compiled using paired-end sequencing on the Illumina HiSeq 2500 platform (Illumina, San Diego, CA) and transcripts were assembled *de novo* using the R/Bioconductor (http://bioconductor.org) package Trinity [73,74] (data available in NCBI GEO, series accession number GSE173980). Each sample transcriptome was aligned against an initial, arbitrary Trinity transcriptome assembly using the bowtie package [75], and the RSEM package [76] was used to calculate transcript and gene expression levels without the need for a reference genome. The Trinity-provided script align_and_estimate_abundance.pl executes this alignment and expression [73,74], using script parameters for Trinity [73,74], bowtie [75], and RSEM [76] described in S4 Table.

In total, the reference transcriptome for *N*. *cervinus* yielded 39,539,401 assembled bases; fragment assembly into 124,344 transcripts; a median contig length of 305 base pairs per transcript; and assignment to 79,798 Trinity ‘genes’. The reference transcriptome for *N*. *leucoloma* yielded similar values, with 30,813,684 assembled bases; fragment assembly into 120,344 transcripts; a median contig length of 298 base pairs per transcript; and assignment to 73,953 Trinity ‘genes’. Transcripts were mapped to identified/putative protein sequences in the UniProt database (http://uniprot.org), with the best hit used for transcript annotation and the assignment of gene ontology (GO) terms. This resulted in identified/putative protein annotations for 51,213 transcripts in *N*. *cervinus* (69.25% of Trinity-identified ‘genes’) and 53,498 transcripts for *N*. *leucoloma* (72.34% of Trinity-identified ‘genes’). As this search did not filter protein hits by taxonomic group of origin, there are undoubtedly a fraction of incorrectly annotated transcripts within these sets, but this permissive threshold allows for all possible protein identities to be considered for this non-model organism.

Read-level quality control measures were performed using FastQC (Illumina, San Diego, CA). A second round of quality control at the gene level was also performed manually, removing genes with less than two counts in any sample. Samples that contained very few genes with 10 or more counts were also excluded as potential outliers. Only gene transcripts that had transcript counts of ≥10 in at least 1 sample were included for differential gene expression quantification. Furthermore, samples where the top 100 genes with the highest read counts accounted for more than 35% of all reads were also marked as outliers on the basis of PCR bias during amplification and/or library bottlenecking issues originating from other sources. Comparisons that included samples that were flagged during quality control analysis were not included (n = 4), with the exception of two larval samples (Tul_onetwoC1I1 and Tul_threeC3I1), which were retained given that there were no replacements and the comparative paucity of immature samples. From 79,798 transcripts in *N*. *cervinus* samples, 54,366 genes were retained (68%); from 73,953 gene transcripts in *N*. *leucoloma* samples, 37,982 genes were retained (51%). For DEG analysis, these reads were further filtered by expression, retaining only genes that had ≥1 counts per million in at least two samples. This further filtering step produced 26,046 genes passing QC for *N*. *cervinus* (32.6% of the initial 79,798 transcripts), and 17,474 genes passing QC for *N*. *leucoloma* (23.6% of the initial 73,953 transcripts). This subset was normalized and scaled to reduce confounding variables in RNA composition using TMM normalization [77], which is designed for samples with differences in RNA transcript expression distribution such as might be expected here.

### Data processing and visualization

Gene expression levels were then assessed using FPKM and log_2_FC values. The fragments per kilobase of exon per million reads mapped (FPKM) is a normalized count value of the number of transcript fragments mapped onto a particular gene, corrected for the length of that gene and the sequencing depth. The adjusted log_2_-fold change in expression levels between the two groups of samples compared (adjusted log_2_FC) gives a relative measure of over- or under-expression for the sample groups being compared while adjusting based on the median expression level of each sample. For this analysis, a mapped gene was considered a differentially expressed gene (DEG) if the ΔFPKM was > 1 *and* the adjusted log_2_FC value was ≥ 1, indicating upregulation, or ≤ 1, indicating downregulation. Adjusted p-values were available in contrasts with multiple biological replicates in each host plant/tissue combination. In every case where the adjusted p-values were available, the number of DEGs identified did not differ from the ones computed with the two measures used for the one on one contrasts (ΔFPKM and adjusted log_2_FC).

All graphing was performed in RStudio v. 3.6.1 [78,79] using tidyverse [80], magrittr [81], reshape [82], Hmisc [83], and data.table [84] for data manipulation, RColorBrewer [85] for colorscales, VennDiagram [86] for Venn Diagram generation, ggbeeswarm and ggplot2 (from tidyverse, [80]) for violin plot generation, gridExtra [87] and ggpubr [88] for graph formatting.

### Differential gene expression comparisons

Fifty-two individual samples were included in 48 pairwise comparisons (S2 Table). Although we did not sequence each sample multiple times, we obtained replicates by analyzing samples from similar tissues and host plants together, albeit from different localities. Both *N*. *cervinus* and *N*. *leucoloma* samples originating from native and introduced ranges were included when available but analyzed separately. The DEG levels between groups of samples were compared in a pairwise fashion (1–5 samples per group). Contrasts that fell into similar contrast categories (e.g. host plant, plant family, plant farming method, or those maintained on the natal host plant or switched to a novel host plant) were visualized together in contrast groups of varying sizes (2–15 pairwise contrasts per group).

### Assessing upregulation in three targeted gene categories

To examine the role of IM, DTX, and HD gene regulation among host plant types and other conditions, composite violin/beeswarm DEG plots were constructed to visualize the number of differentially upregulated genes in categories of host detection genes (*odorant binding proteins*, *chemosensory proteins*, *gustatory proteins*), detoxification genes (*cytochrome P450s*, *glutathione S-transferases*, *glutathione peroxidases*, *ABC transporters*, *carboxylesterases*, *UDP-glycosyltransferases*) and immune defense genes (serine proteases/proteinases and serpins modulating the immune defense cascade, general immune response-related gene identities) in the pairwise comparisons used in each set. These were grouped by host plant, host plant family, plant farming method, or host switch condition (see Results), and broken into functional gene groups as defined above, as well as by tissue type. To analyze differential gene expression of a transcript with a certain functional annotation (i.e. odorant-binding protein, a host detection gene), the transcript must be present in both groups in a comparison. In cases where a transcript is annotated for a function of interest in one group (i.e. legume-feeding weevils in a Legume vs. Other comparison) but is not identified in the counterpart group (i.e. weevils feeding on other hosts in a Legume vs. Other comparison), the differential expression of that gene product is not able to be determined and is therefore excluded from the consequent violin plot, generating a different number of data points for each functional annotation within a plot. This does not exclude that comparison pair from being plotted for differential expression of other host detection genes (i.e. chemosensory proteins). The detoxification gene group was analyzed as both aggregate data, by summing the total number of upregulated genes in each condition, and separately by identity, by producing a violin plot that retained the gene’s functional identity information. To examine the potential interactions of sampled tissue type and functional gene group on the weevils’ expression response to different host plants, a rank-based nonparametric pairwise ANOVA was performed using the R package Rfit [89] for each comparison group, which uses a reduction in dispersion algorithm described in [49]. This approach tested each interaction between tissue type, host plant, and gene family identity separately. If the interaction between a pair of variables was significant at α = 0.05, the effect of the interaction was considered an influence on the distribution of the number of overexpressed genes in each comparison.

### Weighted expression heatmaps considering intensity of expression and number of differentially upregulated genes

Heatmaps were constructed using the R package gplots [90] to compare the weighted median intensity of expression (using log_2_FC values) in either direction for the three gene groups of interest. For each set of comparisons, DEGs falling into HD, DTX, or IM groups were separated, and log_2_FC ranges calculated separately for both positive and negative expression levels for each of those three gene groups. Comparisons that returned only one significantly upregulated or downregulated transcript in a gene group were excluded. These six expression range values (positive HD, negative HD, positive DTX, negative DTX, positive IM, and negative IM) were each split into five equal bins based on the range of expression values. This allowed the calculation of a median expression intensity, weighted by the number of genes in each bin, for both positive and negative expression in each of the three gene groups for each comparison. These weighted median expression intensities were then assembled into individual heatmaps separated by tissue type for each comparison group (S1 Fig) and synthesized into two global heatmaps (Fig 2).

Venn diagrams constructed using the R package VennDiagram [86] were employed to explore the number of shared or uniquely differentially expressed gene identities between comparisons. The same dataset used to build the plots for numbers of upregulated genes was used, separating by transcript identity between comparisons and retaining genes that are differentially expressed in either direction for HD, DTX, and IM genes. DEG specificity was visualized in a three-way or four-way Venn diagram, according to the comparison groups being tested.

### Exploration of global expression changes specific to particular host plants or experimental conditions

As *N*. *cervinus* and *N*. *leucoloma* are not model organisms, a preliminary investigation of global expression patterns associated with host plant use was also performed using Gene Set Enrichment Analysis (GSEA) [91]. GSEA identifies functionally enriched pathways and/or families of genes for each comparison, producing a gene ontology (GO) term associated with each of these gene families/sets. Each of these sets are assigned an enrichment score, which indicates the degree to which the component genes of a gene set are overrepresented in that sample. This is normalized to ameliorate differences in gene set size, as some gene families are bigger or more researched than others, as well as differences in expression depth. Finally, a false discovery rate (FDR) is calculated to control for multiple testing and false positive errors.

### Network-based visualization of gene set enrichment patterns across all gene categories

To explore the relationships between these upregulated or downregulated enriched gene sets, a hierarchical clustering analysis of gene ontology terms was performed using the Cytoscape module EnrichmentMap (Cytoscape, v. 3.7.2) [92,93]. Seventeen comparisons with the largest available sample sizes for each tissue class were selected to assemble EnrichmentMaps. Only gene sets with a false discovery rate (FDR) < 0.05 and a log_2_FC > 1 were included to evaluate expression differences [94,95]. Cytoscape parameters were set so that *q* = 0.05, and the default connectivity level was employed. The gene set list files compiled from the initial transcriptome assembly for each species were used as references. This method of visualization allows for interpretation of overlaps between different GO terms/gene sets for a gene network-oriented analysis of regulation patterns at a global level, with stringent selective criteria. To examine differences and similarities in gene set enrichment between hosts and hypotheses, Venn diagrams were constructed, in this case separating GO terms by enrichment direction (positive or negative).

## Supporting information

S1 Fig Individual heat maps displaying expression intensity for significantly up- and downregulated host detection (HD), host detoxification (DTX) and immune defense (IM) genes, including all tissue types for *N*. *cervinus* weevils feeding on different host plants or in different experimental conditions. (i) host-specific expression between weevils feeding on a) Legumes vs. Other (for *N*. *cervinus* and *N*. *leucoloma*), b) Legumes vs. Citrus, c) Conventional vs Organic orange hosts and d) Switch vs Maintain. (ii) contrasts between expression levels while feeding on host plants from the same family Citrus vs. Citrus (Rutaceae:Citrinae), Legume vs Legume (Fabaceae) and Other vs Other (Asteraceae). Shades of red indicate upregulation in Group 1 while shades of blue indicate upregulation in Group 2. Gray indicates that a median differential expression value was not calculated due to a low DEG count.
(PDF)

S2 Fig EnrichmentMaps displaying differentially coexpressed gene sets, as determined by GSEA products. Gene Ontology (GO) term coloration in red indicates upregulation in G1, whereas blue coloration indicates upregulation in G2; the host plant listed first always corresponds to G1. (i) Weevil transcriptome comparisons while feeding on Legume vs. Other host plants: a) *N*. *cervinus* head tissue comparison (Comparison C25i/n). b) *N*. *cervinus* abdomen tissue comparison (Comparison C24i/n). c) *N*. *cervinus* immature tissue comparison (Comparison C56i). (ii) Weevil transcriptome comparisons while feeding on Legume vs. Citrus host plants: a) *N*. *cervinus* head tissue comparison (Comparison C66i). b) *N*. *cervinus* abdomen tissue comparison (Comparison C67i). (iii) Weevil transcriptome comparisons while feeding on Conventional vs. Organic host plants: a) *N*. *cervinus* head tissue comparison (Comparison C38i). b) *N*. *cervinus* abdomen tissue comparison (Comparison C39i). c) *N*. *cervinus* immature tissue comparison (Comparisons C40i). (iv) Weevil transcriptome comparisons while feeding on host plants within the same host-plant family: a) *N*. *cervinus* citrus-citrus head tissue comparison, (Comparisons C50i and C44i). b) *N*. *cervinus* citrus-citrus abdomen tissue comparison (Comparisons C51i and C45i). c) *N*. *cervinus* citrus-citrus immature tissue comparison (Comparisons C52i and C46i). Left hemisphere represents an organic orange vs. rough lemon comparison, whereas the right hemisphere represents a conventional orange vs. rough lemon comparison. d) *N*. *cervinus* aster-aster head tissue comparison (Comparison C27i/n). e) *N*. *cervinus* abdomen tissue comparison (Comparison C26i/n). (v) Switched vs. Maintained host plant weevil transcriptome comparisons: a) *N*. *cervinus* head tissue comparison (Comparison C69i). b) *N*. *cervinus* abdomen tissue comparison (Comparison C70i).
(PDF)

S1 Table List of collection records and samples organized by area. General area indicates if the weevils were gathered from the introduced (INT) or native (NAT) range. Locality name and Coordinates provide locality details with location and state or province codes or names. Host plant indicates the plants where weevils were collected from and were maintained in those hosts while in the lab. When localities had multiple hosts, those are numbered and included in the lab sample code. Lab sample codes include locality code with species designation (C and L), host number in that locality (some localities yielded samples from multiple host plants), tissue (A: Head, B: Abdomen, I: Immature) and preparation number. For samples involved in the switch experiment, numbers in parentheses after the host label indicate switched to a new host plant (1) or maintained in the natal host plant (2) (for example: "Quin71C1(2)A1" denotes the first RNA preparation of head tissue from *N*. *cervinus* collected in FL on the one host present in that locality and maintained in that natal host). Comparisons indicates in which comparison groups those samples were included. Details of the comparisons are provided in S2 Table.
(DOCX)

S2 Table Details of each group of contrasts used for differential expression analysis organized by prediction. Comparison names include species label: C = *N*. *cervinus*; L = *N*. *leucoloma;* number within that species and range: i = both sample groups originated from the introduced range; i/n = sample groups are from different ranges, one from introduced range and one from the native range; n = both sample groups originated from the native range. Comparison details include Species name, host plant, host plant groups, or experimental condition for each sample group. Comparison groups display lab sample codes as detailed in S1 Table, which also includes the geographic origin of each sample.
(DOCX)

S3 Table Quality-filtered read mapping for each sample included in downstream comparisons. Reads after quality filtering denote the total quantity of reads after read trim filtering in Trinity; reads mapped indicate the total number of reads successfully mapped to the *de novo* transcriptome assembly of that species.
(DOCX)

S4 Table Summary of significantly enriched GO terms derived from EnrichmentMaps for each comparison and tissue. Significantly enriched GO terms are displayed by hypothesis, species and tissue in decreasing order of normalized enrichment score (NES). Within each contrast, the numbers of significantly enriched GO terms and the direction of enrichment are indicated (enriched G1/enriched G2) together with the number of connections between GO terms in each direction produced by Cytoscape (positive/negative) and the location of the enrichment map within S2 Fig. MF, CC, BP indicate which category each enriched GO term belongs to (molecular function, cellular component, biological process) and the number after that indicates how many genes are in that set. Numbers in brackets after each GO term indicate values of (NES) and false discovery rate q-value (FDR).
(DOCX)

S5 Table Summary of computational resources used in this study. Description of Trinity alignment parameters and R packages including the sources for each module.
(DOCX)

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S1 Fig — (i) host-specific expression between weevils feeding on a) Legumes vs. Other (for N. cervinus and N. leucoloma), b) Legumes vs. Citrus, c) Conventional vs Organic orange hosts and d) Switch vs Maintain. (ii) contrasts between expression levels while feeding on host plants from the same family Citrus vs. Citrus (Rutaceae:Citrinae), Legume vs Legume (Fabaceae) and Other vs Other (Asteraceae). Shades of red indicate upregulation in Group 1 while shades of blue indicate upregulation in Group 2. Gray indicates that a median differential expression value was not calculated due to a low DEG count.

i) a) *N. cervinus*

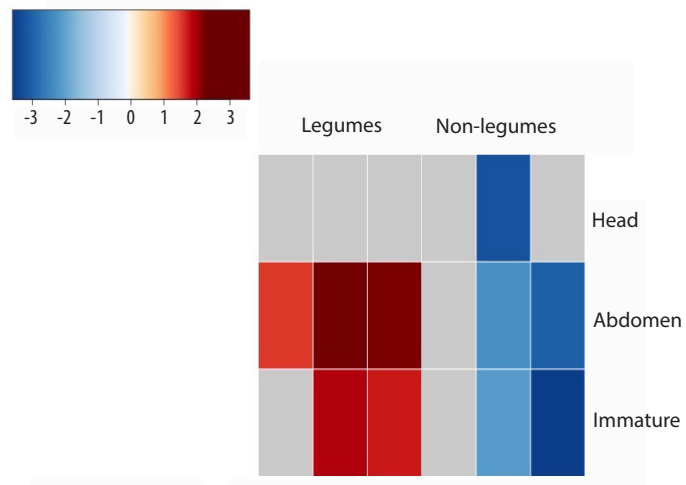

a) *N. leucomela*

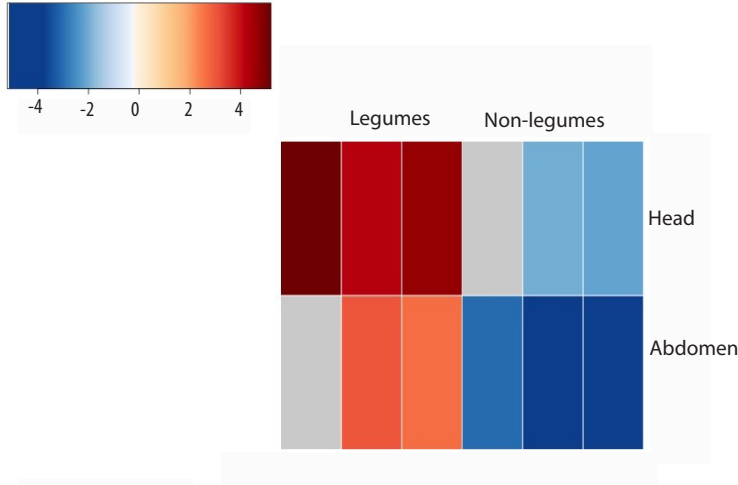

b)

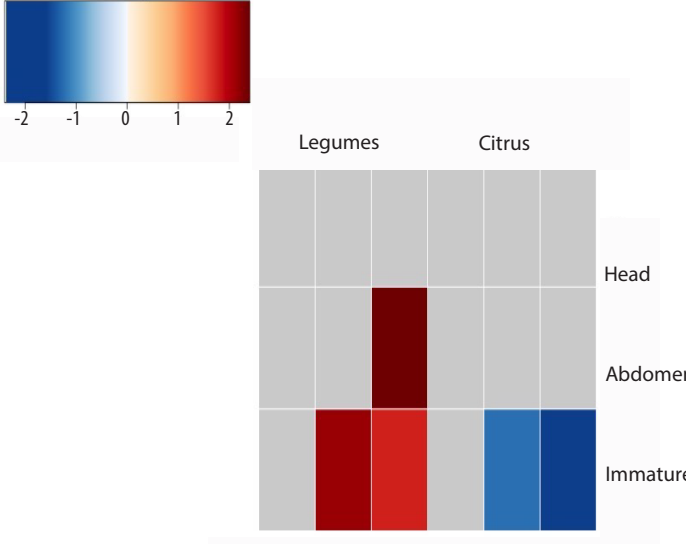

c)

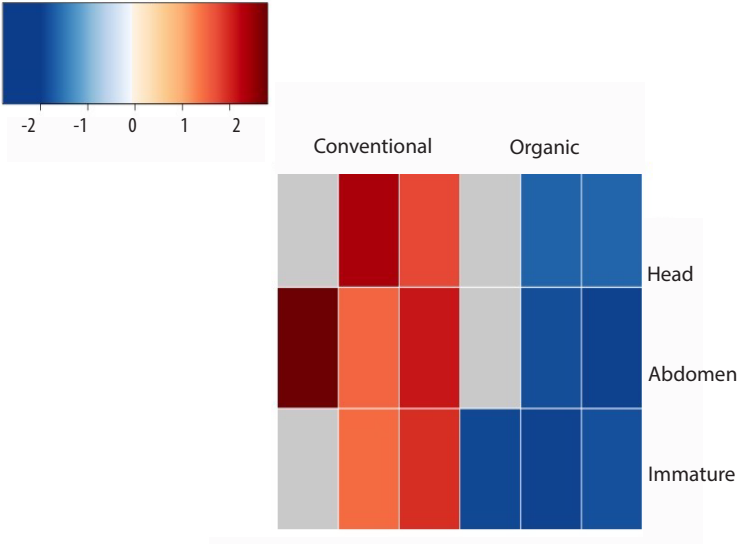

d)

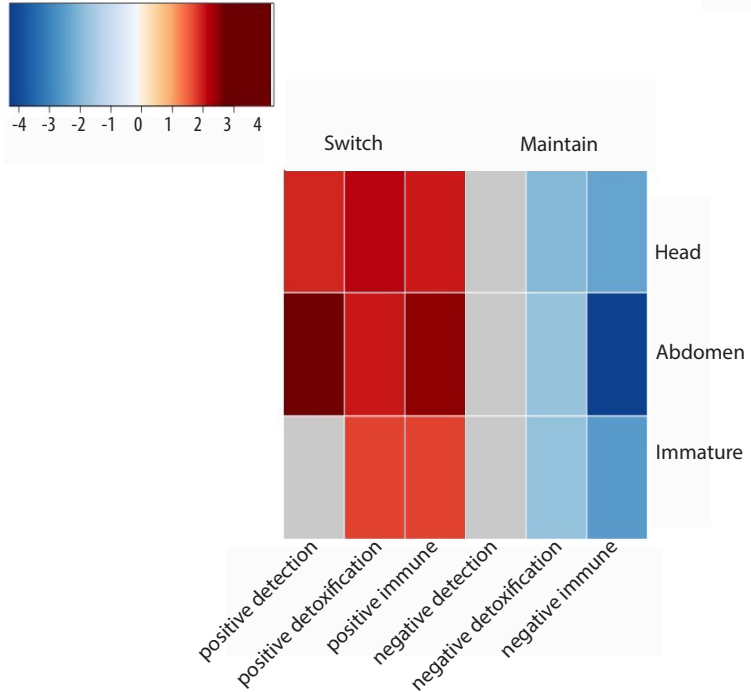

positive detection  
positive detoxification  
positive immune  
negative detection  
negative detoxification  
negative immune

ii)

Citrus vs. Citrus  
(Rutaceae: Citrinae)

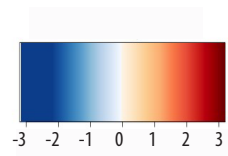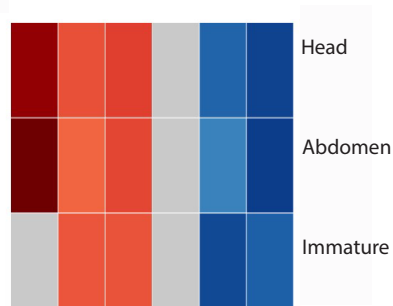

Legume vs. Legume  
(Fabaceae)

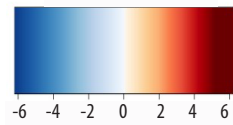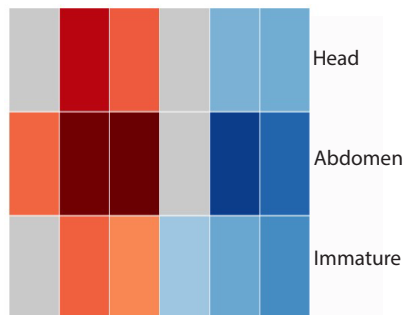

Other vs. Other  
(Asteraceae)

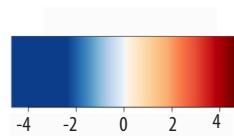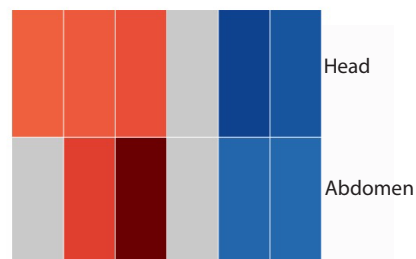

positive detection  
positive detoxification  
positive immune  
negative detection  
negative detoxification  
negative immune

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202

a) Head tissue

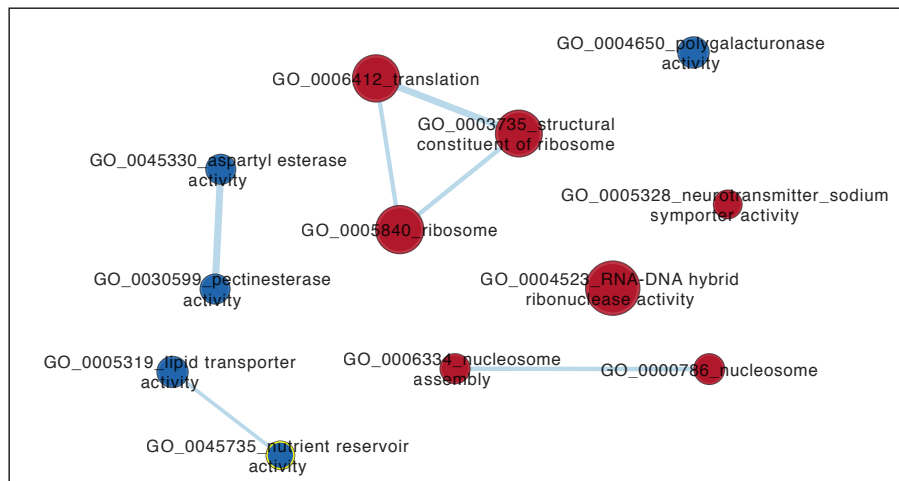

b) Abdomen tissue

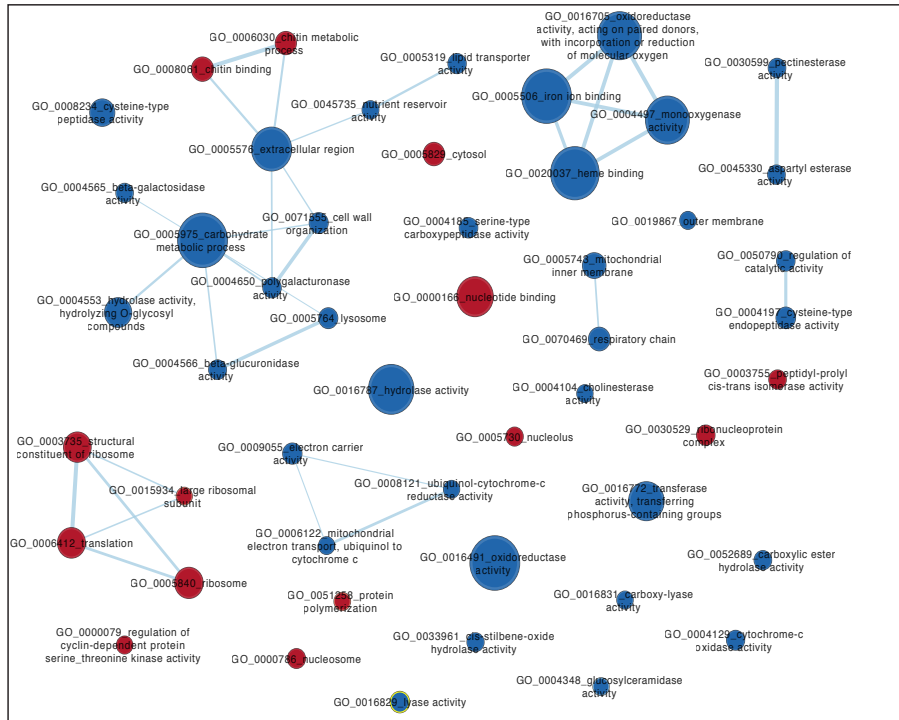

c) Immature tissue

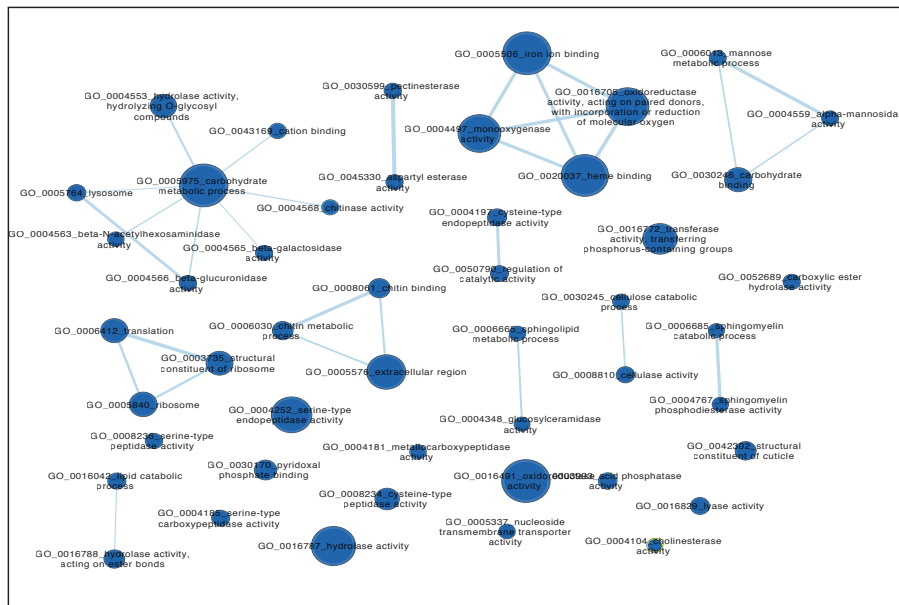

ii) Legume vs. Citrus

a) Head tissue

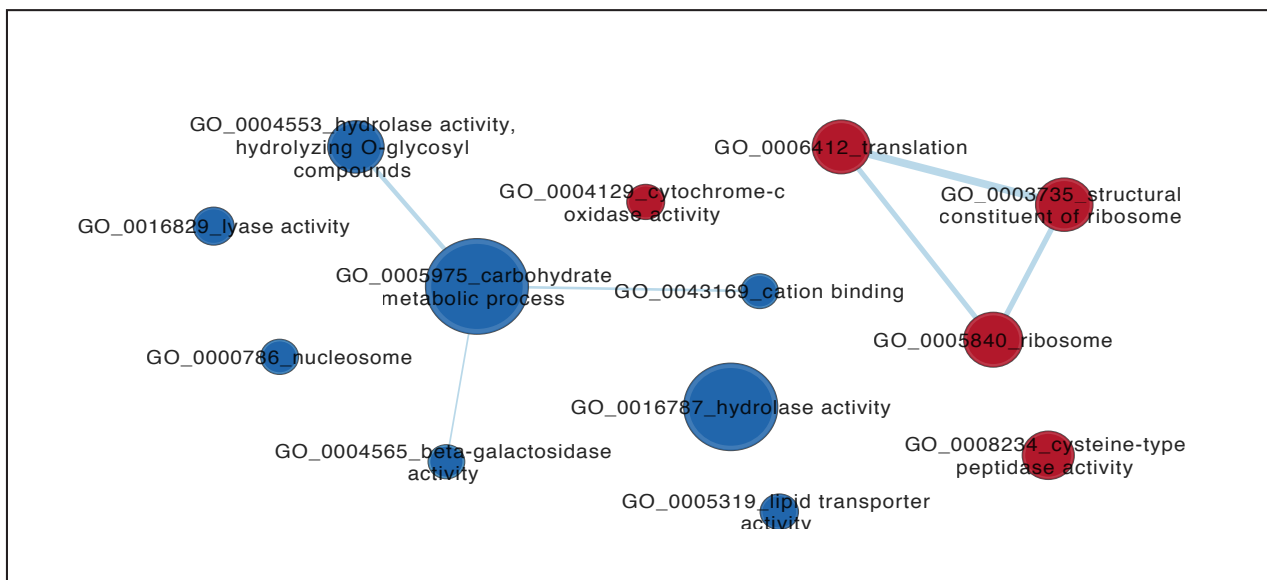

b) Abdomen tissue

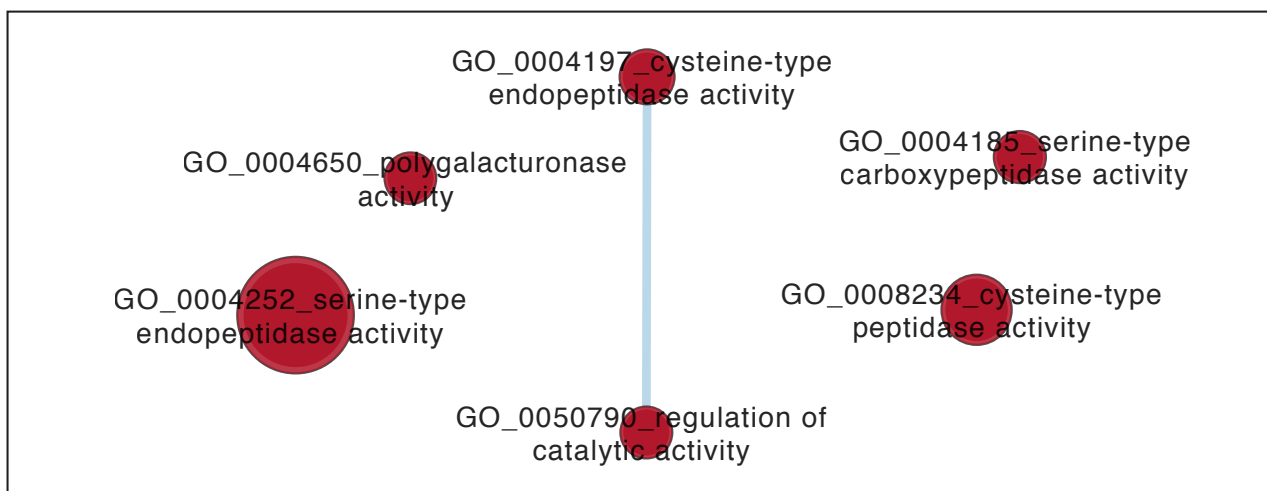

c) Immature tissue

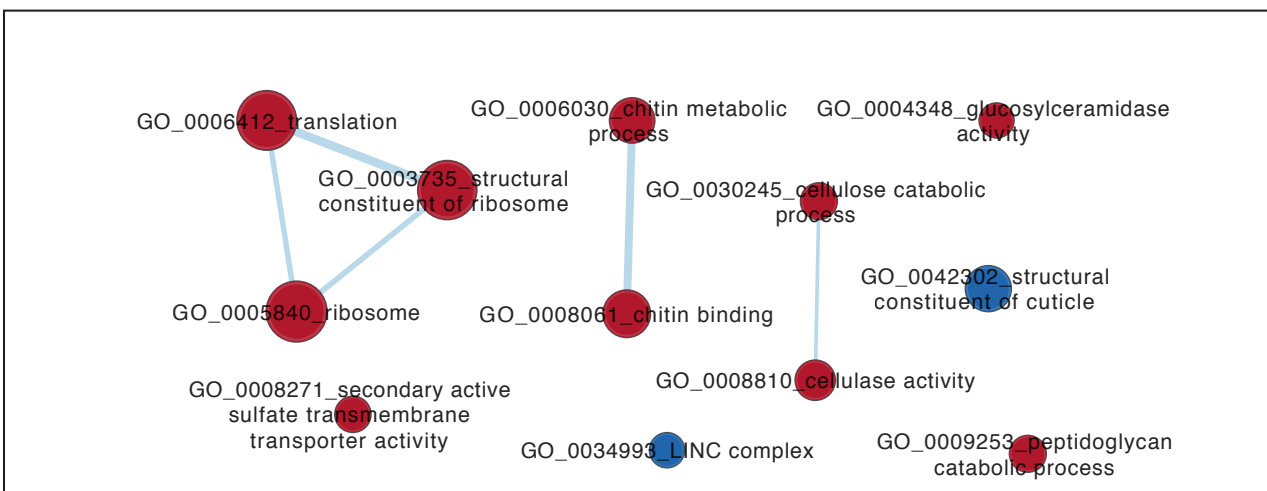

iii) Conventional vs. Organic

a) Head tissue

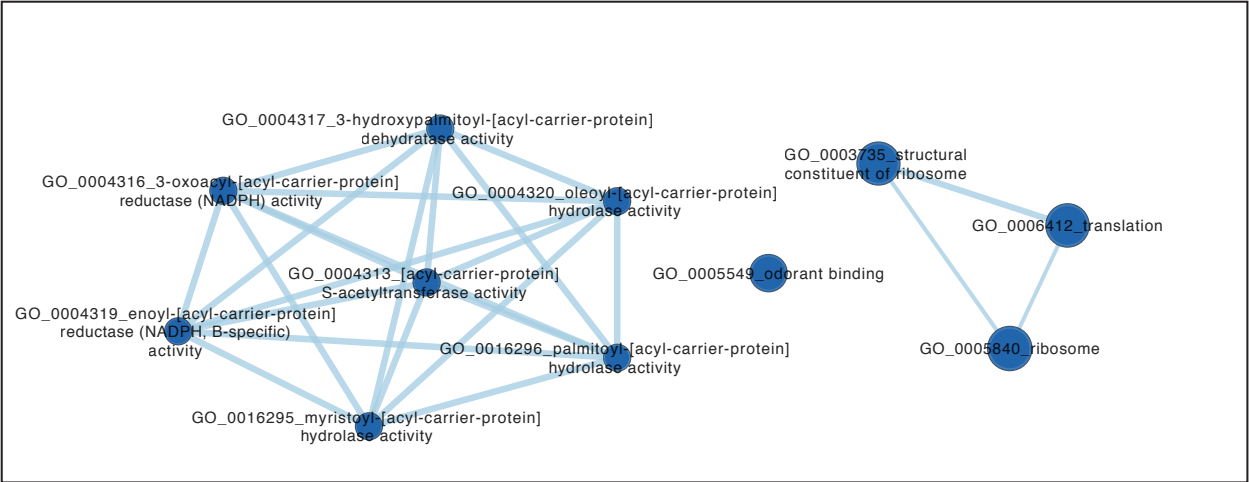

b) Abdomen tissue

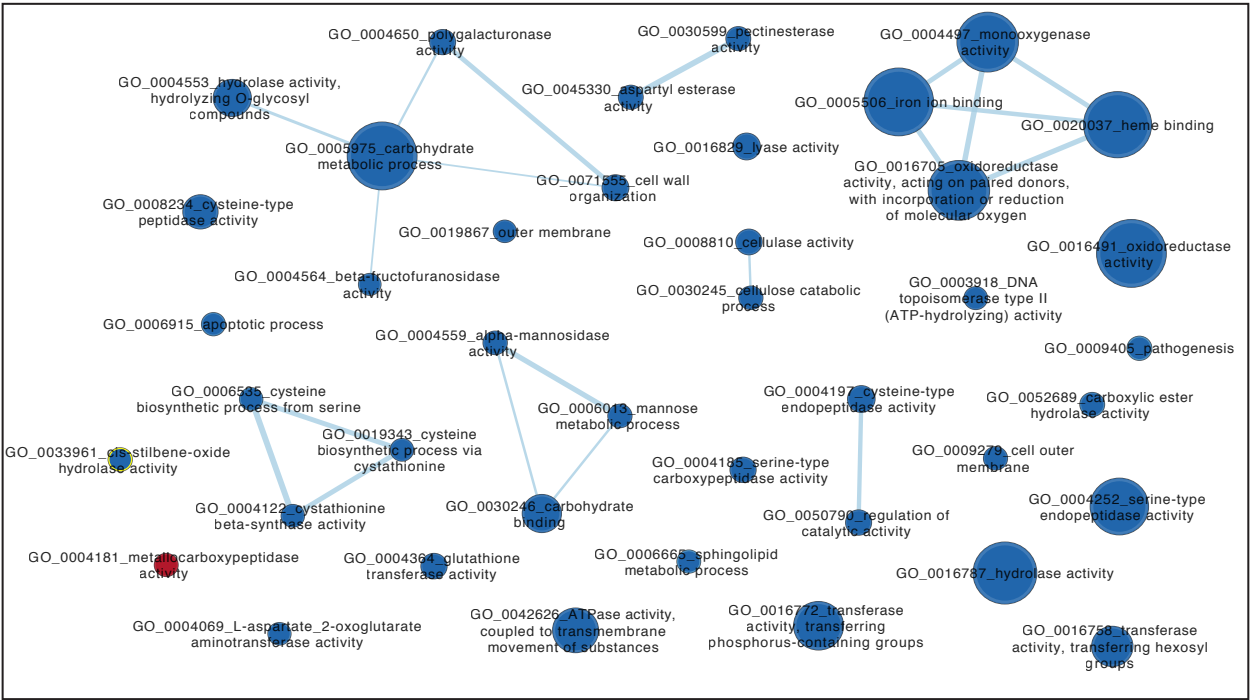

c) Immature tissue

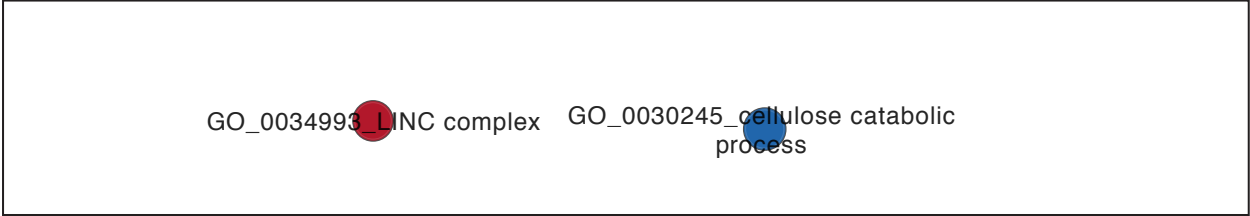

[illegible][illegible]

d) Aster vs. Aster  
Head tissue

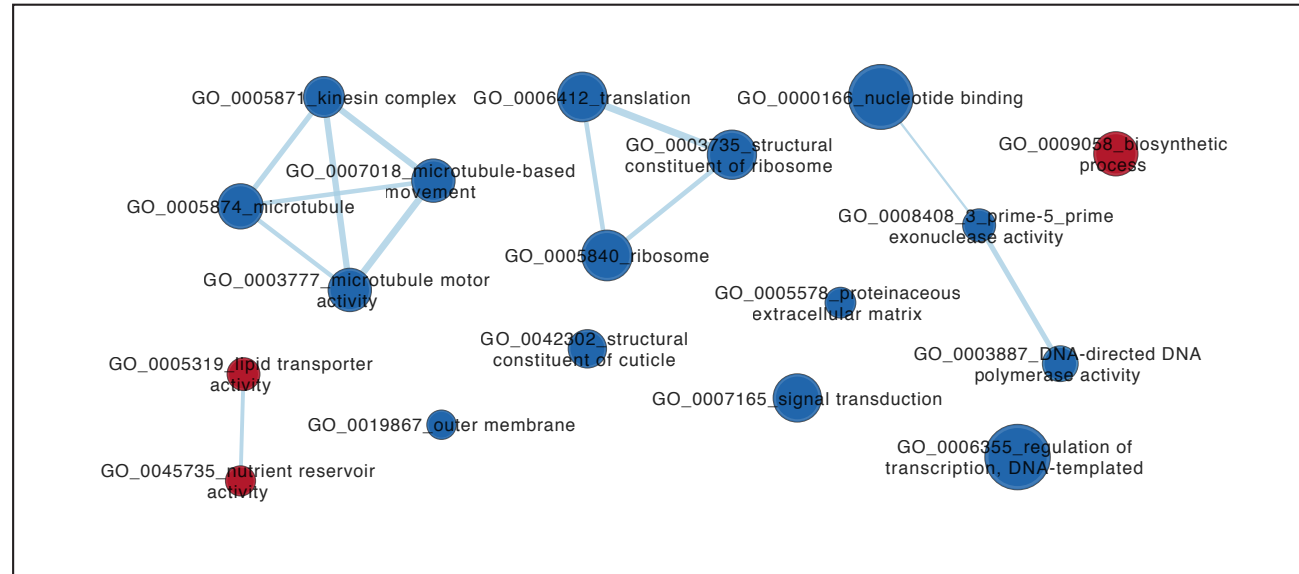

e) Aster vs. Aster  
Abdomen tissue

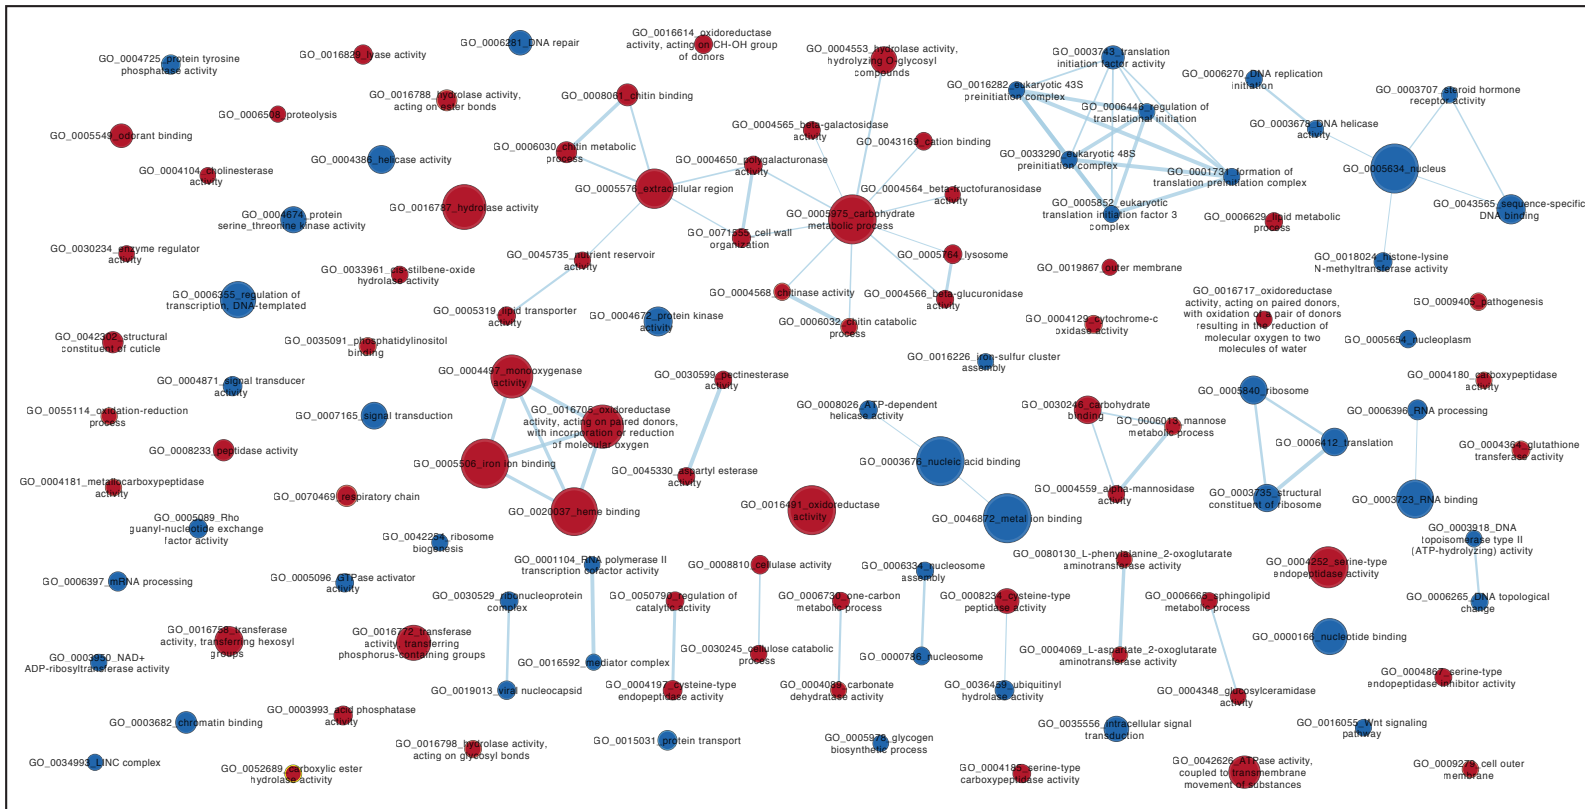

### v) Switch vs. Maintain

a) Head tissue

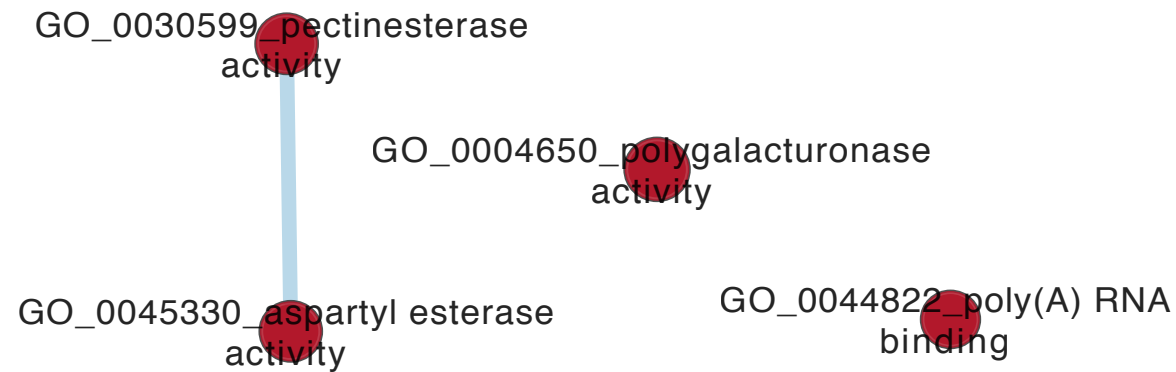

b) Adbomen tissue

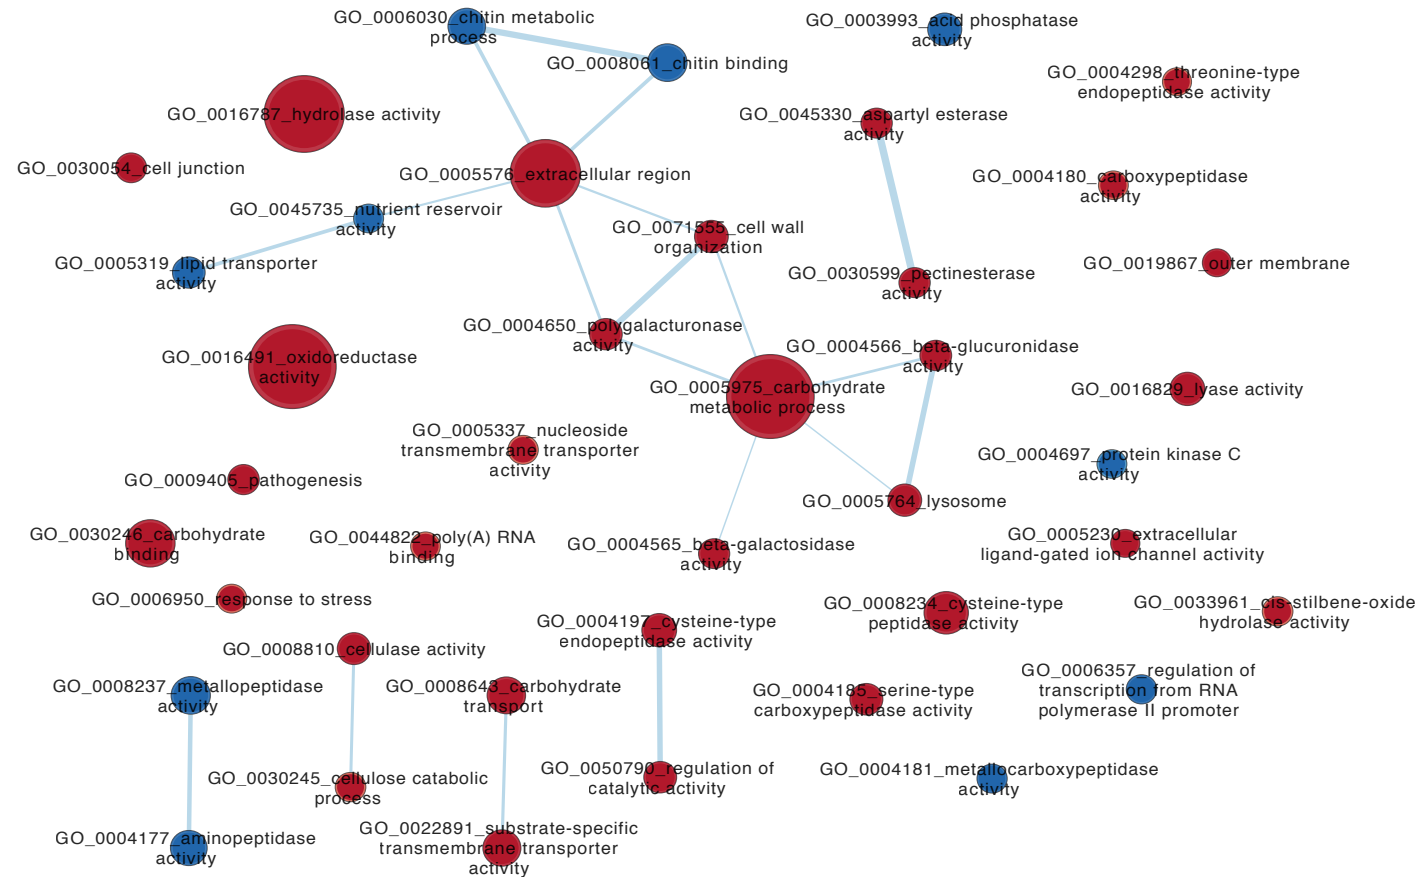

**Supplement:** S2 Fig — Gene Ontology (GO) term coloration in red indicates upregulation in G1, whereas blue coloration indicates upregulation in G2; the host plant listed first always corresponds to G1. (i) Weevil transcriptome comparisons while feeding on Legume vs. Other host plants: a) N. cervinus head tissue comparison (Comparison C25i/n). b) N. cervinus abdomen tissue comparison (Comparison C24i/n). c) N. cervinus immature tissue comparison (Comparison C56i). (ii) Weevil transcriptome comparisons while feeding on Legume vs. Citrus host plants: a) N. cervinus head tissue comparison (Comparison C66i). b) N. cervinus abdomen tissue comparison (Comparison C67i). (iii) Weevil transcriptome comparisons while feeding on Conventional vs. Organic host plants: a) N. cervinus head tissue comparison (Comparison C38i). b) N. cervinus abdomen tissue comparison (Comparison C39i). c) N. cervinus immature tissue comparison (Comparisons C40i). (iv) Weevil transcriptome comparisons while feeding on host plants within the same host-plant family: a) N. cervinus citrus-citrus head tissue comparison, (Comparisons C50i and C44i). b) N. cervinus citrus-citrus abdomen tissue comparison (Comparisons C51i and C45i). c) N. cervinus citrus-citrus immature tissue comparison (Comparisons C52i and C46i). Left hemisphere represents an organic orange vs. rough lemon comparison, whereas the right hemisphere represents a conventional orange vs. rough lemon comparison. d) N. cervinus aster-aster head tissue comparison (Comparison C27i/n). e) N. cervinus abdomen tissue comparison (Comparison C26i/n). (v) Switched vs. Maintained host plant weevil transcriptome comparisons: a) N. cervinus head tissue comparison (Comparison C69i). b) N. cervinus abdomen tissue comparison (Comparison C70i).

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S1 Table — General area indicates if the weevils were gathered from the introduced (INT) or native (NAT) range. Locality name and Coordinates provide locality details with location and state or province codes or names. Host plant indicates the plants where weevils were collected from and were maintained in those hosts while in the lab. When localities had multiple hosts, those are numbered and included in the lab sample code. Lab sample codes include locality code with species designation (C and L), host number in that locality (some localities yielded samples from multiple host plants), tissue (A: Head, B: Abdomen, I: Immature) and preparation number. For samples involved in the switch experiment, numbers in parentheses after the host label indicate switched to a new host plant (1) or maintained in the natal host plant (2) (for example: "Quin71C1(2)A1" denotes the first RNA preparation of head tissue from N. cervinus collected in FL on the one host present in that locality and maintained in that natal host). Comparisons indicates in which comparison groups those samples were included. Details of the comparisons are provided in S2 Table.

**S1 Table. List of collection records and samples organized by area.** General area indicates if the weevils were gathered from the introduced (INT) or native (NA) range. Locality name and Coordinates provide locality details with location and state or province codes or names. Host plant indicates the plants where weevils were collected from and were maintained in those hosts while in the lab. When localities had multiple hosts, those are numbered and included in the lab sample code. Lab sample codes include locality code with species designation (C and L), host number in that locality (some localities yielded samples from multiple host plants), tissue (A: head, B: abdomen, I: immature) and preparation number. For samples involved in the switch experiment, numbers in parentheses after the host label indicate switched to a new host plant (1) or maintained in the natal host plant (2) (for example: "Quin71C1(2)A1" denotes the first RNA preparation of head tissue from *N. cervinus* collected in FL on the one host present in that locality and maintained in that natal host). Comparisons indicates in which comparison groups those samples were included. Details of the comparisons are provided in Supplementary Table 2.

| General Area | Locality name | Coordinates | Locality code | Host plant | Lab sample codes | Comparisons | Species |
| --- | --- | --- | --- | --- | --- | --- | --- |
| INT: USA: Southeast | Forsyth, GA | 33°02.272' N ; 083°55.55' W | For67C | Kudzu (Pueraria montana) | For67C1A1, For67C1B1, | Legume vs. Other; Legume vs. Citrus | *N. cervinus* |
|  | Byron, GA | 32°39.225' N ; 083°42.91' W | Byr68C | Asteraceae | Byr68C1A1, Byr68C1B1, Byr68C1I1 | Legume vs. Other; Asteraceae (HF) | *N. cervinus* |
|  | Post Street Park, Douglasville GA | 33°42.392' N ; 084°50.557' W | Post70C | Kudzu (Pueraria montana) | Post70C1A1, Post70C1B1, Post70C1I1 | Legume vs. Other; Legume vs. Citrus | *N. cervinus* |
|  | Post Street Park, Douglasville GA | 33°42.392' N ; 084°50.557' W | Post70L | Kudzu (Pueraria montana) | Post70L1A1, Post70L1B1 | Legume vs. Other; Fabaceae (HF) | *N. leucoloma* |
|  | Quincy, FL | 33°42.392' N ; 084°50.557' W | Quin71C | *Pawlonia tomentosa* (2) and Crepe myrtle (Lagerstroemia sp.) (4) | Quin71C2(1)A1, Quin71C2(2)A1, Quin71C2(1)B1, Quin71C2(2)B1, Quin71C2I1, Quin71C4I1 | Legume vs. Other; Switch vs. maintain | *N. cervinus* |
|  | Oleary, FL | 29°49.441' N ; 082°35.391' W | Olear72C | Kudzu (Pueraria montana) | Olear72C1A1, Olear72C1B1, Olear72C1I1 | Legume vs. Other; Asteraceae (HF) | *N. cervinus* |
|  | Fairhope, AL | 30°32.293' N ; 087°53.022' W | Fair74L | Soybean | Fair74L1A1, Fair74L1B1, Fair74L1I1 | Legume vs. Other; Fabaceae (HF) | *N. leucoloma* |
| INT: USA: West Coast | Kern Co., CA | 35°21.626' N ; 118°52.444' W | Ker_oneC | Oranges (Citrus sinensis “Valencia”), organic methods | Ker_oneC1A1, Ker_oneC1B1 | Legume vs. Citrus; Conventional vs. Organic, Rutaceae (HF) | *N. cervinus* |
|  | Kern Co., CA | 35°21.501' N ; 118°51.801' W | Ker_twoC | Oranges (Citrus sinensis “Valencia”), organic methods | Ker_twoC1I1 | Legume vs. Citrus; Conventional vs. Organic, Rutaceae (HF) | *N. cervinus* |
|  | Tulare Co., CA | 36°21.106' N ; 119°04.836' W | Tul_oneC | Oranges (Citrus sinensis “Valencia”), conventional methods | Tul_oneC1A1, Tul_oneC1B1, Tul_onetwoC1I1* | Legume vs. Citrus; Conventional vs. Organic, Rutaceae (HF) | *N. cervinus* |
|  | Tulare Co., CA | 36°19.987' N ; 119°05.603' W | Tul_twoC | Oranges (Citrus sinensis “Valencia”), conventional methods | Tul_twoC1A1, Tul_twoC1B1, Tul_onetwoC1I1* | Legume vs. Citrus; Conventional vs. Organic, Rutaceae (HF) | *N. cervinus* |
|  | Tulare Co., CA | 36°21.216' N ; 119°83.377' W | Tul_threeC (1,2,3,4,5,6) | varied hosts. 1: Pummelo; (Citrus maxima)2: Valencia oranges (Citrus sinensis “Valencia”); 3: Rubidoux mandarin; 4: Kao Pan Pummelo (Citrus maxima “Kao Pan”); 5: Tahitian and Sarawak Pummelo (Citrus maxima “Tahitian and Sarawak”); 6: UCLA and Vangasy rough lemon (Citrus jambhiri “UCLA and Vangasy” | Tul_threeC4A1, Tul_threeC4I2,  Tul_threeC6(1)A1, Tul_threeC6(2)A1, Tul_threeC6(1)B1, Tul_threeC6(2)B1, Tul_threeC6(1)I2, Tul_threeC6(2)I2, | Legume vs. Citrus; Rutaceae (HF); Switch vs. maintain | *N. cervinus* |
| NAT: Argentina: Rio de la Plata area | Pereyra Iraola, Buenos Aires | 34°50.96' S ; 058°08.13' W | Per76C | *Prunella vulgaris* | Per76C1A1; Per76C1B1 | Legume vs. Other | *N. cervinus* |
|  | Rosedal, Buenos Aires | 34°34.148' S ; 058°25.15' W | Ros77C | Caprifoleacea | Ros77C1A1; Ros77C1B1 | Legume vs. Other | *N. cervinus* |
|  | Rosedal, Buenos Aires | 34°34.148' S ; 058°25.15' W | Ros77L | *Poncirus trifoliata* | Ros77L1A1; Ros77L1B1 | Legume vs. Other | *N. leucoloma* |
|  | Ottamendi, Buenos Aires | 34°13.773' S ; 058°53.84' W | Otta78C | *Baccharis salisifolia* | Otta78C1A1; Otta78C1B1 | Legume vs. Other; Asteraceae (HF) | *N. cervinus* |
|  | Gualeguaychu, Entre Rios | 33°03.285' S ; 058°25.74' W | Ñan79C | *Baccharis sp.* | Ñan79C1A1; Ñan79C1B1 | Legume vs. Other; Asteraceae (HF) | *N. cervinus* |
|  | Gualeguaychu, Entre Rios | 32°58.354' S ; 058°27.78' W | Eli80L | *Soybean (Glycine max)* | Eli80L1A1 | Legume vs. Other; Fabaceae (HF) | *N. leucoloma* |
|  | Isla Talavera, Entre Rios | 34°04.830' S ; 058°59.79' W | Tala81C | *Baccharis sp.* | Tala81C1A1; Tala81C1B1 | Legume vs. Other; Asteraceae (HF) | *N. cervinus* |
|  | Solis, Buenos Aires | 34°18.760' S ; 059°17.209' W | Sol82L | Soybean *(Glycine max)* | Sol82L1A1 | Legume vs. Other | *N. leucoloma* |

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S2 Table — Comparison names include species label: C = N. cervinus; L = N. leucoloma; number within that species and range: i = both sample groups originated from the introduced range; i/n = sample groups are from different ranges, one from introduced range and one from the native range; n = both sample groups originated from the native range. Comparison details include Species name, host plant, host plant groups, or experimental condition for each sample group. Comparison groups display lab sample codes as detailed in S1 Table, which also includes the geographic origin of each sample.

**S2 Table. Details of each group of contrasts used for differential expression analysis organized by prediction.** Comparison names include species label: C = *N. cervinus*; L = *N. leucoloma;* number within that species and range: i = both sample groups originated from the introduced range; i/n = sample groups are from different ranges, one from introduced range and one from the native range; n = both sample groups originated from the native range. Comparison details include Species name, host plant, host plant groups, or experimental condition for each sample group. Comparison groups display lab sample codes as detailed in S1 Table, which also includes the geographic origin of each sample.

| **Prediction** | **Comparison Name** | **Comparison Details: Species/host plant or experimental condition (tissue)** | **Comp. Group 1** | **Comp. Group 2** |
| --- | --- | --- | --- | --- |
| Legume vs. Other | Comp. C17i/n | *N. cervinus/Kudzu/Prunella (head)* | For67C1A1  Post70C1A1 | Per76C1A1 |
|  | Comp. C21i/n | *N. cervinus/Kudzu/Caprifoleacea (head)* | For67C1A1  Post70C1A1 | Ros77C1A1 |
|  | Comp. C25i/n | *N. cervinus/Kudzu/Baccharis (head)* | For67C1A1  Post70C1A1 | Otta78C1A1  Ñan79C1A1  Tala81C1A1 |
|  | Comp. C3i | *N. cervinus/Kudzu/Asters (head)* | For67C1A1  Post70C1A1 | Byr68C1A1  Oleary72C1A1 |
|  | Comp. C5i | *N. cervinus/Asters/Kudzu (abdomen)* | Byr68C1B1  Oleary72C1B1 | For67C1B1  Post70C1B1 |
|  | Comp. C16i/n | *N. cervinus/Kudzu/Prunella (abdomen)* | For67C1B1  Post70C1B1 | Per76C1B1 |
|  | Comp. C20i/n | *N. cervinus/Kudzu/Caprifoleacea (abdomen)* | For67C1B1  Post70C1B1 | Ros77C1B1 |
|  | Comp. C24i/n | *N. cervinus/Kudzu/Baccharis (abdomen)* | For67C1B1  Post70C1B1 | Otta78C1B1  Ñan79C1B1  Tala81C1B1 |
|  | Comp. C56i | *N. cervinus/Kudzu/aster (immature)* | Post70C1I1 | Olear72C1I1  Byr68C1I1 |
|  | Comp. C57i | *N. cervinus/Kudzu/Paulownia (immature)* | Post70C1I1 | Quin71C2I1 |
|  | Comp. C58i | *N. cervinus/Kudzu/Crepe myrtle (immature)* | Post70C1I1 | Quin71C4I1 |
|  | Comp. L5i/n | *N. leucoloma/Soybean/Spiraea (head)* | Eli80L1A1  Fair74L1A1  Sol82L1A1 | Ros77L1A1 |
|  | Comp. L29i/n | *N. leucoloma/Spiraea/Kudzu (head)* | Ros77L1A1 | Post70L1A1 |
|  | Comp. L15n | *N. leucoloma/Spiraea/Soybean (head)* | Ros77L1A1 | Eli80L1A1  Sol82L1A1 |
|  | Comp. L28i/n | *N. leucoloma/Spiraea/Kudzu (abdomen)* | Ros77L1B1 | Post70L1B1 |
|  | Comp. L6i/n | *N. leucoloma/Soybean/Spiraea (abdomen)* | Post70L1B1  Fair74L1B1 | Ros77L1B1 |
| Legume vs. Citrus | Comp. C66i/n | *N. cervinus/Citrus/Legume (head)* | Ker_oneC1A1  Tul_twoC1A1  Tul_threeC4A1  Tul_threeC6(1)A1 | Post70C1A1  For67C1A1 |
|  | Comp. C67i/n | *N. cervinus/Citrus/Legume (abdomen)* | Ker_oneC1B1  Tul_twoC1B1  Tul_threeC4B1  Tul_threeC6(1)B1 | Post70C1B1  For67C1B1 |
|  | Comp. C68i/n | *N. cervinus/Citrus/Legume (immature)* | Ker_twoC2I1  Tul_onetwoC1I1  Tul_threeC4I2  Tul_threeC6(1)I2 | Post70C1I1 |
| Conventional vs. Organic | Comp. C38i | *N. cervinus/conventional oranges/organic oranges (head)* | Tul_twoC1A1 | Ker_oneC1A1 |
|  | Comp. C39i | *N. cervinus/conventional oranges/organic oranges (abdomen)* | Tul_twoC1B1 | Ker_oneC1B1 |
|  | Comp. C40i | *N. cervinus/conventional oranges/organic oranges (immature)* | Tul_onetwoC1I1 | Ker_twoC2I1 |
| HF: Asteraceae comparison | Comp. C27i/n | *N. cervinus/Baccharis/Aster (head)* | Otta78C1A1  Ñan79C1A1  Tala81C1A1 | Byr68C1A1  Oleary72C1A1 |
|  | Comp. C26i/n | *N. cervinus/Baccharis/Aster (abdomen)* | Otta78C1B1  Ñan79C1B1  Tala81C1B1 | Byr68C1B1  Oleary72C1B1 |
| HF: Fabaceae comparison | Comp. L30i/n | *N. leucoloma/Kudzu/Soybean (head)* | Post70L1A1 | Eli80L1A1  Sol82L1A1 |
|  | Comp. L1i | *N. leucoloma/Kudzu/Soybean (head)* | Post70L1A1 | Fair74L1A1 |
|  | Comp. L2i | *N. leucoloma/Kudzu/Soybean (abdomen)* | Post70L1B1 | Fair74L1B1 |
|  | Comp. L62i | *N. leucoloma/kudzu/soybean (immature)* | Post70L1I1 | Fair74L1I1 |
| HF: Rutaceae comparison | Comp. C47i | *N. cervinus/organic oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (head)* | Ker_oneC1A1 | Tul_threeC4A1 |
|  | Comp. C50i | *N. cervinus/organic oranges/UCLA and Vangassay rough lemon (head)* | Ker_oneC1A1 | Tul_threeC6(1)A1 |
|  | Comp. C53i | *N. cervinus/Pummelos (CRC, Kao Pan, Tahitian/Sarawak)/UCLA and Vangassay rough lemon (head)* | Tul_threeC4A1 | Tul_threeC6(1)A1 |
|  | Comp. C41i | *N. cervinus/conventional oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (head)* | Tul_twoC1A1 | Tul_threeC4A1 |
|  | Comp. C44i | *N. cervinus/conventional oranges/UCLA and Vangassay rough lemon (head)* | Tul_twoC1A1 | Tul_threeC6(1)A1 |
|  | Comp. C48i | *N. cervinus/organic oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (abdomen)* | Ker_oneC1B1 | Tul_threeC4B1 |
|  | Comp. C51i | *N. cervinus/organic oranges/UCLA and Vangassay rough lemon (abdomen)* | Ker_oneC1B1 | Tul_threeC6(1)B1 |
|  | Comp. C54i | *N. cervinus/Pummelos (CRC, Kao Pan, Tahitian/Sarawak)/UCLA and Vangassay rough lemon (abdomen)* | Tul_threeC4B1 | Tul_threeC6(1)B1 |
|  | Comp. C42i | *N. cervinus/conventional oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (abdomen)* | Tul_twoC1B1 | Tul_threeC4B1 |
|  | Comp. C45i | *N. cervinus/conventional oranges/UCLA and Vangassay rough lemon (abdomen)* | Tul_twoC1B1 | Tul_threeC6(1)B1 |
|  | Comp. C49i | *N. cervinus/organic oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (immature)* | Ker_twoC2I1 | Tul_threeC4I2 |
|  | Comp. C52i | *N. cervinus/organic oranges/UCLA and Vangassay rough lemon (immature)* | Ker_twoC2I1 | Tul_threeC6(1)I2 |
|  | Comp. C43i | *N. cervinus/conventional oranges/Pummelos (CRC, Kao Pan, Tahitian/Sarawak) (immature)* | Tul_onetwoC1I1 | Tul_threeC4I2 |
|  | Comp. C46i | *N. cervinus/conventional oranges/UCLA and Vangassay rough lemon (immature)* | Tul_onetwoC1I1 | Tul_threeC6(1)I2 |
|  | Comp. C55i | *N. cervinus/Pummelos (CRC, Kao Pan, Tahitian/Sarawak)/UCLA and Vangassay rough lemon (immature)* | Tul_threeC4I2 | Tul_threeC6(1)I2 |
| Switch vs. Maintain | Comp. C2i | *N. cervinus/Sweet potato/Paulownia (head)* | Quin71C1(1)A1 | Quin71C1(2)A1 |
|  | Comp.C4i | *N. cervinus/Sweet potato/Paulownia (abdomen)* | Quin71C1(1)B1 | Quin71C1(2)B1 |
|  | Comp. C69i | *N. cervinus/Sweet potato/Rough lemon (head)* | Tul_threeC6(1)A1 | Tul_threeC6(2)A1 |
|  | Comp. C70i | *N. cervinus/Sweet potato/Rough lemon (abdomen)* | Tul_threeC6(1)B1 | Tul_threeC6(2)B1 |
|  | Comp. C71i | *N. cervinus/Sweet potato/Rough lemon (immature)* | Tul_threeC6(1)I2 | Tul_threeC6(2)I2 |

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S3 Table — Reads after quality filtering denote the total quantity of reads after read trim filtering in Trinity; reads mapped indicate the total number of reads successfully mapped to the de novo transcriptome assembly of that species.

**S3 Table. Quality-filtered read mapping for each sample included in downstream comparisons.** Reads after quality filtering denote the total quantity of reads after Trimmomatic read filtering in Trinity; reads mapped indicate the total number of reads successfully mapped to the *de novo*  transcriptome assembly of that species.

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S4 Table — Significantly enriched GO terms are displayed by hypothesis, species and tissue in decreasing order of normalized enrichment score (NES). Within each contrast, the numbers of significantly enriched GO terms and the direction of enrichment are indicated (enriched G1/enriched G2) together with the number of connections between GO terms in each direction produced by Cytoscape (positive/negative) and the location of the enrichment map within S2 Fig. MF, CC, BP indicate which category each enriched GO term belongs to (molecular function, cellular component, biological process) and the number after that indicates how many genes are in that set. Numbers in brackets after each GO term indicate values of (NES) and false discovery rate q-value (FDR).

**S4 Table. Summary of significantly enriched GO terms derived from Enrichment Maps for each comparison and tissue.** Significantly enriched GO terms are displayed by hypothesis, species and tissue in decreasing order of Normalized enrichment score (NES). Within each contrast, the numbers of significantly enriched GO terms and the direction of enrichment are indicated (enriched G1/enriched G2) together with the number of connections between GO terms in each direction produced by Cytoscape (positive/negative) and the location of the enrichment map within S2 Fig. MF, CC, BP indicate which category each enriched GO term belongs to (molecular function, cellular component, biological process) and the number after that indicates how many genes are in that set. Numbers in brackets after each GO term indicate values of (NES) and false discovery rate q-value (FDR).

| Hypothesis |  | Head | Abdomen | Immature |
| --- | --- | --- | --- | --- |
| Legume vs. Other | # of enriched GO terms | 12 (7/5) | 27(10,17) | 18(0/18) |
|  | Enriched # of connections | 5/4 (S2 ia) | 6/20 (S2 ib) | 0/33 (S2 ic) |
|  | Positively enriched in G1, relative to G2: GO terms | GO_0000786_NUCLEOSOME: CC, 24 [2.77; 0]  GO_0003735_STRUCTURAL CONSTITUENT OF RIBOSOME: MF, 127 [2.58; 0]  GO_0006412_TRANSLATION: BP, 130 [2.51; 0]  GO_0006334_NUCLEOSOME ASSEMBLY: BP, 18 [2.34; 0.001]  GO_0005840_RIBOSOME: CC, 140 [2.25; 0.002]  GO_0004523_RNA-DNA HYBRID RIBONUCLEASE ACTIVITY: MF, 95 [2.10; 0.01]  GO_0005328_NEUROTRANSMITTER_SODIUM SYMPORTER ACTIVITY: MF, 13 [2.10; 0.01] | GO_0006412_TRANSLATION: BP, 130 [2.10; 0]  GO_0003735_STRUCTURAL CONSTITUENT OF RIBOSOME: MF, 127 [2.10; 0]  GO_0005840_RIBOSOME: CC, 140 [2.04; 2.71E-04]  GO_0005730_NUCLEOLUS: CC, 21 [1.93; 0.003]  GO_0006030_CHITIN METABOLIC PROCESS: BP, 68 [1.77; 0.04]  GO_0000786_NUCLEOSOME: CC, 24 [1.76; 0.03]  GO_0000166_NUCLEOTIDE BINDING: MF, 182 [1.75; 0.03]  GO_0000079_REGULATION OF CYCLIN-DEPENDENT PROTEIN SERINE_THREONINE KINASE ACTIVITY: BP, 14 [1.75; 0.03]  GO_0008061_CHITIN BINDING: MF, 76 [1.75; 0.03]  GO_0015934_LARGE RIBOSOMAL SUBUNIT: CC, 10 [1.70; 0.04] | N/A |
|  | Negatively enriched in G1, relative to G2: GO terms | GO_0030599_PECTINESTERASE ACTIVITY: MF, 29 [-2.07; 0]  GO_0045330_ASPARTYL ESTERASE ACTIVITY: MF, 29 [-2.06; 0]  GO_0004650_POLYGALACTURONASE ACTIVITY: MF, 33 [-2.04; 0]  GO_0045735_NUTRIENT RESERVOIR ACTIVITY: MF, 18 [-1.93; 6.28 E-04]  GO_0005319_LIPID TRANSPORTER ACTIVITY: MF, 35 [-1.73; 0.04] | GO_0004650_POLYGALACTURONASE ACTIVITY: MF, 33 [-3.20; 0]  GO_0045735_NUTRIENT RESERVOIR ACTIVITY: MF, 18 [-2.87; 0]  GO_0045330_ASPARTYL ESTERASE ACTIVITY: MF, 29 [-2.79; 0]  GO_0030599_PECTINESTERASE ACTIVITY: MF, 29 [-2.79; 0]  GO_0005319_LIPID TRANSPORTER ACTIVITY: MF, 35 [-2.60; 0]  GO_0050790_REGULATION OF CATALYTIC ACTIVITY: BP, 39 [-2.54; 0]  GO_0004197_CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 50 [-2.52; 0]  GO_0004566_BETA-GLUCURONIDASE ACTIVITY: BP, 23 [-2.49; 0]  GO_0005975_CARBOHYDRATE METABOLIC PROCESS: BP, 369 [-2.47; 0]  GO_0004497_MONOOXYGENASE ACTIVITY: MF, 269 [-2.40; 1.15E-04]  GO_0020037_HEME BINDING: MF, 309 [-2.31; 5.43E-04]  GO_0016491_OXIDOREDUCTASE ACTIVITY: MF, [-2.31; 5.07E-04]  GO_0005506_IRON ION BINDING: MF, [-2.29; 6.79E-04]  GO_0016787_HYDROLASE ACTIVITY: MF, [-2.40; 1.15E-04]  GO_0016705_OXIDOREDUCTASE ACTIVITY, ACTING ON PAIRED DONORS, WITH INCORPORATION OR REDUCTION OF MOLECULAR OXYGEN: MF, 269 [-2.31; 1.15E-04]  GO_0005576_EXTRACELLULAR REGION: CC, 256 [-2.01; 0.009]  GO_0016772_TRANSFERASE ACTIVITY, TRANSFERRING PHOSPHORUS-CONTAINING GROUPS MF, 192 [-2.17; 0.002] | GO_0006030_CHITIN METABOLIC PROCESS: BP, 57 [-2.28; 0]  GO_0005975_CARBOHYDRATE METABOLIC PROCESS: BP, 424 [-2.24; 0]  GO_0008061_CHITIN BINDING: MF, 87 [-2.24; 0]  GO_0004197_CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 53 [-2.21; 0]  GO_0005576_EXTRACELLULAR REGION: CC, 287 [-2.21; 0]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 116 [-2.15; 0]  GO_0004553_HYDROLASE ACTIVITY, HYDROLYZING O-GLYCOSYL COMPOUNDS: MF, 129 [ -2.14; 0]  GO_0004252_SERINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 307 [ -2.14; 0]  GO_0050790_REGULATION OF CATALYTIC ACTIVITY: BP, 42 [-2.13; 0]  GO_0008810_CELLULASE ACTIVITY: MF, 43 [-2.04; 0]  GO_0016491_OXIDOREDUCTASE ACTIVITY: MF, 436 [-1.92; 8.57E-05]  GO_0020037_HEME BINDING: MF, 362 [-1.67; 0.009]  GO_0005506_IRON ION BINDING: MF, 374 [-1.65; 0.01]  GO_0016787_HYDROLASE ACTIVITY: MF, 323 [-2.00; 0]  GO_0016705_OXIDOREDUCTASE ACTIVITY, ACTING ON PAIRED DONORS, WITH INCORPORATION OR REDUCTION OF MOLECULAR OXYGEN: MF, 313 [-1.65; 0.01]  GO_0004497_MONOOXYGENASE ACTIVITY: MF, 314 [-1.64; 0.01]  GO_0016772_TRANSFERASE ACTIVITY, TRANSFERRING PHOSPHORUS-CONTAINING GROUPS: MF, 219 [-2.19; 0.002] |
| Legume vs. Citrus | # of enriched GO terms | 13 (5/8) | 6 (6/0) | 12 (10/2) |
|  | Enriched # of connections | 3/4 (S2 iia) | 2/0 (S2 iib) | 7/0 (S2 iic) |
|  | Positively enriched in G1, relative to G2: GO terms | GO_0003735_STRUCTURAL CONSTITUENT OF RIBOSOME: MF, 118 [0.52; 2.13; 0.001]  GO_0006412_TRANSLATION: BP, 121 [2.10; 0.002]  GO_0005840_RIBOSOME: CC, 127 [1.99; 0.01]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 58 [1.93; 0.02]  GO_0004129_CYTOCHROME-C OXIDASE ACTIVITY: MF, 25 [1.91; 0.02] | GO_0004650_POLYGALACTURONASE ACTIVITY: MF, 29 [2.06; 0]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 32 [2.05; 0]  GO_0050790_REGULATION OF CATALYTIC ACTIVITY: BP, 77 [2.03; 0]  GO_0004185_SERINE-TYPE CARBOXYPEPTIDASE ACTIVITY: MF, 37 [1.79; 0.01]  GO_0004197_CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 23 [1.79; 0.01]  GO_0004252_SERINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 43 [1.76; 0.02] | GO_0006412_TRANSLATION: BP, 144 [1.84; 0.001]  GO_0003735_STRUCTURAL CONSTITUENT OF RIBOSOME: MF, 141 [1.83; 0.001]  GO_0005840_RIBOSOME: CC, 153 [1.82; 9.15E-04]  GO_0008061_CHITIN BINDING: MF, 87 [1.81; 9.19E-04]  GO_0006030_CHITIN METABOLIC PROCESS: BP, 77 [1.76; 0.004]  GO_0008810_CELLULASE ACTIVITY: MF, 43 [0.69; 1.72; 0.01]  GO_0009253_PEPTIDOGLYCAN CATABOLIC PROCESS: BP, 23 [0.76; 1.70; 0.01]  GO_0030245_CELLULOSE CATABOLIC PROCESS: BP, 20 [1.68; 0.02]  GO_0008271_SECONDARY ACTIVE SULFATE TRANSMEMBRANE TRANSPORTER ACTIVITY: MF, 17 [1.65; 0.03]  GO_0004348_GLUCOSYLCERAMIDASE ACTIVITY: MF, 12 [1.63; 0.04] |
|  | Negatively enriched in G1, relative to G2: GO terms | GO_0005975_CARBOHYDRATE METABOLIC PROCESS: BP, 214 [-1.99; 0.006]  GO_0004553_HYDROLASE ACTIVITY, HYDROLYZING O-GLYCOSYL COMPOUNDS: MF, 64 [-1.97; 0.005]  GO_0016829_LYASE ACTIVITY: MF, 28 [-1.96; 0.004]  GO_0043169_CATION BINDING: MF, 17 [-1.82; 0.04]  GO_0005319_LIPID TRANSPORTER ACTIVITY: MF, 21 [-1.80; 0.04]  GO_0016787_HYDROLASE ACTIVITY: MF, 156 [-1.80; 0.03]  GO_0004565_BETA-GALACTOSIDASE ACTIVITY: MF, 14 [-1.80; 0.03]GO_0000786_NUCLEOSOME: CC, 16 [-1.78; 0.03] | N/A | GO_0042302_STRUCTURAL CONSTITUENT OF CUTICLE: MF, 68 [-2.11; 0.005]  GO_0034993_LINC COMPLEX: CC, 12 [-1.97; 0.02] |
| Conventional vs. Organic | # of enriched GO terms | 11 (0/11) | 18(1/17) | 2 (1/1) |
|  | Enriched # of connections | 0/10 (S2 iiia) | 0/19 (S2 iiib) | 0/0 (S2 iiic) |
|  | Positively enriched in G1, relative to G2: GO terms | N/A | GO_0004181_METALLOCARBOXYPEPTIDASE ACTIVITY: MF, 20 [1.87; 0.02] | GO_0034993_LINC COMPLEX: CC, 12 [2.02; 0.04] |
|  | Negatively enriched in G1, relative to G2: GO terms | GO_0005549_ODORANT BINDING: MF, 103 [-1.99; 0.002]  GO_0004313_[ACYL-CARRIER-PROTEIN] S-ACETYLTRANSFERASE ACTIVITY: MF, 25 [-1.85; 0.02]  GO_0004316_3-OXOACYL-[ACYL-CARRIER-PROTEIN] REDUCTASE (NADPH) ACTIVITY: MF, 25 [-1.84; 0.01]  GO_0006412_TRANSLATION: BP, 144 [-1.84; 0.01]  GO_0004319_ENOYL-[ACYL-CARRIER-PROTEIN] REDUCTASE (NADPH, B-SPECIFIC) ACTIVITY: MF, 25 [-1.83; 0.01]  GO_0016296_PALMITOYL-[ACYL-CARRIER-PROTEIN] HYDROLASE ACTIVITY: MF, 25 [-1.83; 0.01]  GO_0003735_STRUCTURAL CONSTITUENT OF RIBOSOME: MF, 141 [-1.83; 0.01]  GO_0004317_3-HYDROXYPALMITOYL-[ACYL-CARRIER-PROTEIN] DEHYDRATASE ACTIVITY: MF, 25 [-1.82; 0.01]  GO_0016295_MYRISTOYL-[ACYL-CARRIER-PROTEIN] HYDROLASE ACTIVITY: MF, 25 [-1.82; 0.01]  GO_0004320_OLEOYL-[ACYL-CARRIER-PROTEIN] HYDROLASE ACTIVITY: MF, 25 [-1.82; 0.009]  GO_0005840_RIBOSOME: CC, 153 [-1.80; 0.01] | GO_0016491_OXIDOREDUCTASE ACTIVITY: MF, 436 [-2.38; 0]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 116 [-2.36; 0]  GO_0050790_REGULATION OF CATALYTIC ACTIVITY: BP, 42 [-2.36; 0]  GO_0004197_CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 53 [-2.34; 0]  GO_0016705_OXIDOREDUCTASE ACTIVITY, ACTING ON PAIRED DONORS, WITH INCORPORATION OR REDUCTION OF MOLECULAR OXYGEN: MF, 313 [-2.29; 0]  GO_0004497_MONOOXYGENASE ACTIVITY: MF, 314 [-2.26; 0]  GO_0016772_TRANSFERASE ACTIVITY, TRANSFERRING PHOSPHORUS-CONTAINING GROUPS: MF, 219 [-2.23; 0]  GO_0005975_CARBOHYDRATE METABOLIC PROCESS: BP, 424 [-2.23; 0]  GO_0008810_CELLULASE ACTIVITY: MF, 43 [-2.22; 0]  GO_0005506_IRON ION BINDING: MF, 374 [-2.19; 0]  GO_0020037_HEME BINDING: MF, 362 [-2.17; 0]  GO_0004252_SERINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 307 [-1.62; 0.03]  GO_0042626_ATPASE ACTIVITY, COUPLED TO TRANSMEMBRANE MOVEMENT OF SUBSTANCES: MF, 189 [-1.81; 0.002]  GO_0016758_TRANSFERASE ACTIVITY, TRANSFERRING HEXOSYL GROUPS: MF, 144 [-1.96; 1.63E-04]  GO_0030246_CARBOHYDRATE BINDING: MF, 145 [-2.06; 0]  GO_0004553_HYDROLASE ACTIVITY, HYDROLYZING O-GLYCOSYL COMPOUNDS: MF, 129 [-2.17; 0]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 116 [-2.36; 0] | GO_0030245_CELLULOSE CATABOLIC PROCESS: BP, 20 [-1.68; 0.048] |
| Switch vs. Maintain | # of enriched GO terms | 4 (4/0) | 25(15/10) | N/A |
|  | Enriched # of connections | 2/0 | 15/6 | N/A |
|  | Positively enriched in G1, relative to G2: GO terms | GO_0004650_POLYGALACTURONASE ACTIVITY: MF, 39 [1.97; 0]  GO_0030599_PECTINESTERASE ACTIVITY: MF, 30 [1.94; 0]  GO_0045330_ASPARTYL ESTERASE ACTIVITY: MF, 30 [1.90; 0]  GO_0044822_POLY(A) RNA BINDING: MF, 17 [1.62; 0.02] | GO_0004650_POLYGALACTURONASE ACTIVITY: MF, 39 [2.49; 0]  GO_0008234_CYSTEINE-TYPE PEPTIDASE ACTIVITY: MF, 116 [2.41; 0]  GO_0004197_CYSTEINE-TYPE ENDOPEPTIDASE ACTIVITY: MF, 53 [2.32; 0]GO_0005975_CARBOHYDRATE METABOLIC PROCESS: BP, 424 [2.31; 0]  GO_0050790_REGULATION OF CATALYTIC ACTIVITY: BP, 42 [2.29; 0]  GO_0030599_PECTINESTERASE ACTIVITY: MF, 30 [2.23; 0]  GO_0045330_ASPARTYL ESTERASE ACTIVITY: MF, 30 [2.21; 0]  GO_0016829_LYASE ACTIVITY: MF, 47 [2.15; 0]  GO_0008810_CELLULASE ACTIVITY: MF, 43 [2.09; 0]  GO_0016787_HYDROLASE ACTIVITY: MF, 323 [2.01; 0]  GO_0016491_OXIDOREDUCTASE ACTIVITY: MF, 436 [1.93; 1.50E-04]  GO_0005576_EXTRACELLULAR REGION: CC, 287 [1.65; 0.03]  GO_0030246_CARBOHYDRATE BINDING: MF, 145 [1.87; 7.85E-04]  GO_0008643_CARBOHYDRATE TRANSPORT: BP, 72 [1.61; 0.046]  GO_0022891_SUBSTRATE-SPECIFIC TRANSMEMBRANE TRANSPORTER ACTIVITY: MF, 69 [1.73; 0.01] | N/A |
|  | Negatively enriched in G1, relative to G2: GO terms | N/A | GO_0008061_CHITIN BINDING: MF, 87 [-2.24; 0]  GO_0004181_METALLOCARBOXYPEPTIDASE ACTIVITY: MF, 20 [-2.12; 7.32E-04]  GO_0006030_CHITIN METABOLIC PROCESS: BP, 77 [-2.10; 4.88E-04]  GO_0005319_LIPID TRANSPORTER ACTIVITY: MF, 38 [-1.94; 0.007]  GO_0003993_ACID PHOSPHATASE ACTIVITY: MF, 44 [-1.87; 0.02]  GO_0006357_REGULATION OF TRANSCRIPTION FROM RNA POLYMERASE II PROMOTER: BP, 22 [-1.85; 0.02]  GO_0045735_NUTRIENT RESERVOIR ACTIVITY: MF, 19 [-1.86; 0.03]  GO_0004177_AMINOPEPTIDASE ACTIVITY: MF, 65 [-1.82; 0.03]  GO_0004697_PROTEIN KINASE C ACTIVITY: MF, 17 [-1.80; 0.04]  GO_0008237_METALLOPEPTIDASE ACTIVITY: MF, 73 [-1.79; 0.04] | N/A |

# Supplementary material for: Host-specific gene expression as a tool for introduction success in Naupactus parthenogenetic weevils
**Source:** PLoS One. 2021 Jul 30;16(7):e0248202. doi: 10.1371/journal.pone.0248202
**Supplement:** S5 Table — Description of Trinity alignment parameters and R packages including the sources for each module.

**S Table. Summary of computational resources used in this study.**  Description of Trinity alignment parameters and R packages, including the sources for each module.

| Transcriptome alignment step | Parameters |
| --- | --- |
| Trinity script align_and_estimate_abundance.pl | --seqType fq --SS_lib_type RF --output_dir abundance --thread_count 6 --left [file_R1] --right [file_R2] --output_prefix [sample] --est_method RSEM --aln_method bowtie --trinity_mode |
| Trinity --aln_method bowtie parameters | --all --best --strata -m 300 --chunkmbs 512 |
| Trinity --est_method RSEM parameters | rsem-calculate-expression default parameters (no options specified as paired-end alignment and trimming has already occurred) |

| **R software and packages** | **Citations and source** |
| --- | --- |
| gridExtra | Auguie B, Antonov A. gridExtra: Miscellaneous Functions for “Grid” Graphics [Internet]. 2017 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=gridExtra](https://cran.r-project.org/package=gridExtra) |
| VennDiagram | Chen H. VennDiagram: Generate High-Resolution Venn and Euler Plots [Internet]. 2018 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=VennDiagram](https://cran.r-project.org/package=VennDiagram)  Chen H, Boutros PC. VennDiagram: a package for the generation of highly-customizable Venn and Euler diagrams in R. BMC Bioinformatics [Internet]. 2011 Jan 26 [cited 2020 Jan 22];12(1):35. Available from:<https://doi.org/10.1186/1471-2105-12-35> |
| ggbeeswarm | Clarke E, Sherrill-Mix S. ggbeeswarm: Categorical Scatter (Violin Point) Plots [Internet]. 2017 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=ggbeeswarm](https://cran.r-project.org/package=ggbeeswarm) |
| data.table | Dowle M, Srinivasan A, Gorecki J, Chirico M, Stetsenko P, Short T, et al. data.table: Extension of “data.frame” [Internet]. 2019 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=data.table](https://cran.r-project.org/package=data.table) |
| Hmisc | Jr FEH, others with contributions from CD and many. Hmisc: Harrell Miscellaneous [Internet]. 2020 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=Hmisc](https://cran.r-project.org/package=Hmisc) |
| ggpubr | Kassambara A. ggpubr: “ggplot2” Based Publication Ready Plots [Internet]. 2020 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=ggpubr](https://cran.r-project.org/package=ggpubr) |
| RColorBrewer | Neuwirth E. RColorBrewer: ColorBrewer Palettes [Internet]. 2014 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=RColorBrewer](https://cran.r-project.org/package=RColorBrewer) |
| R base language | R Core Team. R: A language and environment for statistical computing. [Internet]. Vienna, Austria: R Foundation for Statistical Computing; 2019. Available from: [https://www.R-project.org/](https://www.r-project.org/) |
| gplots | Warnes GR, Bolker B, Bonebakker L, Gentleman R, Huber W, Liaw A, et al. gplots: Various R Programming Tools for Plotting Data [Internet]. 2020 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=gplots](https://cran.r-project.org/package=gplots) |
| reshape | Wickham H. Reshaping Data with the reshape Package. Journal of Statistical Software [Internet]. 2007 Nov 13 [cited 2020 Mar 17];21(1):1–20. Available from:<https://www.jstatsoft.org/index.php/jss/article/view/v021i12> |
| tidyverse | Wickham H, Averick M, Bryan J, Chang W, McGowan L, François R, et al. Welcome to the Tidyverse. Journal of Open Source Software [Internet]. 2019 Nov 21 [cited 2020 Mar 17];4(43):1686. Available from:<https://joss.theoj.org/papers/10.21105/joss.01686> |
| magrittr | Wickham SMB and H. magrittr: A Forward-Pipe Operator for R [Internet]. 2014 [cited 2020 Mar 17]. Available from: [https://CRAN.R-project.org/package=magrittr](https://cran.r-project.org/package=magrittr) |

How the deposited data were processed for this re-analysis (not part of the article)

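RNA was sequenced from pools of heads, abdomens or whole immatures of *N. cervinus* and *N. leucoloma* weevils. Each pool is 1 library from 1 locality and host plant. The 52 libraries are 42 of *N. cervinus* (16 heads, 16 abdomens and 10 immatures) and 10 of *N. leucoloma* (5 heads, 3 abdomens and 2 immatures). Host, locality and group of each library were taken from S1 and S2 Tables before the data were examined, and the DEG rule, the gene lists, the tests, the rule for named genes and most alternatives were set then too. S1 Table gives kudzu as the host of the Oleary72 libraries, whereas S2 Table places them with the asters in every contrast, and S2 Table was followed. The column names of a deposited table call Oleary72 kudzu where its head is set against its gut. The abdomen contrasts of kudzu against aster and of Baccharis against aster, as deposited, have Oleary72 as their only aster library, so their DEG numbers rest on that host label. In all 4 abdomen contrasts of Legume vs. Other in *N. cervinus*, as deposited, the kudzu side is the For67 abdomen alone. Both kudzu localities of *N. cervinus* and both aster localities lie in the introduced range, and Baccharis, Prunella and Caprifoleacea in the native range, so contrasts between these sides differ in range as well as in host. S1 Table also gives *Poncirus trifoliata* for the *N. leucoloma* Ros77 libraries, which S2 Table lists as Spiraea. S2 Table counts the TulThree weevils switched to sweet potato among the citrus libraries of the kudzu against citrus contrasts, and that grouping was kept. The citrus adults and all immatures of *N. cervinus* are in a set of tables apart from the other 22 adult libraries, the kudzu ones among them, so in adults the set of tables and the host cannot be told apart for kudzu against citrus. By S1 Table kudzu weevils came from the southeast of the USA and citrus weevils from its west coast, so region goes with host there too. Adult Quin71 libraries were told apart as switched or maintained by the number that ends their code. For 3 columns of values no sample is named, and they were not used.

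The FPKM values (fragments per gene and library, scaled to transcript length and to all mapped reads) were made by the authors with RSEM, after they aligned reads with Bowtie to a de novo Trinity assembly of each species and kept transcripts by their quality filters. The authors' log2 fold changes compare group means of FPKM after adding 0.5. The authors' adjusted log2 fold change multiplies this by a weight between 0.5 and 2 that rises with mean expression. Recomputed from the FPKM values, it was matched to within 1e-06 in 45 contrasts. The weight lets a 1.41-fold difference reach 1 at the highest weight and asks for a 4-fold difference at the lowest. The p-value and adjusted p-value columns were made by the authors with limma and deposited for 4 contrasts, in tables that list only genes the authors selected. Versions of FastQC, Bowtie, RSEM, edgeR and limma as the authors used them are not given in the sources used here. The 35 tables repeat libraries, and 171 columns of FPKM were compared across tables, with a largest difference of 0. In *N. cervinus* 24550 of 54366 genes carry a description, and in *N. leucoloma* 21137 of 37398 in the first adult table, 21449 of 38174 in the second, which gave the adult library values, and 21470 of 37982 in the table with immatures.

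Mapped reads per library (S3 Table) were 4625134 to 58766318 in *N. cervinus*, apart from the Oleary72 head, in which 3.61% of 6666371 reads mapped, and 10277422 to 46026536 in *N. leucoloma*. Counts per gene were not used here, so no counting error can be given for a single FPKM value, and a gene listed at 0 has no upper bound. No fold is given against a group in which every library is at 0.

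DEGs were counted in 48 contrasts of S2 Table by the paper's thresholds, a difference in mean FPKM over 1 and an adjusted log2 fold change of at least 1 in size. For genes of the 3 categories the paper asks besides that the transcript be present in both groups. The rule fixed here left that out, so the numbers and identities reported include genes at 0 in 1 group, and those above 0 in both were counted as an alternative. Of these, 34 as used compare 1 library with 1. Transcripts were placed in 12 functional gene groups (HD, DTX and IM) by the text of their description, whatever organism it names. Numbers of DEGs higher in either group were compared with a sign-flip permutation test of the signed-rank statistic. It took 1 pair per contrast and gene group, was exact for fewer than 10 pairs and otherwise used 100000 resamples. Within-family numbers were compared with a permutation test of the Kruskal-Wallis statistic that moves whole contrasts between families, with 100000 resamples. Contrasts within a group share libraries, which neither test takes into account unless 1 contrast per tissue is used. Identities are descriptions, counted once over both species, since the assemblies share no gene codes.

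For contrasts with 2 or more libraries in a group, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (eBayes with trend) over genes of at least 1 FPKM in at least 2 libraries. The adjusted p (Benjamini-Hochberg, over all genes tested) had to be under 0.05. Gene groups were tested as sets with camera of limma at its preset inter-gene correlation and with an estimated one, adjusted over all contrasts, separately for the 12 functional groups and the other fixed lists. A count adjusted over the members of 1 list alone is named as such. Differences between head and abdomen in the effect of a host were tested as an interaction in limma without pairs, and after the data had been seen also with the pool of weevils that gave both tissues as a block. For contrasts of 1 library against 1 there is no test per gene. The median log2 fold change of a list was placed as a percentile among 10000 random lists of as many genes, matched on mean FPKM in 50 bins, over genes of at least 1 FPKM in 1 of the 2 libraries. Such a percentile sets genes against genes, not weevils against weevils, and 145 of 340 functional gene groups (42.6%) and 51 of 90 other lists (56.7%) lay outside the central 95% of random lists. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

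Genes are named by rule. With replicates they are the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05 in limma, groups that do not overlap, a description of function and a group mean of at least 5 FPKM. The 2 members of each functional gene group with the largest change past the threshold are added. With 1 library per group they are the 3 highest and 3 lowest DEGs with a description and at least 10 FPKM in 1 group, and in each gene group the DEG with the highest FPKM. Genes outside this rule are said to have been chosen after their values were seen. The paper names no single transcript.

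Alternatives tried for the numbers of DEGs were a log2 fold change of at least 2, a difference in FPKM over 5, no threshold on FPKM, 1 pair per contrast, 1 contrast per tissue, no contrast that S2 Table lists with Oleary72, broader name lists, and the authors' adjusted p where given. Those tried for limma were no filter on low FPKM, log2(FPKM + 0.1), a spread shared by all libraries of the tissue, and each library left out in turn. A block was tried too, locality for switched against maintained and the pool of weevils for head against abdomen. Chosen only after the data had been seen were groups as S2 Table lists them, genes above 0 in both groups, fold changes without the weight, libraries scaled by their median ratio, no transcripts named after other organisms, a single use of 2 contrasts that hold the same libraries, no Quin71 contrast in Switch vs. Maintain, and limma on the libraries that the deposited contrasts used. Normalization by DESeq2 size factors and the DESeq2 Wald test need counts and were not run.

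The limma fit and both list tests were tested on simulated data with known changes in 50 genes or 1 list. Transcripts were assigned to plants, microsporidia, fungi or *Wolbachia* by the organism in their description, and none of their sequences is given.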

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

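The tests of plant RNA in the gut and of annotation names, the interaction with pools as a block, and the random assignments for *N. leucoloma* and for identities, were chosen only after the results were seen. Libraries far from the others of their group were sought with Dixon's test at its 95% level in 36 groups and measures. Chance alone passes it in about 1 in 20 groups, and 9 passed. Among *N. cervinus* immatures the Oleary72 library had 20.9% of its reads mapped (others 61.7% to 69.0%) and 61.2% of its genes at 0 (others 31.9% to 43.7%). The Quin71 immature had 5 transcripts of at least 1 FPKM named after insect fungi and the KerTwo immature 5 named after smut fungi (others 1 to 3 in both). A TulThree citrus head had 1 transcript named after microsporidia (others 2), and the KerOne citrus abdomen 3 named after *Wolbachia* (others 4). In the Post70 head of *N. leucoloma* 29.7% of genes were at 0 (others 49.0% to 56.6%).

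The change between kudzu and citrus differed between heads and abdomens in 13 genes by an interaction in limma (2467 at an unadjusted p under 0.05, lowest adjusted p = 0.00584). That fit left heads and abdomens of a pool unpaired. With the pool as a block 0 genes were called in limma (3588 unadjusted, lowest adjusted p = 0.174), so the 13 rest on the unpaired fit. One was serine protease inhibitor 3/4 (TRINITY_DN141669_c1_g1), with a mean of 142 FPKM in kudzu abdomens and listed at 0 in citrus abdomens and in all heads of the test (adjusted p = 0.0274, and 0.186 with the pool as a block). A table of citrus against aster immatures, a contrast that S2 Table does not hold, lists 262 genes with an adjusted p under 0.05 by the authors, 16 higher and 246 lower on citrus.

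In *N. cervinus* adults 79.9% of the HD, DTX and IM DEGs of Legume vs. Other were higher on kudzu, and in *N. leucoloma* 80.0% on legumes. Among DEGs outside the 12 gene groups the shares were 81.3% and 84.6%, which leaves -1.37 and -4.54 percentage points inside minus outside, and a shift of all genes between the libraries remains open. With Post70 as the only kudzu library the share was 40.7%, and with For67, the library with the most mapped reads, 84.7% (in abdomens For67 is the only kudzu library of the deposited contrasts), so the For67 libraries alone may carry the pattern. Of DEGs outside the 12 gene groups 37.0% and 85.3% were higher on kudzu, in the same order. For the Post70 abdomen alone the share was 42.8% inside the 12 groups and 28.8% outside. Of 100 random assignments of localities in *N. cervinus* 2 gave a mean excess as large as 348 genes per contrast (highest 369.6), and in *N. leucoloma* 19 of 100 did (323). Fewer than 5 had been set to count against differences between libraries unrelated to the host. That bound was wrong, since For67 takes a kudzu role in 15 of the 100 draws and both draws as large are among these, while the highest of the other 85 was 317. So such differences cannot be told apart from an effect of the host plant, the biological explanation of the design, in the *N. cervinus* adults. Range stays open too, with both kudzu localities introduced and 5 of the 7 other localities native, and was not tested apart from host.

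Transcripts named after plants and fungi were many in the Post70 head of *N. leucoloma*, with 2221 named after plants (other heads 68 to 88) and 102 after insect fungi (others 2 to 19). That head had 17.4 times as many plant-named transcripts as the abdomen of the same weevils, though they took 2.04% of FPKM in the head and 1.91% in the abdomen. The Ros77 abdomen had 88 and its head 69, the Fair74 abdomen 23 and its head 88, so plant RNA from food in the gut stays open there. In *N. leucoloma* immatures 79 (Fair74) and 91 (Post70) plant-named transcripts took 11.7% and 5.84% of FPKM, above every adult library of this species (0.254% to 2.04%). The paper says that immatures were frozen before they fed on plants, so food in the gut does not explain their share. What does was not tested. Transcripts named after microsporidia took 4.52% of FPKM in the Fair74 abdomen and 0.0904% in its head, where other localities had a median of 7.98e-04%, which is consistent with an infection of those weevils. The median hides Post70, with 0.209% in the head (199 transcripts of at least 1 FPKM, and 145 in the Fair74 head) and 0.0871% in the abdomen (133), so the Fair74 head is not the highest head. Whether the Post70 values have the same source was not tested. Plant matter carried on the body and reads from other samples were not tested, and no condition of the design gives a biological explanation for the plant-named transcripts.

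Of the 161 HD, DTX and IM identities found only in Legume vs. Other, 96.9% name no *N. cervinus* transcript of the category, and of the 160 found only within Fabaceae 98.1%. *N. leucoloma* enters only these groups of contrasts, so annotation names that only its assembly holds may give rise to most of them. Random assignments of libraries to hosts gave as many HD, DTX and IM identities only in Legume vs. Other in 86, 28 and 71 of 100 draws. *N. leucoloma* libraries are in no other of these groups in any draw, so the draws could hardly change the numbers and decide nothing about host. By Trinity gene ID in *N. cervinus* alone, 0 HD, 7 DTX and 5 IM genes were found only in that group. Whether the legume diet of *N. leucoloma* adds to the list is open and was not tested.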

How the results depend on the processing

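Groups as S2 Table lists them, genes above 0 in both groups, fold changes without the weight, scaled libraries, removal of other organisms' transcripts, a single use of 2 contrasts with the same libraries, no Quin71 contrast, the deposited contrasts' libraries in limma, pools as a block in interactions, and for identities broader names, no FPKM threshold, the authors' p and no Oleary72 were tried only after the data had been seen. Across all settings 377 results kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Of the others 98 counts moved further, 19 tests fell short of 0.05, 4 passed it and 10 reversed. Where results moved or reversed the cause was not tested. The files give no counts, so DESeq2 size factors and the DESeq2 Wald test were not run. In simulated data limma recovered 0 of 50 genes even at a log2 change of 6 in 4 contrasts of 2 or 3 libraries against 1 to 3 (kudzu against Baccharis and switched against maintained heads, kudzu against aster abdomens, soybean against Spiraea heads). It recovered 22 of 50 at a change of 4 in kudzu against citrus heads, and 25 of 50 at 2 in head against abdomen. In the Oleary72 head 3.61% of reads mapped and 96.9% of genes were at 0, in the Byr68 aster abdomen 4625134 reads and 87.3%, in the Post70 kudzu abdomen 7817463 and 75.9%, and in the Oleary72 abdomen 9255163 and 63.3%. What depth alone limits was not tested.

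HD numbers of Legume vs. Other in *N. cervinus* kept their direction with p = 1e-05 (the smallest the permutation can give) to 0.0313 under 13 settings. All p below are from the same permutation tests. With 1 pair per contrast p rose to 0.0625 for HD, DTX and IM in *N. leucoloma*, to 0.25, 0.5 and 0.25 in Conventional vs. Organic, to 0.0625 for HD and DTX in Switch vs. Maintain and to 0.063 for within-family HD. The number of pairs sets the smallest p in these tests. With 1 contrast per tissue it was 0.0704 for DTX and 0.289 for IM of Legume vs. Other in *N. cervinus*, 0.0586 for HD and 0.00391 for IM of Switch vs. Maintain, and 0.299 and 0.0926 for within-family HD and IM. In scaled libraries the permutation p for IM of Legume vs. Other was 0.434 in *N. cervinus* and 0.13 in *N. leucoloma*, within-family HD 0.0553 and DTX 0.0313, and HD of Legume vs. Citrus reversed (0.672). With the authors' adjusted p, HD, DTX and IM of Legume vs. Citrus reversed (0.25, 0.125 and 0.25). That filter leaves 2 genes in heads and 0 in abdomens, and none was applied to immatures, so these 3 values rest on the unfiltered immature contrast and say nothing of adults. Without the Quin71 contrasts IM of Switch vs. Maintain reversed (0.84), with 205 higher in switched and 196 in maintained weevils, whereas HD and DTX stayed higher in maintained ones (0.00781 and 0.00171). Without the weight p was 0.0703 for HD of Conventional vs. Organic and 0.00588 for within-family DTX, and with no FPKM threshold 0.0783 for within-family HD. Within-family DTX numbers, highest within Asteraceae, were highest within Fabaceae at a log2 fold change of at least 2 (0.00152) and a difference over 5 FPKM (9.90e-04). Without the contrasts that S2 Table lists with Oleary72 no Asteraceae contrast is left, though the head one as deposited lacks its library. Fabaceae (312 per contrast) against Rutaceae (256) then had 0.0295, with no change of rank between them. Among genes above 0 in both groups the highest were Rutaceae for HD and DTX and Asteraceae for IM (0.253, 0.19 and 0.636).

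Identities shared by all 4 groups (51 HD, 132 DTX, 107 IM) were 31, 84 and 55 at a log2 fold change of at least 2, 33, 66 and 65 at a difference over 5 FPKM, 28, 69 and 58 with the authors' adjusted p (which leaves few adult genes of kudzu against citrus), and 94, 353 and 196 by Trinity gene ID in *N. cervinus*. Those only in Legume vs. Other (21, 81 and 59) were 0, 7 and 5 by Trinity gene ID, 52 for DTX with 1 contrast per tissue, 13 for HD and 45 for DTX above 0 in both groups, and 94 for IM with broad names. Those only within Fabaceae (23, 78 and 59) were 13 for HD and 31 for DTX above 0 in both groups and 97 for IM with broad names. The 29, 79 and 67 shared by the 3 families were 0 without the contrasts that S2 Table lists with Oleary72. That setting leaves no Asteraceae contrast, so the 0 is by construction and does not tell how far these numbers depend on Oleary72.

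In limma kudzu against Baccharis called 14 genes in heads and 57 in abdomens. These were 33 and 98 with no filter, 30 and 126 in scaled libraries, and 0 (2172 at an unadjusted p under 0.05) and 1 with a spread shared by all libraries of the tissue. In abdomens 15 were called at log2(FPKM + 0.1) and 6 with the libraries of the deposited contrast. Kudzu against aster abdomens had 1, and 8 with no filter, 17 in scaled libraries, 0 at log2(FPKM + 0.1) and 0 with shared spread in limma (344 and 2839 unadjusted). Kudzu against citrus had 82 in heads, and 187 with shared spread, and 28 in abdomens, and 51 at log2(FPKM + 0.1) and 64 in scaled libraries. Baccharis against aster had 6 in heads, and 1 with no filter, 2 in scaled libraries and 0 with shared spread in limma (3337 unadjusted). In abdomens it had 1, and 5195 at log2(FPKM + 0.1), 1912 with the libraries of the deposited contrast and 366 in scaled libraries. Soybean against Spiraea heads had 0 in limma (133 unadjusted), and 917 with no filter. Switched against maintained abdomens had 202, and 0 in limma at log2(FPKM + 0.1), with shared spread, with locality as a block and in scaled libraries (1847, 1294, 2771 and 2572 unadjusted). Head against abdomen called 8259 to 13055 genes in 5 settings. The interaction of tissue with kudzu against citrus called 13 genes, and 0 in limma with the pool as a block (3588 unadjusted).

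With each library left out in turn, a library left alone in its group was assumed to vary like the others. Kudzu against Baccharis heads then called 1 to 23 genes (For67 23, Post70 4, Otta78 3, Nan79 1, Tala81 1). Abdomens called 1 to 2815 (For67 2815, Post70 6, Otta78 217, Tala81 1). Kudzu against aster heads called 0 to 11637 in limma (Byr68 11637, For67 2, Post70 4, and 0 without Oleary72 with 824 unadjusted) and abdomens 0 to 163 (For67 39, Post70 13, Byr68 163, and 0 without Oleary72 with 2025 unadjusted). Kudzu against citrus heads called 13 to 1780 (Post70 1780, For67 881, KerOne 13, TulTwo 15, pummelo 29, rough lemon 38) and abdomens 6 to 10534 (Post70 6825, For67 10534, KerOne, TulTwo and pummelo 6 each, rough lemon 9). Baccharis against aster heads called 0 to 9144 in limma (Byr68 9144, Nan79 5956, Oleary72 7 with 1 of the 6, and 0 without Otta78 or Tala81 with 4064 and 4103 unadjusted). Abdomens called 0 to 8002 in limma (Tala81 8002, Oleary72 4834, Nan79 3296, Byr68 1912, and 0 without Otta78 with 6422 unadjusted). Soybean against Spiraea heads called 0 to 11 in limma (Eli80 11, and 0 without Fair74 or Sol82 with 958 and 189 unadjusted). Switched against maintained heads called 0 to 3 in limma (1 without maintained Quin71, 3 without maintained TulThree, and 0 without either switched library with 332 and 1620 unadjusted). Abdomens called 23 to 696 (36 without switched Quin71, 696 without switched TulThree, 36 without maintained Quin71 and 23 without maintained TulThree). Head against abdomen called 10080 without Oleary72.

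With an estimated correlation camera called 0 of the 205 tests of functional gene groups (2 at an unadjusted p under 0.05), where 30 were called at the preset correlation, and 0 of the 90 tests of other lists (3 unadjusted), where 46 were. Among members of at least 5 FPKM it called 41 and 47. Of values of named genes 470 counted as kept, 153 no longer passed the threshold, 9 moved, and 1 reversed, a glutathione S-transferase (TRINITY_DN194056_c0_g1) of kudzu against soybean abdomens at -1.34 in scaled libraries. Genes of contrasts of 1 library against 1 have no p, and counted as kept where scaling moved the log2 fold change by less than 1. The 470 are thus not all values that stayed past a threshold.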

Differences from the paper's values

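For HD, DTX and IM genes the paper asks that a transcript be present in both groups, which the counts here do not, and counts of genes above 0 in both groups, chosen after seeing the values, are given last for each gap. DTX identities found only in Legume vs. Other were 81, and 49 in the paper. Of the alternatives set before the data were examined, 1 contrast per tissue gave 52, within 1.5 times of the paper's value, whereas a log2 fold change of at least 2 (82), a difference over 5 FPKM (93) and Trinity gene ID in *N. cervinus* alone (7) did not. Above 0 in both groups they were 45, within 1.5 times. DTX identities found only in Switch vs. Maintain were 1, and 17 in the paper, and none of these alternatives came within 1.5 times (3, 4, 3 with 1 contrast per tissue and 8 by Trinity gene ID), nor did genes above 0 in both groups (0). DTX identities shared by all 4 contrast groups were 132, and 12 in the paper, with 84, 66, 117 and 353 under the same alternatives and 112 above 0 in both groups, none of them within 1.5 times. IM identities found only in Legume vs. Other were 59, and 11 in the paper, with 63, 62, 57 and 5, and 47 above 0 in both groups, none within 1.5 times. IM identities shared by all 4 groups were 107, and 42 in the paper. A log2 fold change of at least 2 gave 55, within 1.5 times, and the others gave 65, 92 and 196, and 96 above 0 in both groups, which are not.

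Identities shared by Legume vs. Other and 1 further contrast group alone were fewer here, read in the paper as the 2-group regions that Fig. 3 draws. In the order of a log2 fold change of at least 2, a difference over 5 FPKM, 1 contrast per tissue, Trinity gene ID and genes above 0 in both groups, the alternatives are given after each. With Conventional vs. Organic 0 HD identities were shared, and 31 in the paper (4, 0, 0, 0 and 0), and 1 IM identity, and 57 in the paper (8, 2, 0, 3 and 0). With Switch vs. Maintain 1 HD identity was shared, and 37 in the paper (3, 7, 1, 3 and 1), and 3 IM identities, and 64 in the paper (5, 5, 2, 6 and 1). None of these came within 1.5 times. For DTX 8 were shared with Switch vs. Maintain, and 35 in the paper. Trinity gene ID gave 33, within 1.5 times, and the others gave 16, 15, 4 and 5, which are not.

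Within families, HD identities shared by Fabaceae and Rutaceae alone were 4, and 28 in the paper. A log2 fold change of at least 2, a difference over 5 FPKM, 1 contrast per tissue and genes above 0 in both groups gave 5, 3, 3 and 5, none within 1.5 times. HD identities found only within Asteraceae were 3, and 22 in the paper, with 3, 8, 6 and 2, none within 1.5 times. DTX identities shared by the 3 families were 79, and 3 in the paper, with 63, 58, 73 and 56, none within 1.5 times. IM identities shared by the 3 families were 67, and 44 in the paper, and all 4 came within 1.5 times (52, 53, 54 and 57). Above 0 in both groups 4 counts that are within 1.5 times of the paper's otherwise were not, with 31 DTX identities only within Fabaceae (78 otherwise, and 81 in the paper), 46 only within Rutaceae (23, and 17 in the paper), and 44 and 30 IM identities only within Fabaceae and Rutaceae (59 and 15, and 77 and 17 in the paper).

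By the paper's methods, counts of DEGs were the same with adjusted p-values, where these exist, as with its thresholds. Here the thresholds gave 17573 DEGs for kudzu against Baccharis heads, and 25957 and 26837 for kudzu against citrus heads and abdomens. The authors' deposited limma values have 530, 2 and 0 genes at an adjusted p under 0.05, in that order. Over 48 contrasts the thresholds called 11796 to 29196 genes. The paper states that DTX genes in aggregate and IM genes did not differ in number between conventional and organic hosts, whereas the permutation test here gave p = 0.00498 and 0.00391, and 0.0028 and 0.00391 above 0 in both groups. With 1 pair per contrast p was 0.5 and 0.25. It also states larger numbers on organic hosts in cytochrome P450s, glutathione peroxidases and glutathione S-transferases, as here (285 against 95, 9 against 0 and 69 against 16). It states no difference in HD genes between switched and maintained weevils, and p was 0.00188 here, with 0.0586 under 1 contrast per tissue and 0.0625 under 1 pair per contrast, and 0.0016 above 0 in both groups. It states that DTX genes were more often higher in switched weevils. Here 375 were higher in switched and 971 in maintained weevils, with 103 and 148 ABC transporters, 172 and 502 cytochrome P450s and 37 and 114 glutathione S-transferases. Without the Quin71 contrasts, a choice made after seeing the values, 281 were higher in switched and 456 in maintained weevils (permutation p = 0.00171), and above 0 in both groups 293 and 781 (2e-05).

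Within families the paper states that DTX numbers differed, with legume hosts highest, and that HD and IM numbers did not differ but were somewhat higher within legumes. Here HD and IM means were highest within Fabaceae too, at p = 0.0482 and 0.00725, and DTX had p = 0.0672 by permutation, with the highest mean within Asteraceae (332.5 per contrast, against 312 within Fabaceae and 256 within Rutaceae). At a log2 fold change of at least 2 and a difference over 5 FPKM DTX numbers were highest within Fabaceae, at permutation p = 0.00152 and 9.90e-04, and above 0 in both groups within Rutaceae (0.19). For HD p was 0.063 with 1 pair per contrast, 0.299 with 1 contrast per tissue and 0.0783 with no FPKM threshold, and 0.0553 in scaled libraries and 0.253 among genes above 0 in both groups, the last 2 chosen after seeing the values. For IM p was 0.0926 with 1 contrast per tissue and, chosen after seeing the values, 0.636 among genes above 0 in both groups. The paper states that no HD identity was found within legumes alone or within citrus alone, whereas 23 and 12 were here.

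The paper's intensity is a median log2 fold change per contrast, weighted by the number of genes in 5 equal bins of the range, whereas medians here are plain ones of the expression-weighted log2 fold changes of DEGs, so the 2 measures are unlike. In *N. leucoloma* abdomens the paper states a stronger change on other hosts. Median weighted log2 fold changes here were 3.25 on legumes and 2.27 on the other host for HD, 2.96 and 2.58 for DTX and 3.17 and 2.35 for IM, and numbers of DEGs were 132 and 20, 432 and 110, and 250 and 94. In all tissues of switched weevils the paper states a stronger change of DTX genes than in maintained ones. Medians here were 2.23 in switched and 2.19 in maintained heads, 1.96 and 1.80 in immatures, and 1.91 and 2.62 in abdomens. For IM genes it states a stronger change in abdomens than in other tissues of both. In maintained weevils the median was 3.81 in abdomens, 2.16 in heads and 1.96 in immatures, and in switched weevils 2.05, 2.49 and 1.76. In heads the paper states a stronger change of DTX genes on conventional than on organic oranges, and medians here were 1.85 and 1.86.

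For Switch vs. Maintain S4 Table gives terms of polygalacturonase and pectinesterase in heads, and of these, cellulase and cysteine-type peptidases in abdomens, as enriched in switched weevils. Here pectin and cell wall enzymes had a median log2 fold change, switched over maintained, of -1.28 in TulThree heads and -2.68 in TulThree abdomens, and -4.49 in abdomens over both localities. Cysteine peptidases had -2.41 in TulThree abdomens and -4.22 over both localities. As enriched in maintained abdomens S4 Table gives terms of chitin, lipid transport and nutrient reservoir, whereas genes of chitin metabolism had 0.47 and genes of fat body and yolk 1.18 in TulThree abdomens here. Over both localities these had -0.57 and 0.30. Conditions were taken from the titles of the libraries, and for Quin71 the deposited difference of switched minus not switched has the sign that they give. Exchanging switched and maintained would turn all these signs, and which assignment holds was not tested. For Legume vs. Citrus heads S4 Table gives cysteine-type peptidases as enriched in group 1 and nucleosome in group 2. The paper reads group 1 there as legume and group 2 as citrus. Here cysteine peptidases were lower and histones higher in kudzu than in citrus heads. S2 Table lists citrus as group 1 of these contrasts, and which order S4 Table follows was not tested.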

Other observations

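Heads and abdomens of *N. cervinus* also differ in genes outside the functional groups of the paper. AKH-II preprohormone (TRINITY_DN122409_c0_g1), the precursor of a hormone that mobilizes stored fuel, had a median of 2466 FPKM in heads (range 227 to 9141) and 0.151 in abdomens (0 to 56.6), over 16 libraries each (log2 fold change 10.21, standard error 0.51, adjusted p = 7.32e-18). A circadian clock-controlled protein (TRINITY_DN139663_c0_g2) rose in heads too (log2 fold change 7.95, standard error 0.47, adjusted p = 8.07e-16). In limma 55 of 119 genes of muscle were higher in heads and 6 lower, and 9 and 2 of 43 genes of photoreceptors. Of 136 pectin and cell wall enzymes 5 were higher and 72 lower in heads, of 124 cysteine peptidases 7 and 63, and of 437 genes of midgut digestion 36 and 190. More fell than rose in heads also among genes of chitin metabolism (5 higher and 36 lower of 75), heat shock proteins (4 and 28 of 95), histones (0 and 11 of 20, 12 at an unadjusted p under 0.05), genes of ovary and egg (0 and 8 of 14, 8 unadjusted), genes of fat body and yolk (0 and 6 of 35, 6 unadjusted) and ribosomal proteins (1 and 7 of 191). Cuticle proteins (17 and 11 of 86), respiratory chain genes (29 and 28 of 290), genes of neurons (7 and 7 of 37) and fatty acid synthases (0 and 1 of 51, 8 unadjusted) went both ways or hardly moved. All 51438 genes had a median log2 fold change of -0.21, and the lists share members.

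On Baccharis over aster in abdomens, adjusted over each list alone, 58 of 116 pectin and cell wall enzymes rose and 0 fell in limma (74 at an unadjusted p under 0.05, median log2 fold change 3.99), as did 34 of 106 cysteine peptidases (0 fell, 56 unadjusted, median 3.56), and 82 of 324 genes of midgut digestion rose and 2 fell (median 2.30), where all genes had 1.28. These lists were not tested as sets in this contrast. Adjusted over all genes 0 of each list were called in limma (74, 56 and 137 unadjusted). In heads 13 of 22 genes of fat body and yolk rose and 0 fell adjusted over the list alone in limma (17 unadjusted, median 4.24, all genes 1.30). On soybean over Spiraea in *N. leucoloma* heads 9 of 32 genes of the same list rose and 0 fell adjusted over the list alone in limma (17 unadjusted, median 4.44, all genes 0.17). Adjusted over all genes 0 of this list were called in limma in both contrasts (17 unadjusted in each). The Byr68 aster abdomen has 87.3% of genes at 0, and Spiraea is 1 library.

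Of the tests that follow, the search for transcripts of native-range libraries and the interactions with pools as a block were chosen only after a result was seen. Head and abdomen were split at random to ask whether chance could give 9355 changed genes. Of 100 splits of the 32 libraries into groups of 16 the real one gave the most and the highest of the others 1 gene, so chance can be excluded. The real split parts all 16 pairs of head and abdomen and the others at most 14. Among 100 splits that part every pair, with heads and abdomens mixed in each group, the highest was 514. The libraries pair as heads and abdomens of one pool, though their expression correlated at only -0.12 to 0.541 after tissue means were removed.

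The paper's larger number of DTX genes within Fabaceae was set against 3 technical explanations. By the DEG rule used here Asteraceae had the most, and Fabaceae had 1.22 times as many as Rutaceae. That ratio was already under the bound set for these tests, so they could not decide. Per contrast, Fabaceae had 0.589 times as many as Rutaceae among genes above 0 in both groups, and 1.13 times as many without transcripts of plants, microsporidia, fungi or *Wolbachia*. The ratio of DTX genes over that of genes outside the 12 groups was 0.898. With 4 contrasts within Fabaceae, 15 within Rutaceae and 2 within Asteraceae, and another species within Fabaceae, libraries with most genes at 0, a shift of all genes and transcripts of other organisms cannot be told apart from a difference between hosts.

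Interaction of host and tissue in limma called 0 genes for kudzu against Baccharis (1214 at an unadjusted p under 0.05), 0 for switched against maintained (1345) and 0 for Baccharis against aster (2016). With the pool that gave head and abdomen as a block, a fit added after the data had been seen, limma called 0 in each too (2003, 2819 and 1793 unadjusted).

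A transcript named cytochrome b (TRINITY_DN127181_c1_g2) was at 15009.9 to 83084 FPKM in all 10 native-range adult libraries and listed at 0 in 30 of 32 introduced-range libraries. In the other 2, the Quin71 head and abdomen maintained on Paulownia, it was at 133138 and 22992 FPKM. No other of the 54366 transcripts is at 10 FPKM or more in all of these and at 0 in the rest. It was followed because it was the lowest gene of kudzu against Baccharis. Both switched Quin71 adult libraries are among the 30 at 0, so the Quin71 values of Switch vs. Maintain compare weevils that differ in this transcript as well as in host. Whether lineage, a label or the host lies behind it was not tested. A transcript named cytochrome c oxidase subunit 3 (TRINITY_DN136599_c1_g4) was at 31234 FPKM in conventional and 126 in organic orange heads, at 219 in switched and 55113 in maintained TulThree heads, and at 0.574 and 1534 in the immatures.

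Of the 530 genes that the authors list for kudzu against Baccharis heads, 166 are higher and 364 lower on kudzu. Of these genes 525 were tested here and all 525 have the same sign. In limma 384 of them had an unadjusted p under 0.05 and 5 an adjusted one, and over all genes 2 were higher and 12 lower on kudzu.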
